# Nr4a1 modulates inflammation and heart regeneration in zebrafish

**DOI:** 10.1242/dev.204395

**Published:** 2025-07-11

**Authors:** Dong Feng, Yanhan Dong, Yiran Song, Nicholas Yapundich, Yifang Xie, Brian Spurlock, Tingting Lyu, Landry Kuehn, Li Qian, Jiandong Liu

**Keywords:** Cardiac regeneration, Nr4a1, Macrophage, Neutrophil, Zebrafish

## Abstract

Recent findings have highlighted the complex role of inflammation in zebrafish heart regeneration, demonstrating that although inflammation is essential for initiating transient fibrosis and tissue repair, chronic inflammation, and unresolved fibrosis, could impede full regenerative recovery. In this study, we identified the nuclear receptor Nr4a1 as a crucial regulator of this regenerative process in zebrafish. Loss of Nr4a1 function led to a prolonged and excessive inflammatory response, disrupted neutrophil migration, delayed fibrin clearance, and ultimately impaired heart regeneration. Transcriptome-wide RNA-seq analysis at different injury stages revealed molecular disruptions associated with dysregulated inflammation and fibrosis in *nr4a1* mutants. Notably, partial inhibition of the pro-inflammatory cytokine Tnfα rescued heart regeneration in the *nr4a1* mutants, highlighting the therapeutic potential of modulating inflammation. Our findings suggest that Nr4a1 plays a crucial role in orchestrating the immune response during heart regeneration and may serve as a valuable target for enhancing cardiac repair following injury.

## INTRODUCTION

Heart diseases, particularly myocardial infarction (MI), remain a leading cause of death worldwide due to the limited regenerative capacity of the adult mammalian heart (Lodrini and Goumans, 2021). After MI, the mammalian heart permanently loses millions of cardiomyocytes (CMs), triggering a complex inflammatory response, leading to scar formation and eventual heart failure (Carrillo-Salinas et al., 2019; Litviňuková et al., 2020). In contrast, adult zebrafish exhibit exceptionally robust regenerative responses to cardiac injury through the activation of CM proliferation, which effectively replaces lost or damaged myocardial tissue (Poss et al., 2002; Sanz-Morejón and Mercader, 2020). This robust regenerative response highlights the zebrafish as an invaluable model for investigating the underlying principles of heart regeneration that could inform therapeutic interventions (Laflamme and Murry, 2011; Tzahor and Poss, 2017).

The immune response is essential for initiating wound healing and shaping tissue outcomes, leading to either a regenerative or pro-fibrotic phenotype (Wynn, 2008; Neher et al., 2011; Cooke, 2019). Following cardiac injury, innate immune cells, including neutrophils and macrophages, are initially activated and infiltrate the injured area (Carrillo-Salinas et al., 2019). Neutrophils are among the first responders to injury, which are crucial for the initial inflammatory phase (Kolaczkowska and Kubes, 2013; Nauseef and Borregaard, 2014). They help to clear tissue debris and release signaling molecules that recruit additional immune cells to the site of injury (Kolaczkowska and Kubes, 2013; Peiseler and Kubes, 2019). However, their prolonged presence can be detrimental, as they release proteases and reactive oxygen species that can cause further tissue damage (Greenlee-Wacker, 2016; Herrero-Cervera et al., 2022).

Macrophages, which are activated after neutrophils, play a crucial role in clearing debris, propagating inflammation and remodeling the extracellular matrix (ECM) in a timely and spatially coordinated manner (Braga et al., 2015; Watanabe et al., 2019; Witherel et al., 2019). They not only clear apoptotic cells and matrix debris but also secrete cytokines and growth factors that modulate inflammation and promote tissue repair (Watanabe et al., 2019; Westman et al., 2020). The timing and regulation of macrophage recruitment are crucial for effective healing. Delayed macrophage recruitment can result in neutrophil retention, compromised CM proliferation and impaired scar resolution (Silva, 2011; Braga et al., 2015; Ma et al., 2021; Yang et al., 2023). Conversely, excessive or prolonged inflammatory responses can lead to pathological cardiac remodeling and failed heart regeneration (Schett and Neurath, 2018). During the later regenerative phase after injury, macrophages acquire anti-inflammatory properties, marked by the secretion of anti-inflammatory signals and matrix metalloproteases (MMPs), essential for resolving inflammation and regressing fibrosis (Cao et al., 2014; Braga et al., 2015; Witherel et al., 2019). However, the factors driving the balanced immune response and the fine-tuned interplay among multiple cell types remain largely unexplored.

Nr4a1 (also known as Nur77) is a nuclear receptor responsive to external stimuli (Chen et al., 2020) primarily expressed in myeloid cells and closely associated with the functions of macrophages and neutrophils (Hanna et al., 2011; Tacke et al., 2015; Prince et al., 2017). In mice, Nr4a1 mutation has been shown to cause excessive inflammation and exacerbated atherosclerosis (Hanna et al., 2012; Ipseiz et al., 2014). Additionally, loss of Nr4a1 function retains the activation and immigration of neutrophils in a brain ischemic stroke model (Strecker et al., 2022 preprint). Although these studies indicate Nr4a1 as a potent modulator of inflammation, its role in the immune response following cardiac injury in zebrafish remains unknown.

In this study, we demonstrate that depletion of *nr4a1* leads to a prolonged inflammatory response, impaired neutrophil migration, delayed fibrin clearance and, ultimately, failed heart regeneration. RNA-seq analysis at multiple injury stages reveals distinct molecular changes associated with the disrupted inflammatory and fibrotic processes in the mutants. Notably, the compromised heart regeneration in *nr4a1* mutants can be partially rescued by manipulating the cytokine tumor necrosis factor (Tnfα) to inhibit excessive inflammation. Our findings indicate that the nuclear receptor Nr4a1 may contribute to heart regeneration by modulating the inflammatory response, suggesting that Nr4a1 is a potential target for therapeutic strategies to improve cardiac repair.

## RESULTS

### Dynamic expression of Nr4a1 during zebrafish heart regeneration

We first examined the temporal expression pattern of *nr4a1* in the cryoinjury model of zebrafish heart regeneration (González-Rosa and Mercader, 2012). Notably, compared to its expression in uninjured hearts, *nr4a1* exhibited significant upregulation at 2 days post-cryoinjury (dpci), followed by decreased expression at 7 dpci and a resurgence in expression at 14 dpci (Fig. 1A). Subsequently, its expression decreased again at 21 dpci (Fig. 1A). To delineate the cell types where Nr4a1 is expressed during cardiac regeneration, we sought to generate a stable knock-in (KI) transgenic line where the endogenous Nr4a1 protein is tagged with eGFP at its C-terminal end. To this end, we applied the recently published knocking-in tagging method and designed a guide RNA (gRNA) to target the last intron of *nr4a1* (Levic et al., 2021). Co-injection of the Cas9 protein, the gRNA and the repair donor enabled the integration of the donor DNA fragment containing the eGFP sequence into the *nr4a1* locus through non-homologous end joining (Fig. 1B). We obtained a stable *TgKI(nr4a1-eGFP)* knock-in line in which Nr4a1-eGFP is expressed properly, as confirmed by RT-PCR with primers for the fusion gene and by western blot analysis using GFP antibody (Fig. 1C,D). Using GFP as a proxy for Nr4a1 expression, we performed immunohistochemistry on cardiac sections of uninjured and injured hearts. We found that, in contrast to the undetectable level of GFP expression in the uninjured hearts, Nr4a1 expression was observable around the injured area at 2 and 7 dpci (Fig. 1E-H). We then examined GFP expressions in the *TgKI(nr4a1-eGFP)* hearts by colocalizing it with markers of macrophages (IB4) and neutrophils (Mpx). GFP expression was readily observable in both cell types (Fig. 1I,J) (Lai et al., 2017). To further investigate the dynamics of Nr4a1 relative to that of macrophages and neutrophils, we performed triple immunostaining for GFP, IB4 and Mpx at various time points post-injury. As shown in Fig. S1A-C, the Nr4a1 expression peaked at 2 dpci and then gradually decreased by 7 dpci, partially mirroring the expansion dynamics of IB4^+^ macrophages and Mpx^+^ neutrophils. Subsequent quantification of Nr4a1^+^IB4^+^ or Nr4a1^+^Mpx^+^ cells further confirmed the expression of Nr4a1 in both cell types (Fig. S1D,E). Interestingly, we also observed a population of triple-positive cells (Nr4a1^+^IB4^+^Mpx^+^), which may reflect macrophage-mediated phagocytosis of neutrophils during heart regeneration (Harrison et al., 2019). In summary, these findings indicate that *Nr4a1* is dynamically expressed in multiple innate immune cell types.

**Fig. 1.**
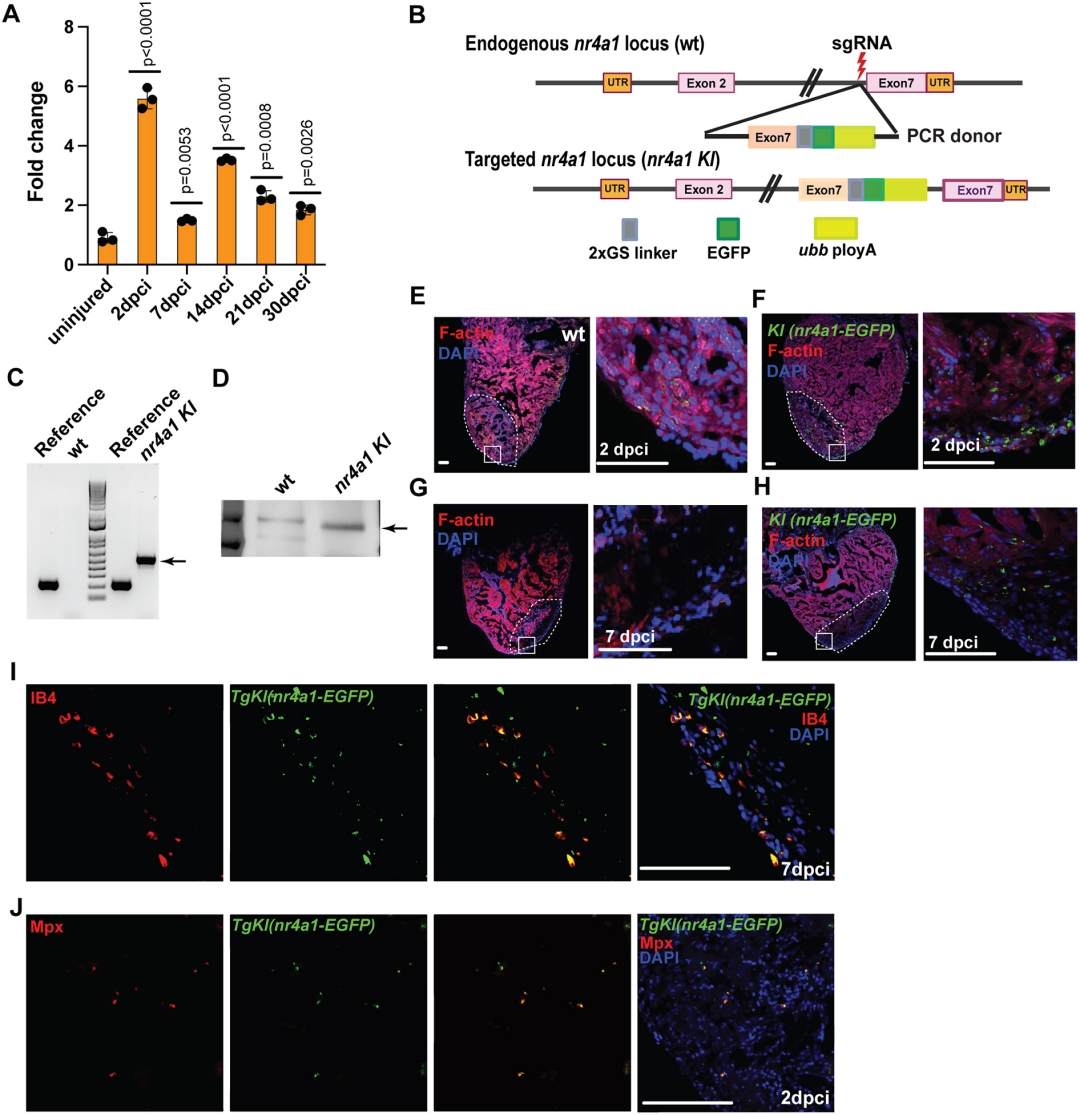
**Dynamic expression of Nr4a1 after cardiac injury.** (A) Expression pattern of *nr4a1* at different stages post-injury. The fold change is calculated relative to the expression in uninjured wild-type (wt) hearts. (B) The schematic for generating *TgKI(nr4a1:eGFP)*. (C) Detection of *nr4a1:eGFP* fusion mRNA. The 518 bp band indicates correct *nr4a1:eGFP* fusion cDNA. (D) Western blot analysis of *TgKI(nr4a1:eGFP)* to identify the fusion Nr4a1:eGPF protein (88kD). (E-H) Expression of Nr4a1, as revealed by GFP antibody staining, in 2 and 7 dpci hearts. (I) IB4 staining to localize Nr4a1 expression in macrophages within 7 dpci hearts. (J) Anti-Mpx antibody staining to localize Nr4a1 expression in neutrophils within 2 dpci hearts. *P*-values<0.05 were considered statistically significant (two-tailed unpaired *t*-test). Scale bars: 60 µm.

### Loss of *nr4a1* function impaired zebrafish heart regeneration

To elucidate the potential role of Nr4a1 in heart regeneration, we generated *nr4a1* mutant using the CRISPR/Cas9 system. We generated a mutant allele containing a one base pair insertion (*nc40*) in the second exon of the *nr4a1* gene (Fig. 2A). This mutation results in a premature stop codon, predicted to truncate the protein upstream of the DNA- and ligand-binding domains (Fig. 2A). Nevertheless, *nr4a1* mutant fish survived to adulthood without overt developmental and growth defects. We then performed cryoinjury and evaluated cardiac regeneration of the injured control and mutant hearts using acid fuchsin orange-G (AFOG) staining (Fig. 2B). Remarkably, the mutant fish displayed compromised heart regeneration with a significant increase in the wounded area compared to the control fish (Fig. 2D), suggesting that loss of *nr4a1* function adversely affected the ability of the heart to repair the damaged myocardium. Furthermore, PCNA labeling revealed that the mutant hearts exhibited a significantly reduced number of Nkx2.5^+^ proliferating CMs compared to control hearts at 7 dpi (Fig. 2C,E) (de Sena-Tomás et al., 2022; Dong et al., 2024). At 30 and 60 dpci, the *nr4a1* mutants exhibited more significant gaps in the myocardial wall, indicative of impaired regeneration (Fig. 2F-I). These observations indicate that CM proliferation after cardiac injury is impaired in mutant hearts.

**Fig. 2.**
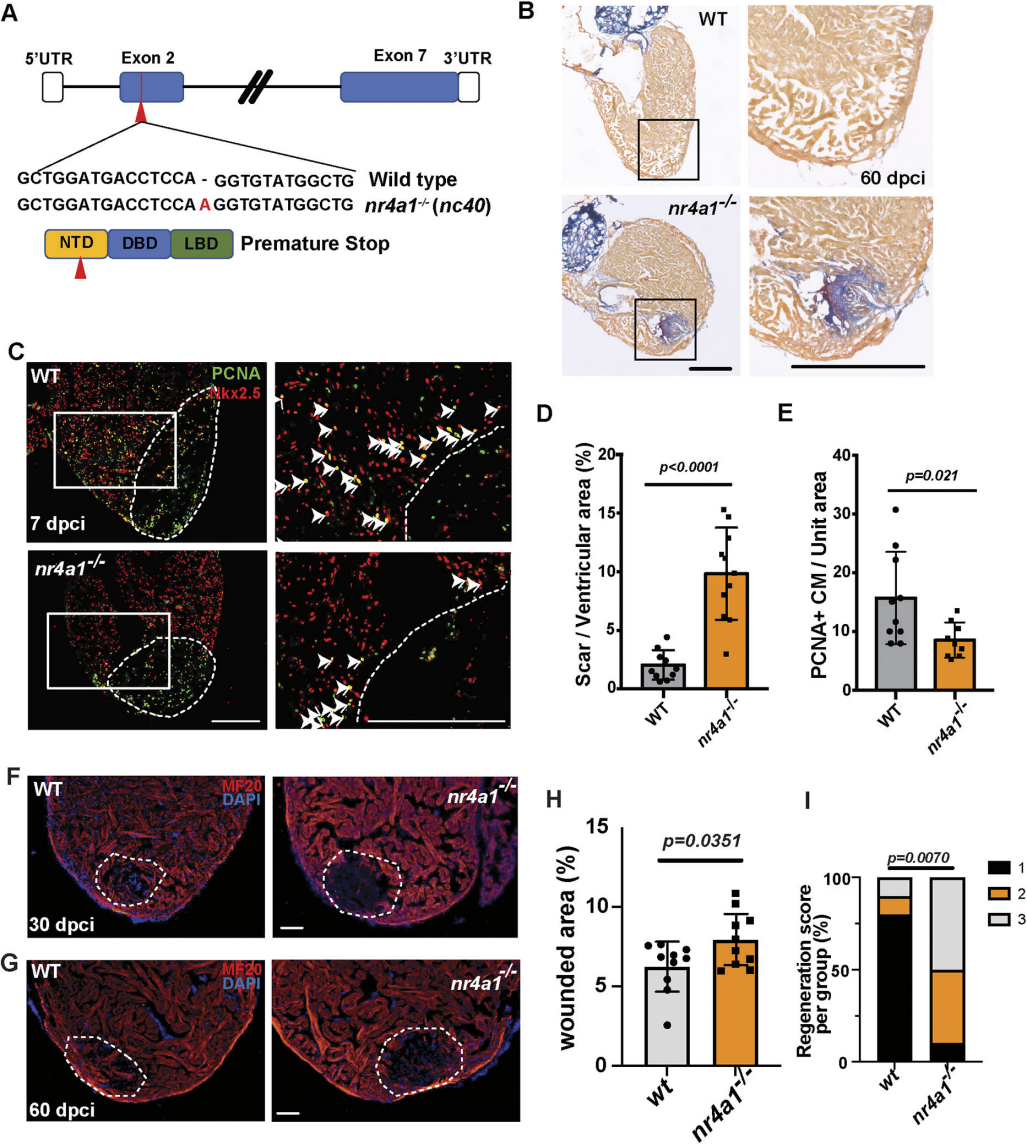
**Impaired cardiac regeneration in *nr4a1* mutants.** (A) Diagram depicting the generation of *nr4a1* mutants, illustrating the mutations at both the genome and protein levels. (B) AFOG staining performed on wild-type (WT) and *nr4a1* mutant samples at 60 dpci. Boxed regions show the position of magnified images on the right. (C) PCNA/Nkx2.5 double immunostaining to detect proliferating cardiomyocytes at 7 dpci on WT and *nr4a1* mutant cardiac sections. Arrowheads indicate the proliferating cardiomyocytes. Boxed regions show the approximate positions for quantification. (D) Quantification of scar area based on AFOG staining. (E) Quantification of colocalization between PCNA and Nkx2.5 per unit area for both WT and *nr4a1* mutant samples. (F,H) Section images of WT or *nr4a1* mutant ventricles at 30 dpci assessed for muscle recovery (F) and quantification of injured area (H). (G,I) Myocardial regeneration was measured at 60 dpci in WT and *nr4a1* mutants, respectively. Ten individual samples in each group were examined. Myocardial regeneration is categorized as follows: 1, complete regeneration of a new myocardial wall; 2, partial regeneration; and 3, a strong block in regeneration. Dashed lines (C,F,G) show the wounded area. *P*-values<0.05 were considered statistically significant (two-tailed unpaired *t*-test, D,E,H; Chi-squared test, I). Points in D, E and H show the individual samples. Data are mean±s.e.m. Scale bars: 275 µm (B); 250 µm (C); 100 µm (F,G).

### Neutrophil migration and activity were disrupted in the *nr4a1* mutant

Given the prominent expression of Nr4a1 in neutrophils, we used the *Tg(lyz:eGFP)* transgenic line to monitor the infiltration and resolution of neutrophils following cardiac injury. In the injured control hearts, a substantial accumulation of neutrophils at the wounded area was evident at 6 h post-cryoinjury (hpci) (Fig. 3A,B,G). At 1 dpci, we observed a decrease in the number of neutrophils (Fig. 3C,G) at the injury area, followed by a slight increase at 2 dpci (Fig. 3D,G). As the inflammation subsided, a significant reduction in neutrophil number was observed at 7 and 14 dpci (Fig. 3E-G). Next, we examined neutrophil infiltration and resolution in the *nr4a1* mutant hearts (Fig. 3A-D). In contrast to the control hearts, we observed fewer neutrophils at the injury site of the *nr4a1* mutant hearts at 6 hpci and 2 dpci (Fig. 3H,I), suggesting that neutrophil accumulation at the injury area was compromised in the absence of *nr4a1* (Fig. 3J). Despite the reduced number of neutrophils in the early stage, a significantly higher number of neutrophils persisted around the wounded area in the mutant heart during the later stages (Fig. 3E-G). This finding was further confirmed using *Tg(lyz:eGFP)* transgenic line and Mpx antibody staining on the heart sections (Figs S2 and S3). These results indicate that *nr4a1* expression is crucial for both neutrophil infiltration and clearance, impairments that may lead to sustained tissue damage.

**Fig. 3.**
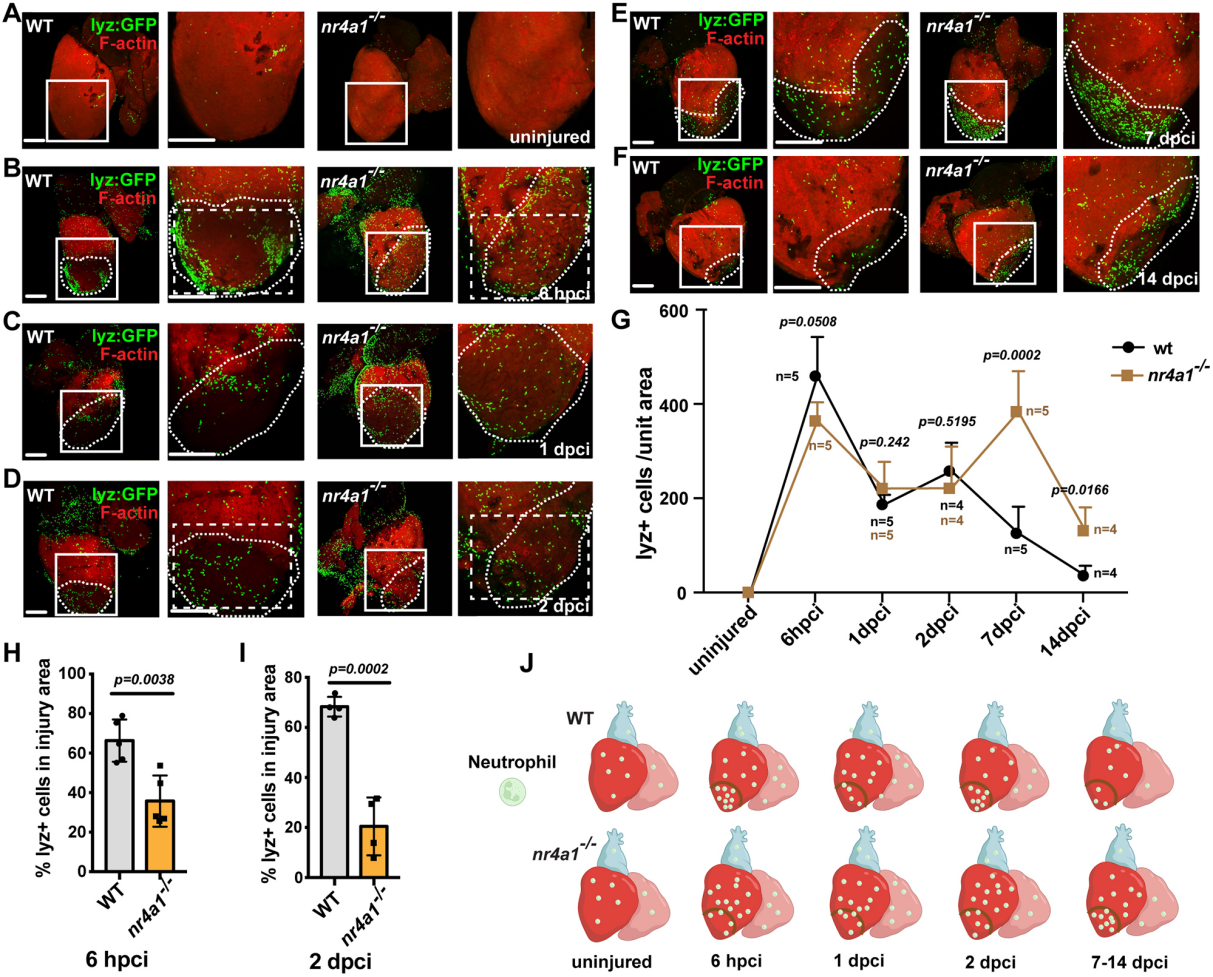
**Defective neutrophil migration in *nr4a1* mutant.** (A-F) Left: distribution of neutrophils in uninjured wild-type (WT) hearts and WT hearts at 6 hpci and 1, 2,7, and 14 dpci. Right: distribution of neutrophils in uninjured *nr4a1* mutant hearts and *nr4a1* mutant hearts at 6 hpci and 1, 2,7, and 14 dpci. Boxed regions show the approximate positions for cell number quantification, and position of magnified images. Dashed box regions show the approximate positions of neutrophils around the wounded area. (G) Temporal dynamics of neutrophil number across multiple time points. Individual sample numbers (*n*) are indicated on the plot. (H,I) Percentage of neutrophil numbers in the wounded area per unit square area. (J) Schematic depicting the temporal dynamics of neutrophil number during heart regeneration. Created in BioRender by Feng, D., 2025. https://BioRender.com/vyhyvzk. This figure was sublicensed under CC-BY 4.0 terms. *P*-values<0.05 were considered statistically significant (two-tailed unpaired *t*-test, G). Data are mean±s.e.m. Scale bars: 275 µm.

### The *nr4a1* mutant exhibited an increased and widespread accumulation of inflammatory macrophages

We next evaluated the effect of *nr4a1* loss on macrophage behavior following cardiac injury. Using *TgBAC(tnfa:eGFP)* transgenic line, alone or in combination with IB4 staining, we examined the distribution of inflammatory macrophages in both control and mutant hearts at different stages. A substantial accumulation of inflammatory macrophages was observed at the injury area of the control hearts at 7 dpci (Fig. 4A,B; Fig. S4A,B). Notably, the *nr4a1* mutant exhibited a higher accumulation of inflammatory macrophages in the wounded area compared to the control (Fig. 4B,D; Fig. S4A,B). At 14dpci, while the overall macrophage number decreased in the control heart, we observed a persistent presence of inflammatory macrophages in the wound area of the *nr4a1* mutant (Fig. 4C,E). A similar observation was obtained on cardiac sections (Fig. S4C-E). Consistent with increased and persistent accumulation of proinflammatory macrophages in the mutant hearts, we found significantly higher expression levels of the inflammatory-related genes *tnfa and acod1* across all post-cardiac injury stages in the *nr4a1* mutant heart than in the control hearts (Fig. 4F-H). Concurrent RNAscope *in situ* hybridization for *tnfa* and immunostaining for GFP on 7 dpci cardiac sections, followed by quantification of *tnfa* mRNA signals normalized to *tnfa:eGFP*^+^ cells, further revealed a significant increase in *tnfa* mRNA levels at the injury area in *nr4a1* mutant hearts when compared to controls (Fig. S5). Additionally, using the *Tg(mpeg1:eGFP)* transgenic line that labels all macrophages, we also observed an increased number of macrophages in the mutant hearts at 7 and 14 dpci (Figs S6 and S7). Taken together, these findings strongly suggest that *nr4a1* deficiency leads to a heightened inflammatory response following injury, which may contribute to the compromised cardiac regeneration observed in the mutant hearts (Fig. 4I).

**Fig. 4.**
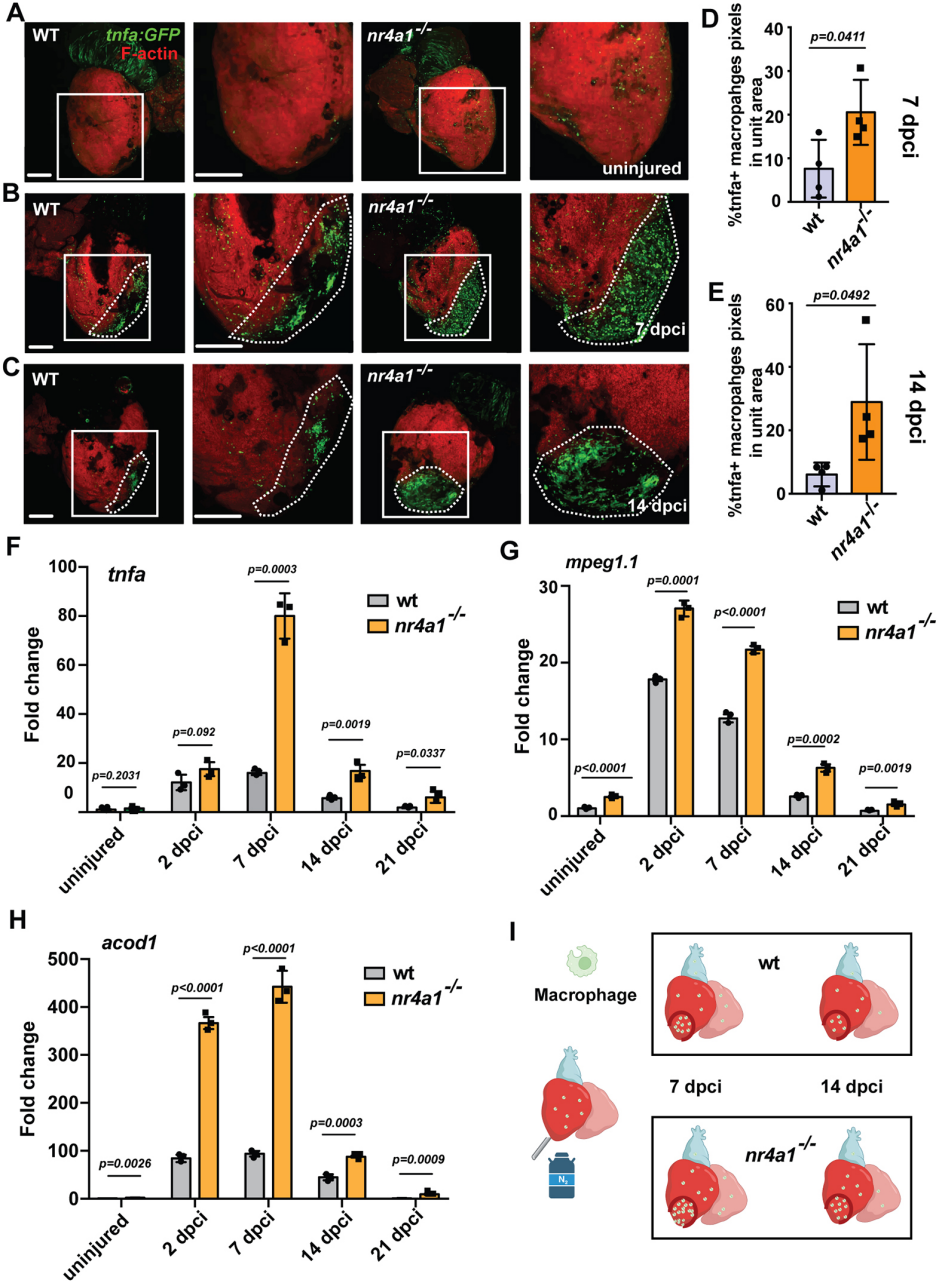
**Abnormal accumulation of inflammatory macrophages in *nr4a1* mutant.** (A-C) Left: distribution of inflammatory macrophages in uninjured wild-type (WT) hearts and WT hearts at 7 and 14 dpci. Right: distribution of inflammatory macrophages in uninjured *nr4a1* mutant hearts and *nr4a1* mutant hearts at 7 and 14 dpci. Boxed regions in A-C show the approximate positions for quantification, and position of magnified images. Dashed lines show the wounded area. (D,E) Quantification of inflammatory macrophages in the unit area at 7 and 14 dpci. (F-H) qPCR results of inflammation-related genes *tnfa*, *mpeg1.1* and *acod1*. All fold changes are calculated relative to the uninjured WT group in each panel. (I) Schematic showing inflammatory macrophage distribution in WT and *nr4a1* mutant. Created in BioRender by Feng, D., 2025. https://BioRender.com/ynn17bt. This figure was sublicensed under CC-BY 4.0 terms. *P*-values<0.05 were considered statistically significant (two-tailed unpaired *t*-test, D,E; two-way ANOVA with Sidak test for multiple comparison correction and two-tailed unpaired *t*-test, F-H). Points in D and E show the individual samples. Data are mean±s.e.m. Scale bars: 275 µm.

### The *nr4a1* mutant displayed chronic and unresolved fibrosis

In adult zebrafish, cardiac regeneration involves a transient phase of fibrosis that gradually resolves as regeneration progresses (Sánchez-Iranzo et al., 2018; Ryan et al., 2020; Sanz-Morejón and Mercader, 2020). The extracellular proteins in the fibrotic tissue, such as collagens and periostin, are secreted by fibroblasts derived from *Tg(tcf21:nucGFP)*^+^ cells localized at the wound site. We thus examined the distribution of *Tg(tcf21:nucGFP)*^+^ cells between control and mutant hearts after cardiac injury. The uninjured and injured control hearts showed a similar distribution of *Tg(tcf21:nucGFP)*^+^ cells at 7 dpci (Fig. 5A) apart from minor accumulation of *Tg(tcf21:nucGFP)*^+^ cells at the wounded area in injured control hearts (Fig. S8A). In contrast, a substantial increase in *Tg(tcf21:nucGFP)*^+^ cells was observed around the wound area in *nr4a1* mutant hearts by 7 dpci (Fig. S8A,B). At 14 dpci, both control and mutant hearts exhibited substantial accumulation of *Tg(tcf21:nucGFP)*^+^ cells in the wounded regions (Fig. S8C,D). By 21 and 30 dpci, however, the mutant hearts displayed a significantly higher accumulation of *Tg(tcf21:nucGFP)*^+^ cells in the wounded regions compared to control hearts, which may correlate with compromised myocardial regeneration at the late stage due to the impaired clearance of fibroblasts (Fig. 5B-E). Immunostaining using an anti-Collagen 1 antibody revealed persistent collagen deposition in the mutant hearts up to 30 dpci, the final time point examined (Fig. 5F-I; Fig. S9A-D). In line with the formation of a permanent scar at 60 dpci, *nr4a1* mutants displayed substantial accumulated α-SMA^+^ myofibroblasts (Fig. 5J-M). To gain molecular insights into the dysregulated fibrotic program in *nr4a1* mutants, we then performed quantitative PCR analysis for epicardial cell marker *tcf21*, pro-regenerative ECM genes *postnb* and *fn1a*, and pro-fibrotic genes *egr1* and *loxa* (Allanki et al., 2021). Surprisingly, both pro-regenerative and pro-fibrotic ECM genes showed marked and sustained upregulation in the mutant hearts compared to the control (Fig. S10). To corroborate these findings, *in situ* hybridization for *postnb* at 21 dpci showed significantly elevated signals in mutant hearts compared to control (Fig. S9E,F). Collectively, our data indicated that *nr4a1* mutant hearts exhibit increased fibrotic accumulation, which is associated with compromised myocardial regeneration (Fig. 5N).

**Fig. 5.**
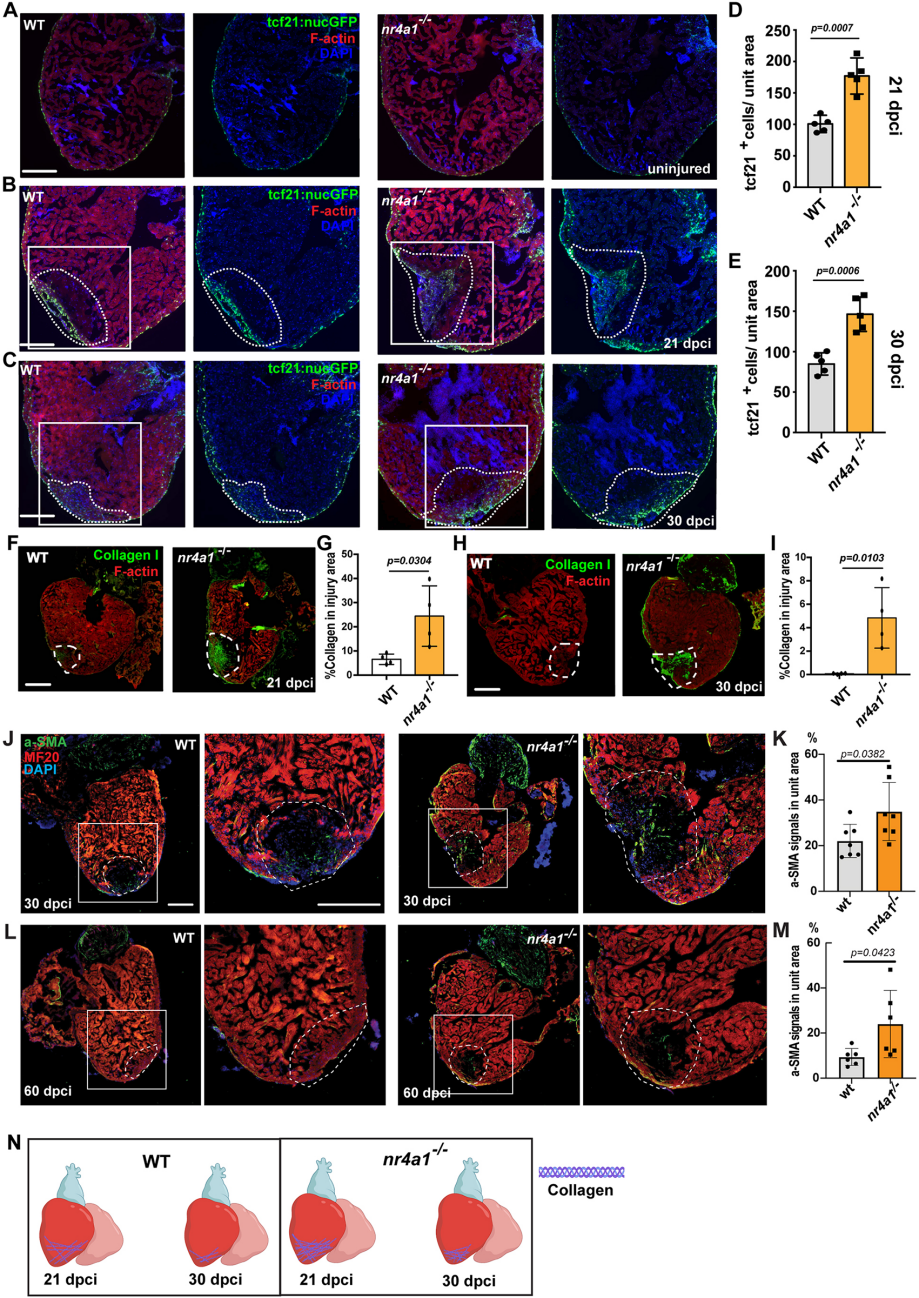
**Persistent fibrosis in *nr4a1* mutant after cardiac injury.** (A-C) Left: distribution of fibroblasts on cardiac sections of uninjured wild-type (WT) hearts or WT hearts at 21 and 30 dpci. Right: distribution of fibroblasts on cardiac sections of uninjured *nr4a1* mutant hearts or *nr4a1* mutant hearts at 21 and 30 dpci. (D,E) Quantification of fibroblasts per unit area for WT and *nr4a1* mutant hearts at 21 and 30 dpci. (F,H) Collagen deposition, as revealed by collagen I antibody staining, in WT and *nr4a1* mutant at 21 dpci and 30 dpci, respectively. (G,I) Quantification of collagen deposition in the wounded area of WT and *nr4a1* mutant hearts at 21 dpci and 30 dpci, respectively. (J,L) α-SMA immunostaining at 30 dpci and 60 dpci injured hearts, respectively. Left: WT group; Right: *nr4a1* mutant group. (K,M) Quantification of α-SMA signal in the wounded area at 30 dpci and 60 dpci, respectively. (N) Schematic showing persistent fibrosis in *nr4a1* mutant. Dashed lines show the wounded area. Boxed regions show the approximate positions for quantification, and position of magnified images. Created in BioRender by Feng, D., 2025. https://BioRender.com/ok17j9e. This figure was sublicensed under CC-BY 4.0 terms. *P*-values<0.05 were considered statistically significant (two-way ANOVA with Sidak test for multiple comparison correction and two-tailed unpaired *t*-test). Points in D, E, G, I, K and M show the individual samples. Data are mean±s.e.m. Scale bars: 275 µm.

### Transcriptome analysis revealed molecular changes associated with elevated inflammation, fibrosis and apoptosis in the *nr4a1* mutant

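Bulk RNA-seq libraries from heart ventricles covered nr4a1 mutants and wild-type controls before injury (0 dpci) and at 2, 7 and 21 days post-cryoinjury (dpci), with 2 samples in each of the 8 conditions and 16 samples in all. The mutants carry the nc40 allele, an insertion in the second exon that creates a premature stop codon. Novogene made the libraries and sequenced them on an Illumina platform. The authors aligned the reads with STAR, counted reads per gene with featureCounts, and deposited the raw counts by gene symbol, without normalization. The paper's text names neither the genome build, the strand setting nor the number of ventricles in a sample. Between 14333475 and 27668498 reads per sample were counted on genes. The median was 19144221 reads over the mutant samples (14333475 to 23618958) and 20750355.5 reads over the wild-type samples (15765709 to 27668498). Of the 31351 genes listed, 3781 had 0 counts in every sample, and the 18949 genes with at least 10 counts in at least 2 samples were tested. Counts were scaled with TMM factors in edgeR and are given as CPM, edgeR's counts scaled by library size, as the mean ± SD of the samples of a condition. One model of the conditions was fitted to all samples with edgeR's quasi-likelihood method, and p-values were adjusted across genes by the Benjamini-Hochberg method. Log2 fold changes are mutant over wild type unless another comparison is named. Reads of nr4a1 itself were counted in every mutant sample. Its counts were 1193 and 1128 in mutants against 470 and 513 in wild type at 0 dpci, 1445 and 1662 against 1622 and 1684 at 2 dpci, 2597 and 2140 against 3581 and 5222 at 7 dpci, and 3313 and 3389 against 2634 and 2334 at 21 dpci. Expression of nr4a1 at 0 dpci was 55.8 ± 1.19 CPM (SD, n = 2) in mutants and 20.7 ± 1.79 CPM (SD, n = 2) in wild type, a log2 fold change of 1.43 (standard error 0.0606, edgeR adjusted p = 7.34e-33). At 2 dpci the genotypes were not distinguishable (log2 fold change −0.043, edgeR adjusted p = 0.545). At 7 dpci the mutant level was lower, with a log2 fold change of −0.68 (standard error 0.0436, edgeR adjusted p = 2.01e-22), and at 21 dpci it was higher by 0.27 (standard error 0.044, edgeR adjusted p = 4.92e-07). Counts per gene do not separate the mutant from the wild-type allele, so these values do not check the genotype of a sample.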

To elucidate the molecular basis of the phenotypes observed in the *nr4a1* mutant, we performed transcriptome-wide bulk RNA-seq on the ventricles from both control and mutant hearts at several key time points (Fig. S11A). Baseline transcriptomic profiles were established from uninjured hearts to compare the cardiac transcriptomics of the wild-type control and *nr4a1* mutant. Given the crucial involvement of inflammation in heart regeneration, samples were also collected at 2 and 7 dpci, corresponding to stages marked by an active inflammatory response. Moreover, to elucidate the prolonged fibrosis phenotype in the late injury stage, we performed transcriptomic analysis on hearts collected at 21 dpci. 

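Distances between samples were computed on log2 CPM with a prior count of 2 over all tested genes. The Euclidean distance between the samples of a condition lay between 51.1 and 57.2, and the distance between samples of different conditions lay between 87.9 and 166. Between a mutant and a wild-type sample of the same time point, the distance was 99.4 to 101 at 0 dpci, 89.1 to 90.5 at 2 dpci, 87.9 to 91.3 at 7 dpci and 90.9 to 93.3 at 21 dpci. The samples of each condition differed by more than the sampling noise of their counts. Over genes with at least 10 counts in the pair, the chi-square per degree of freedom was 1.61 at the lowest, in wild type at 21 dpci, and 2.58 at the highest, in wild type at 7 dpci, where sampling noise alone gives a value near 1. Over genes with at least 100 counts in the pair it ranged from 1.64 to 2.86. The biological coefficient of variation of a pair was between 2.1% and 4.79%. Whether the samples of a condition came from separate fish or from a shared pool could not be told. If they shared a pool, the p-values and counts of genes given here do not measure the spread between fish.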

Principal component analysis (PCA) demonstrated that biological replicates grouped closely together, indicating strong reproducibility within each experimental condition (Fig. 6A). Moreover, samples from different time points were clearly separated on the PCA plot, reflecting the distinct gene expression profiles associated with the various stages of cardiac injury (Fig. 6A). 

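Of the variance of principal component 1 over the samples, 97.6% lay between the time points and 1.89% between the genotypes. In wild-type ventricles, 4338 genes rose and 3603 fell from 0 to 2 dpci (edgeR adjusted p under 0.05 and absolute log2 fold change over 0.5), which is 41.9% of the genes tested. From 2 to 7 dpci, 2344 rose and 2084 fell, and from 7 to 21 dpci, 3140 rose and 3880 fell. At 21 dpci, 2543 genes were higher and 1894 lower than before injury. Clock genes changed in wild type too, with nr1d1 higher by 4.586 on the log2 scale at 21 than at 7 dpci (edgeR adjusted p = 3.33e-50). The counts therefore do not separate injury from the hour of collection, which the paper's text does not give.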

The first two principal components captured the primary variance related to temporal changes in gene expression following injury and between wild-type and mutant samples (Fig. 6A).

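Over all tested genes, principal component 1 held 45.7% of the variance, principal component 2 held 12.6% and principal component 3 held 10.4%. On principal component 2, 87.3% of the variance lay between the genotypes and 5.77% between the time points. The shares depended on the genes and the transformation. On the 500 genes with the largest variance after the variance-stabilizing transformation of DESeq2, the first component held 72.4% and the next 10.1%.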

**Fig. 6.**
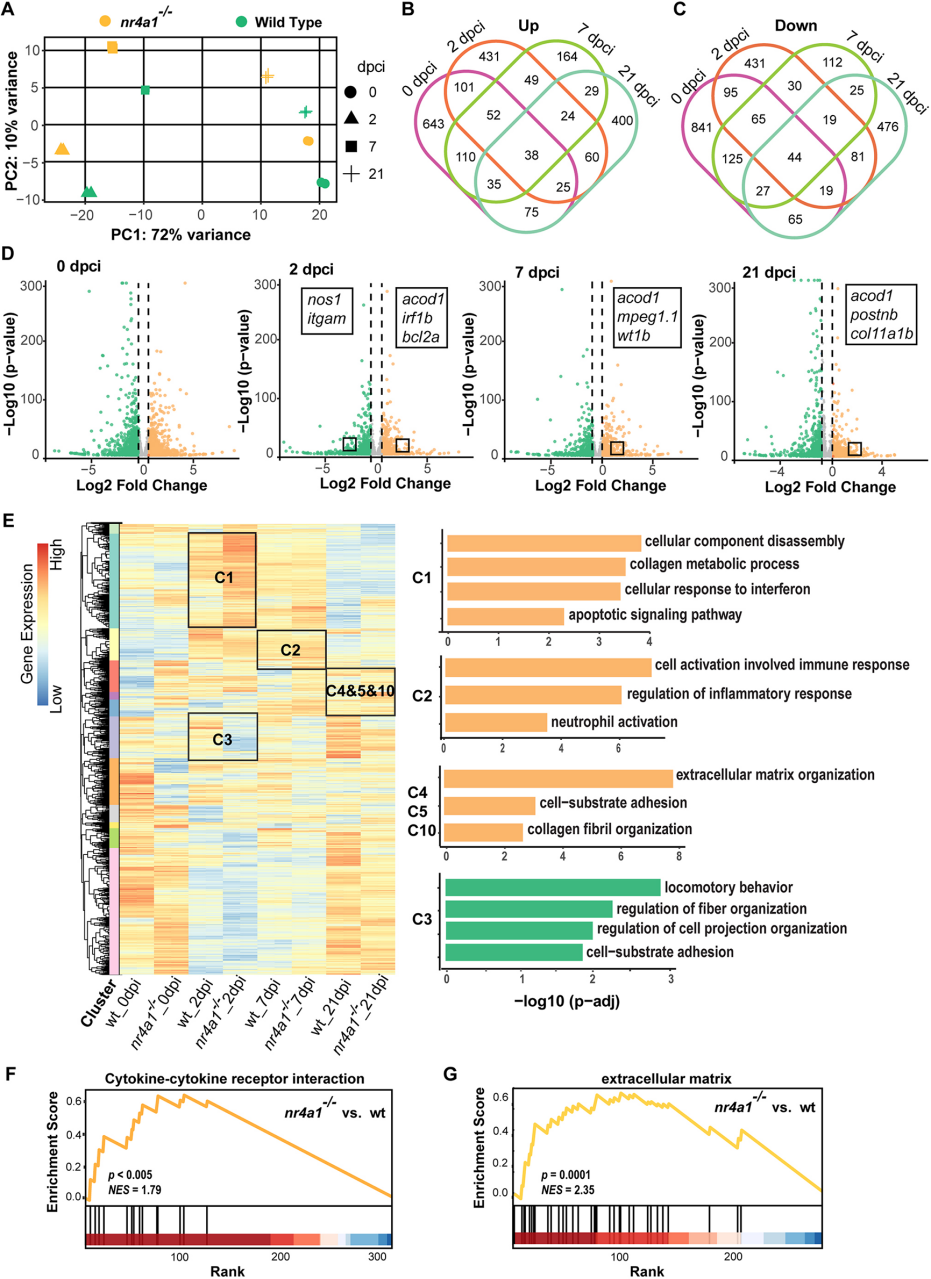
**Upregulation of inflammation-, fibrosis- and apoptosis-related genes in *nr4a1* mutant revealed by transcriptomic analysis.** (A) Principal component analysis (PCA) plots represent the gene expression in hearts at different time points. (B,C) Venn diagrams of the upregulated (B) or downregulated (C) differentially expressed genes (DEGs) between control and mutant hearts from different stages after cryoinjury. (D) Volcano plots showing the DEGs at different stages after injury. Some representative genes are marked. Orange dots: upregulated DEGs in *nr4a1* mutant; green dots: downregulated DEGs in *nr4a1* mutant; log2 fold change ≥0.5; adjusted *P*-value<0.05. Color intensity represents the density of points in the volcano plot. (E) Hierarchical clustering heatmap of the comparatively DEGs in control and *nr4a1* mutant hearts. A total of 12 clusters were generated, and cluster-enriched genes involved in their predicted GO biological processes were listed in the right panels. (F) Gene set enrichment analysis (GSEA) plots of DEGs encoding cytokine-cytokine receptor interaction linked with ablation of *nr4a1* at 21 dpci. (G) GSEA plots of DEGs encoding ECM linked with deletion of *nr4a1*. The barcode plot indicates the positions of genes ranked by relevance, with red and blue colors denoting upregulation or downregulation, respectively, in the mutant fish hearts.

To identify significant changes in gene expression resulting from the loss of Nr4a1 function, we performed differential expression analysis between control and mutant samples at the same post-cardiac-injury stage. 

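In the fit over all samples, the common biological coefficient of variation was 3.42%. Over the genes with at least 10 counts in every sample, the median log2 fold change was 0.0078 at 0 dpci and 0.022 at 2 dpci. It was −0.0037 at 7 dpci and 0.0044 at 21 dpci. At an edgeR adjusted p under 0.05 with no requirement on the fold change, 4243 genes were higher and 3937 lower in mutants at 0 dpci, 3697 higher and 3049 lower at 2 dpci, 2642 higher and 2443 lower at 7 dpci, and 2923 higher and 3319 lower at 21 dpci.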

A log2 fold change greater than 0.5 and adjusted *P*-value less than 0.05 were used to define differentially expressed genes (DEGs). 

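At 0 dpci, 2250 genes were higher and 2232 lower in mutants than in wild type, together 23.7% of the genes tested. With the threshold on the fold change placed inside the test (edgeR's glmTreat), the counts were 1133 and 1110. The genes named here and for the later time points have the largest fold changes among DEGs whose samples did not overlap between genotypes and that reached 10 CPM in 1 genotype. Of the higher genes, 2 known only by names from one genomic clone had the largest changes. One of them was at 49.1 ± 0.999 CPM (SD, n = 2) in mutants and had 3 counts in each wild-type sample, so it was at least 377-fold higher. The other had a log2 fold change of 4.90 (standard error 0.218, edgeR adjusted p = 1.29e-31), and the counts do not show whether the 2 genes share reads. Next, the Na+/K+ ATPase subunit gene atp1a3a was at 35.4 ± 1.19 CPM in mutants and 1.79 ± 0.0454 CPM in wild type (log2 fold change 4.30, standard error 0.131, edgeR adjusted p = 1.38e-41). Among the lower genes, nfil3-5 was at 2.675 ± 0.763 CPM in mutants and 113 ± 1.19 CPM in wild type (log2 fold change −5.40, standard error 0.0961, edgeR adjusted p = 3.96e-56), and with each sample left out in turn the value stayed between −5.72 and −5.13. The cyclin gene ccnf had a log2 fold change of −5.15 (standard error 0.244) and the ATPase subunit gene atp1b1b one of −4.30 (standard error 0.111).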

When comparing *nr4a1* mutant samples to controls, we identified 1079 upregulated and 1279 downregulated DEGs in the uninjured mutant ventricles (Fig. 6B-D), respectively. 

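At 2 dpci, 1582 genes were higher and 1610 lower in mutants, 16.8% of the genes tested. The gene si:dkey-7i4.24 was at 20.6 ± 2.08 CPM (SD, n = 2) in mutants and 1.83 ± 0.551 CPM (SD, n = 2) in wild type (log2 fold change 3.49, standard error 0.186, edgeR adjusted p = 2.49e-26). The galectin gene lgals2b had a log2 fold change of 3.42 (standard error 0.274), which ranged from 3.01 to 4.00 with each sample left out in turn, and CR762483.1 one of 2.85 (standard error 0.234). On the lower side, myrfl had 3 and 0 counts in the mutant samples against 554 and 575 in wild type and was at least 167-fold lower. The cytochrome P450 gene cyp2ad2 had 1 count in each mutant sample against 251 and 254 in wild type and was at least 74.7-fold lower. The log2 fold change of hhatlb was −5.16 (standard error 0.193, edgeR adjusted p = 1.72e-35).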

At 2 dpci, there were 780 upregulated and 782 downregulated DEGs in the mutant group (Fig. 6B-D). 

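The comparison at 7 dpci gave 1332 higher and 1125 lower genes, 13% of the genes tested. The largest positive log2 fold changes were those of the clock genes per1a, at 4.35 (standard error 0.173, edgeR adjusted p = 5.59e-34), and nr1d1, at 3.205 (standard error 0.118, edgeR adjusted p = 6.88e-36), and of si:dkey-18a10.3, at 3.92 (standard error 0.215). The last value ranged from 3.47 to 5.01 with each sample left out in turn, and the wild-type samples of si:dkey-18a10.3 had 7 and 29 counts. On the lower side, atp1b1b was at 0.824 ± 0.00114 CPM (SD, n = 2) in mutants against 52.8 ± 0.33 CPM (SD, n = 2) in wild type, a log2 fold change of −5.99 (standard error 0.147, edgeR adjusted p = 1.01e-46). The values of asb15b and itga10 were −4.69 (standard error 0.174) and −4.25 (standard error 0.269).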

At 7 dpci, 501 upregulated and 445 downregulated DEGs were observed in the mutants (Fig. 6B-D). 

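The comparison at 21 dpci gave 1798 higher and 1294 lower genes in mutants, 16.3% of the genes tested. The largest positive log2 fold changes were 2.86 for CABZ01073795.1 (standard error 0.107), 2.84 for si:dkey-240n22.6 (standard error 0.126) and 2.80 for a gene known only by a clone name (standard error 0.181, edgeR adjusted p = 3.02e-22). Among the lower genes, myrfl had 2 and 3 counts in the mutant samples against 441 in each wild-type sample, at least 153-fold lower. The log2 fold change of cyp2ad2 was −5.83 (standard error 0.235, edgeR adjusted p = 6.96e-34) and ranged from −6.56 to −5.35 with each sample left out in turn, with 12 and 5 counts in mutants. The major histocompatibility gene mhc1uba had a log2 fold change of −5.32 (standard error 0.294, edgeR adjusted p = 5.6e-26).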

At 21 dpci, we identified 686 upregulated and 754 downregulated DEGs in the mutants (Fig. 6B-D). Surprisingly, we observed more injury response-specific DEGs at 2 dpci and 21 dpci than at 7 dpci (Fig. 6B,C), suggesting dramatic alterations in the mutant hearts occurring at acute and late stages. 

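Genes higher at only 1 of the 4 time points numbered 731 at 2 dpci, 404 at 7 dpci and 908 at 21 dpci. Genes lower at only 1 of them numbered 825, 321 and 689. Together these are 1556, 725 and 1597 genes. At 0 dpci alone, 1109 genes were higher and 1341 lower. Each direction was counted by itself, so a gene called the other way at another time point is included. Of the DEGs at 2, 7 and 21 dpci, 323, 114 and 421 were called in the opposite direction at 0 dpci. A gene can miss a threshold at another time point by a small margin, so the change of the genotype difference from 0 dpci was tested itself. Of the genes called in their direction at 1 injured time point only, some also had an edgeR adjusted p under 0.05 for this interaction. They numbered 1016 at 2 dpci, 277 at 7 dpci and 1107 at 21 dpci, and can include genes called the other way at 0 dpci. Over all tested genes, the interaction passed 0.05 for 6436 genes at 2 dpci, 4468 at 7 dpci and 6768 at 21 dpci. Of the 3192 DEGs at 2 dpci, 30.3% were already DEGs in the same direction at 0 dpci, against 50.4% of the 2457 DEGs at 7 dpci and 28.5% of the 3092 DEGs at 21 dpci. At all 4 time points, 132 genes were higher and 117 lower, where independent calls would give 1.25 and 0.769 genes.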

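Expression of acod1 was 7.07 ± 0.197 CPM (SD, n = 2) in mutants and 2.71 ± 0.0962 CPM (SD, n = 2) in wild type at 0 dpci, 19.6 ± 2.24 against 5.93 ± 1.55 CPM at 2 dpci, 21.9 ± 0.605 against 5.97 ± 0.233 CPM at 7 dpci, and 7.82 ± 1.25 against 1.95 ± 0.226 CPM at 21 dpci. The log2 fold changes were 1.38, 1.72, 1.87 and 1.99, with standard errors of 0.176, 0.141, 0.138 and 0.199, and the largest edgeR adjusted p was 4.63e-10. The genotype difference of acod1 at 2, 7 and 21 dpci was not distinguishable from that at 0 dpci (edgeR adjusted p of the interaction = 0.268, 0.122 and 0.0808). Expression of postnb was lower in mutants before injury, at 21.95 ± 3.39 against 52.3 ± 4.58 CPM (log2 fold change −1.25, standard error 0.0624, edgeR adjusted p = 9.43e-29), and at 2 dpci (log2 fold change −0.53, standard error 0.0514, edgeR adjusted p = 3.59e-14). At 7 dpci it was 920 ± 10.9 CPM in mutants and 782 ± 4.55 CPM in wild type, and the log2 fold change of 0.23 (edgeR adjusted p = 6.06e-07) was under the threshold of 0.5. At 21 dpci it was 348 ± 10.7 CPM in mutants and 156 ± 1.84 CPM in wild type, a log2 fold change of 1.16 (standard error 0.0423, edgeR adjusted p = 2.1e-36). In wild type, postnb changed by 3.12 from 2 to 7 dpci on the log2 scale and by −2.33 from 7 to 21 dpci.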

Of note, we found that inflammation-related *acod1* remains increased after injury, and expression of matricellular gene *postnb* persists at 21 dpci in the non-regenerative mutant hearts (Fig. 6D). Subsequently, we performed hierarchical clustering of all DEGs based on their expression dynamics corresponding to time points and samples (Fig. 6E; Fig. S11B). 

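Across the comparisons of genotypes, 8225 genes were DEGs at 1 or more time points. Of these, 966 were higher in mutants at 1 time point and lower at another, each past both thresholds. The clusters of the heatmap were not analysed here.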

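Processes were examined with gene lists chosen before testing, since GO sets were not used here. Each list was tested with camera, which asks whether the log2 fold changes of a list differ from those of the other genes, with an inter-gene correlation of 0.01. The p-values were adjusted over the 275 pairs of 25 lists and 11 comparisons. Of the 100 pairs that compare genotypes at a time point, 58 had an adjusted p under 0.05. Of these, 56 held in the same direction under fry, a test of the list against no change, and 35 held with the correlation estimated per list. For the 81 cytosolic ribosomal protein genes, the median log2 fold change at 0 dpci was 0.014 (camera adjusted p = 0.968). Of them, 49 lay above 0 and 0 were DEGs, the same number when adjusted over the list alone. For 111 genes of the respiratory chain, the median was 0.042 (camera adjusted p = 0.339) and 70 lay above 0. Of these genes, 3 were higher and 0 lower as DEGs, the same numbers when adjusted over the list alone. Neither list was distinguishable from the other genes at 0 dpci.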

Before injury, the Gene Ontology (GO) terms associated with the upregulated genes in the mutants are related to the regulation of translation and cellular respiration. In contrast, those associated with downregulated genes are mostly involved in multiple metabolic processes. 

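A list of 53 metabolic enzyme genes had a median log2 fold change of −0.051 in mutants at 0 dpci (camera adjusted p = 0.0681), with 20 genes above 0. As DEGs, 1 was higher and 4 were lower, the same numbers when adjusted over the list alone. The call depended on the test, since fry gave an adjusted p of 4.82e-05 and camera with the estimated correlation one of 0.272. After injury the median of the list was −0.28 at 2 dpci (camera adjusted p = 5.59e-14), −0.14 at 7 dpci (camera adjusted p = 8.15e-05) and −0.35 at 21 dpci (camera adjusted p = 1.15e-15).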

In response to cardiac injury, a significant number of genes associated with lysosome organization, cell cycle activity and immune response were upregulated in 2 dpci control hearts (Fig. S11B, cluster 3 and cluster 2). 

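In wild-type ventricles, the list of 40 lysosome genes had a median log2 fold change of 1.53 from 0 to 2 dpci (camera adjusted p = 7.36e-15), and 32 of the genes rose and 2 fell past both thresholds. The list of 33 cell cycle genes had a median of 3.63 (camera adjusted p = 6.79e-15), with 32 genes up and 0 down. The list of 31 inflammatory response genes had a median of 1.49 (camera adjusted p = 2.19e-08), with 25 genes up and 1 down. The counts of these lists were the same when adjusted over the list alone. Markers of macrophages, 15 genes, had a median of 2.17 (camera adjusted p = 3.85e-07) and markers of neutrophils, 11 genes, one of 2.12 (camera adjusted p = 3.19e-05).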

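Between mutant and wild-type ventricles at 2 dpci, the 27 interferon response genes had a median log2 fold change of 0.42 (camera adjusted p = 0.00637). As DEGs, 10 were higher and 2 lower, and 11 higher and 3 lower when adjusted over the list alone. The median ranged from 0.30 to 0.51 with each sample left out in turn. A gene of this list, irf1b, was at 132 ± 5.45 CPM (SD, n = 2) in mutants and 53.7 ± 3.28 CPM (SD, n = 2) in wild type (log2 fold change 1.29, standard error 0.056, edgeR adjusted p = 8.98e-32). The 33 apoptotic signaling genes had a median of 0.23, which camera did not separate from the other genes (adjusted p = 0.0983, and 0.13 with the estimated correlation) while fry did (adjusted p = 6.42e-06). Of them, 3 were higher and 3 lower, the same numbers when adjusted over the list alone, and 20 lay above 0. The log2 fold change of bcl2a was 0.97 (standard error 0.185, edgeR adjusted p = 1.39e-05). The shift of the apoptotic list from its value at 0 dpci had a median of 0.33 (camera adjusted p = 0.00464). The shift of the interferon list had a median of 0.17 and did not pass under camera (adjusted p = 0.477, and 0.0181 under fry). Its gene irf1b was already higher in mutants at 0 dpci (log2 fold change 0.99, edgeR adjusted p = 4.02e-24). The genotype difference of irf1b grew by 0.30 from 0 to 2 dpci (edgeR adjusted p of the interaction = 0.00219). Genes of cellular component disassembly were not analysed here.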

In mutant hearts at 2 dpci, these upregulated genes were further accompanied by a pronounced enrichment of genes associated with cellular component disassembly, apoptotic signaling pathways and response to interferon (Fig. 6E, cluster 1). The enrichment of apoptotic processes in the mutants is consistent with the previously documented phagocytosis defects in macrophages and neutrophils observed in *nr4a1* mutants (Elliott and Ravichandran, 2010; Ankawa et al., 2021; Riwaldt et al., 2021). To experimentally validate this enrichment of apoptosis, we performed TUNEL staining, which revealed a significant accumulation of apoptotic cells in the injured areas of *nr4a1* mutants compared to controls (Fig. S12A,B). Notably, treatment with the immunomodulatory drug pomalidomide (Pom) reduced the number of apoptotic cells at the injury site in *nr4a1* mutants to levels comparable to those observed in wild-type controls at 7 dpci (Fig. S12A,B). To further dissect the relationship between inflammation and apoptosis in the *nr4a1* mutants, we inhibited apoptosis directly. We found that this had no significant effect on the inflammatory response in *nr4a1* mutant hearts (Fig. S12C,D). This finding suggests that excessive inflammation is responsible for the increased apoptosis observed in *nr4a1* mutants. In addition, DEGs associated with locomotory behavior, cell projection, cytoskeleton organization and cell-substrate adhesion were downregulated in the *nr4a1* mutant (Fig. 6E, cluster 3). For example, among DEGs of the ‘locomotory behavior’ ephrin type A receptor 4 (*epha4a*) and *cxcl12a* play essential roles in neutrophil infiltration and inflammatory response (Woodruff et al., 2016; Isles et al., 2019; Ryan et al., 2020), supporting our observation of disrupted neutrophil recruitment at the wound area in *nr4a1* mutants at the acute phase. 

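The list of 30 genes of locomotory behavior, cell projection and cell-substrate adhesion had a median log2 fold change of 0.065 in mutants at 2 dpci (camera adjusted p = 0.572), and 18 of the genes lay above 0. As DEGs, 2 were higher and 4 lower, the same numbers when adjusted over the list alone. At 0, 7 and 21 dpci the medians were −0.0035, 0.035 and −0.082 (camera adjusted p = 0.999, 0.414 and 0.346). Camera therefore did not separate the list from the other genes at any time point. Under fry the adjusted p was 0.124 at 2 dpci and 0.00279, 0.00784 and 5.6e-05 at 0, 7 and 21 dpci, with the direction up, up and down. Over all alternatives the adjusted p at 2 dpci ranged from 0.124 to 0.685. The gene nos1 was lower in mutants at 2 dpci, at 0.30 ± 0.0706 CPM (SD, n = 2) against 3.99 ± 0.261 CPM (SD, n = 2), with a log2 fold change of −3.72 (standard error 0.368, edgeR adjusted p = 8.51e-14), and at 21 dpci (log2 fold change −5.24, standard error 0.331, edgeR adjusted p = 7.5e-23). At 0 and 7 dpci its genotypes were not distinguishable (edgeR adjusted p = 0.597 and 0.796).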

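At 2 dpci, epha4a was at 16.6 ± 0.0895 CPM (SD, n = 2) in mutants and 16.15 ± 0.426 CPM (SD, n = 2) in wild type, a log2 fold change of 0.039 (standard error 0.0936, edgeR adjusted p = 0.791). Before injury it was higher in mutants (log2 fold change 0.69, standard error 0.0747, edgeR adjusted p = 1.32e-12), so that its genotype difference changed by −0.66 from 0 to 2 dpci (edgeR adjusted p of the interaction = 6.71e-06). At 7 dpci the log2 fold change was −0.30 (standard error 0.0796, edgeR adjusted p = 0.00227), inside the threshold of 0.5, and at 21 dpci it was 0.15 (edgeR adjusted p = 0.117). Expression of cxcl12a did not differ at 0 dpci (log2 fold change −0.025, edgeR adjusted p = 0.788). At 2 dpci it was 68.1 ± 4.96 CPM in mutants and 50.3 ± 0.0096 CPM in wild type, a log2 fold change of 0.44 (standard error 0.0589, edgeR adjusted p = 4.13e-09) that was under the threshold. At 7 dpci it was higher in mutants by 0.53 (standard error 0.0554, edgeR adjusted p = 6.73e-13). At 21 dpci it was lower, with a log2 fold change of −0.50 (standard error 0.0581, edgeR adjusted p = 2.36e-11), a value at the threshold that became −0.47 with upper-quartile scaling.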

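In wild-type ventricles, the median log2 fold change of the inflammatory response list was 0.42 from 2 to 7 dpci (camera adjusted p = 0.0936), with 12 genes up and 6 down, and 13 up and 6 down when adjusted over the list alone. Without the wild-type sample 1 at 7 dpci the median was 0.24. From 7 to 21 dpci the median was −1.61 (camera adjusted p = 5.31e-12), with 0 genes up and 26 down, also adjusted over the list alone. The neutrophil markers fell from 2 to 7 dpci (median −1.29, camera adjusted p = 0.000129), while the macrophage markers had a median of 0.040 (camera adjusted p = 0.783) and fell from 7 to 21 dpci (median −1.67, camera adjusted p = 2.84e-11). The list of 46 extracellular matrix (ECM) genes rose from 2 to 7 dpci with a median of 0.73 (camera adjusted p = 2.56e-12), with 25 genes up and 4 down. It fell from 7 to 21 dpci with a median of −0.77 (camera adjusted p = 2.66e-06), with 3 up and 25 down. Adjusted over the list alone, the ECM counts were the same. The same steps gave medians of 0.75 (camera adjusted p = 1.85e-08) and −0.61 (camera adjusted p = 0.00396) for 43 collagen genes. For the second of these steps the adjusted p was 1.58e-07 under fry and 0.182 with the correlation estimated for the list.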

Following 2 dpci, genes involved in inflammatory response gradually decreased in control wild-type hearts (Fig. S11B, cluster 2), whereas DEGs involved in ECM organization showed increased expression at 7 dpci and subsequently downregulated at 21 dpci (Fig. S11B, clusters 1 and 4). In contrast, the expression of the genes associated with GO terms related to immune response remained elevated in mutant hearts throughout the stages (Fig. 6E, cluster 2). 

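Between genotypes, the inflammatory response genes had a median log2 fold change of 0.67 at 0 dpci (camera adjusted p = 0.00309), 0.44 at 2 dpci (camera adjusted p = 0.00162), 0.27 at 7 dpci (camera adjusted p = 0.0183) and 0.82 at 21 dpci (camera adjusted p = 1.94e-09). With genes near 0 counts in 1 genotype set to their lowest possible fold change, the medians at 0 and 21 dpci were 0.55 and 0.82. The number of genes above 0 was 24, 23, 22 and 28 of 31. As DEGs, 14 were higher and 3 lower at 0 dpci, 10 and 4 at 2 dpci, 5 and 3 at 7 dpci, and 16 and 1 at 21 dpci. Adjusted over the list alone, these were 14 and 3, 11 and 4, 5 and 3, and 18 and 1. With the correlation estimated for the list, the camera adjusted p was 0.0839, 0.0694, 0.15 and 0.00729, so that only the value at 21 dpci passed 0.05. Over all alternatives the adjusted p ranged from 1.54e-05 to 0.0839 at 0 dpci, 6.3e-06 to 0.0694 at 2 dpci, 0.000431 to 0.369 at 7 dpci and 1.2e-09 to 0.00729 at 21 dpci. The list also passed before injury under the preset correlation. Its shift from 0 dpci had medians of −0.20, −0.27 and −0.0135 at 2, 7 and 21 dpci and did not pass 0.05 under camera (adjusted p = 0.512, 0.18 and 0.059). Under fry the adjusted p of the shift was 0.348, 0.0466 and 0.000192, with the direction up, down and up. Macrophage markers had medians of 0.31, 0.14, 0.36 and 0.51 at the 4 time points (camera adjusted p = 0.0528, 0.0621, 1.91e-05 and 1.85e-08). Neutrophil markers had medians of 1.39, 0.26, 1.12 and 0.73 (camera adjusted p = 3.24e-06, 0.444, 1.41e-06 and 0.00164). For the neutrophil list at 21 dpci the adjusted p was 4.07e-05 under fry and 0.069 with the estimated correlation. Its shift from 0 dpci had medians of −1.22, −0.47 and −0.75 at 2, 7 and 21 dpci (camera adjusted p = 5.13e-05, 0.0449 and 0.0214). With the estimated correlation the adjusted p of these shifts was 0.0292, 0.203 and 0.157. The shift of the macrophage list passed 0.05 at 21 dpci only, with a median of 0.48 (camera adjusted p = 0.00369).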

Correspondingly, inflammation-related genes, including *il1b*, *tnfrsf1b*, *itgb2* and *irf8* (Herter and Zarbock, 2013; Mitroulis et al., 2015; Wajant and Siegmund, 2019; Denans et al., 2022), were persistently elevated in mutants compared with controls. 

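Expression of il1b was higher in mutants past both thresholds at 0 dpci (log2 fold change 1.28, standard error 0.232, edgeR adjusted p = 3.51e-06) and at 21 dpci (1.24, standard error 0.188, edgeR adjusted p = 9.22e-08). At 2 and 7 dpci its log2 fold changes of 0.46 (standard error 0.111, edgeR adjusted p = 0.000587) and 0.31 (standard error 0.108, edgeR adjusted p = 0.023) were under the threshold of 0.5. For tnfrsf1b, the genotypes were not distinguishable at 0, 2 and 21 dpci (log2 fold changes −0.10, −0.077 and 0.16, with edgeR adjusted p = 0.421, 0.5 and 0.219), and mutants were higher at 7 dpci (0.59, standard error 0.0914, edgeR adjusted p = 1.99e-07). For itgb2, the log2 fold changes were 0.40, 0.20 and 0.33 at 0, 2 and 7 dpci, all under the threshold with edgeR adjusted p of at most 0.000206, and 0.72 at 21 dpci (standard error 0.0558, edgeR adjusted p = 1.51e-18). For irf8, they were 0.28 (edgeR adjusted p = 0.0262), 0.15 (edgeR adjusted p = 0.161) and 0.12 (edgeR adjusted p = 0.269) at 0, 2 and 7 dpci. At 21 dpci the log2 fold change of irf8 was 1.005 (standard error 0.0982, edgeR adjusted p = 5.12e-14), with 22.1 ± 0.526 CPM (SD, n = 2) in mutants and 11.0 ± 0.863 CPM (SD, n = 2) in wild type. The genotype differences of itgb2 and irf8 were larger at 21 than at 0 dpci, by 0.33 (edgeR adjusted p of the interaction = 0.000479) and 0.72 (edgeR adjusted p of the interaction = 3.23e-05). That of itgb2 changed by −0.20 from 0 to 2 dpci (interaction adjusted p = 0.0257) and that of tnfrsf1b by 0.69 from 0 to 7 dpci (interaction adjusted p = 2.51e-05). For il1b the changes were −0.82 from 0 to 2 dpci and −0.97 from 0 to 7 dpci (interaction adjusted p = 0.00913 and 0.00267). At 21 dpci the il1b difference was not distinguishable from that at 0 dpci (interaction adjusted p = 0.932).

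**Figure D1:**
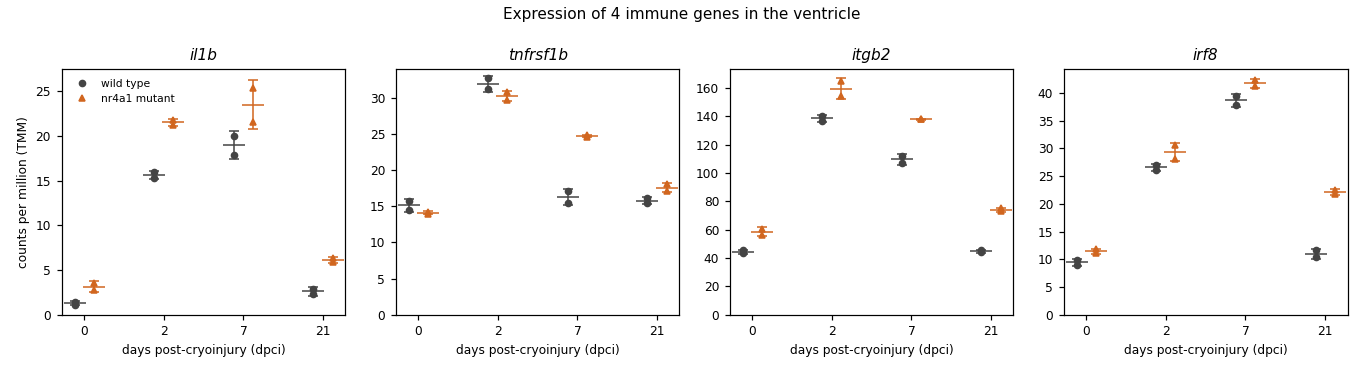
Expression of il1b, tnfrsf1b, itgb2 and irf8 in the ventricle, in TMM-scaled CPM on an axis from 0, at 0, 2, 7 and 21 days post-cryoinjury. Points are single samples, wild type as grey circles and nr4a1 mutants as orange triangles, and lines give the mean ± SD (n = 2); the irf8 means of the genotypes are apart at 21 dpci (22.1 and 11.0 CPM), and those of tnfrsf1b at 7 dpci (24.7 and 16.3 CPM).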

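At 21 dpci, col1a1a was at 989 ± 1.51 CPM (SD, n = 2) in mutants and 882 ± 5.24 CPM (SD, n = 2) in wild type, a log2 fold change of 0.16 (standard error 0.0317, edgeR adjusted p = 1.87e-05). Expression of col1a2 was 915 ± 8.02 against 812 ± 5.58 CPM, a log2 fold change of 0.17 (standard error 0.0309, edgeR adjusted p = 3.7e-06). Both differences lay under the threshold of 0.5 for the log2 fold change. Before injury the same genes were lower in mutants, with log2 fold changes of −0.90 (standard error 0.0348) and −0.74 (standard error 0.0335), so that their genotype differences rose by 1.065 (edgeR adjusted p of the interaction = 1.35e-31) and 0.91 (edgeR adjusted p of the interaction = 1.78e-28) from 0 to 21 dpci. Of the zebrafish genes for col2a1, col2a1a was not tested, with at most 3 counts in a sample, and col2a1b was at 23.3 ± 0.791 CPM in mutants and 19.9 ± 1.23 CPM in wild type (log2 fold change 0.23, standard error 0.0967, edgeR adjusted p = 0.0635). For mmp11a, the counts were 51 and 49 in mutants and 4 and 17 in wild type, a log2 fold change of 2.06 (standard error 0.458, edgeR adjusted p = 0.000179). It was 1.297 without the wild-type sample that had 4 counts and 3.53 without the one that had 17. Over the 43 collagen genes tested, the median log2 fold change at 21 dpci was 0.16 (camera adjusted p = 0.125), or 0.15 with genes near 0 counts in 1 genotype set to their lowest possible fold change. Of these genes, 27 lay above 0, and 7 were higher and 4 lower as DEGs, or 8 and 4 adjusted over the list alone. The adjusted p of this list was 0.00654 under fry and 0.432 under camera with the estimated correlation.

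**Figure D2:**
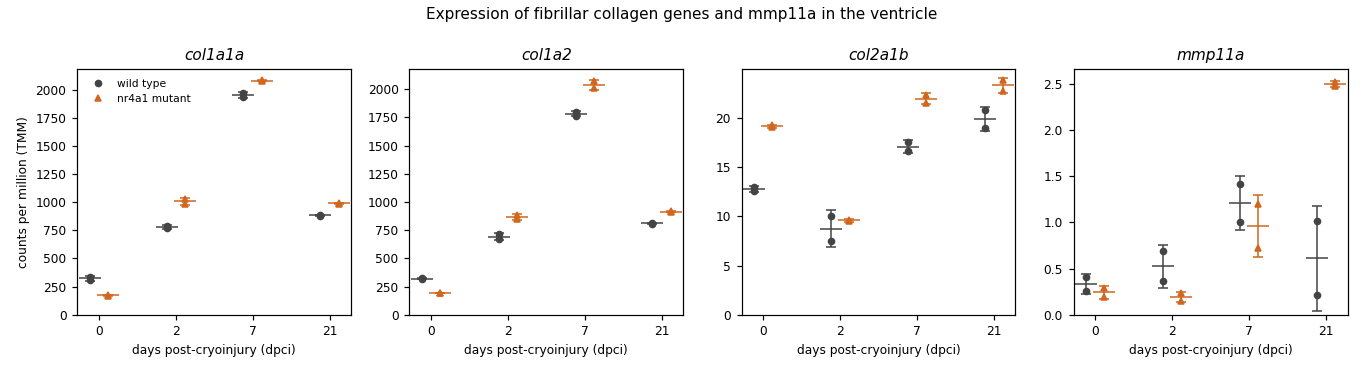
Expression of col1a1a, col1a2, col2a1b and mmp11a in the ventricle, in TMM-scaled CPM on an axis from 0, at 0, 2, 7 and 21 days post-cryoinjury. Points are single samples, wild type as grey circles and nr4a1 mutants as orange triangles, and lines give the mean ± SD (n = 2); at 21 dpci the wild-type samples of mmp11a are apart from each other, at 0.211 and 1.01 CPM.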

Consistent with the observation of unresolved fibrosis at 21 dpci in the mutants (Fig. 6E, clusters 4, 5 and 10), genes associated with the GO term ‘collagen fibril organization’, including *col1a1a*, *col1a2*, *col2a1* and *mmp11a* were found to be upregulated in the mutant hearts at 21 dpci compared to the control hearts (Caldeira et al., 2018). The upregulation of collagen or inflammation-related genes was further validated by qRT-PCR (Fig. S13). Moreover, gene set enrichment analysis (GSEA) of the differentially expressed genes revealed significant enrichment for cytokine-cytokine receptor interaction and ECM-related process in the *nr4a1* mutant at 21 dpci (Fig. 6F,G). These findings are consistent with our previous observation of prolonged inflammation and persistent fibrotic scarring in the *nr4a1* mutant. Collectively, these findings suggest that *nr4a1* plays a crucial role in cardiac regeneration, primarily through the modulation of immune cell dynamics and the resolution of fibrosis.

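The qRT-PCR measurements were not analysed here, and the RNA-seq values of 4 matrix genes of Fig. S13 follow. The gene col12a1a was lower in mutants at 0 dpci (log2 fold change −0.58, standard error 0.0538) and higher at 2 dpci (0.68, standard error 0.0359) and 21 dpci (0.89, standard error 0.0405, edgeR adjusted p = 9.5e-31), and its value of 0.41 at 7 dpci was under the threshold. At 21 dpci it was at 212 ± 6.03 CPM (SD, n = 2) in mutants and 114 ± 1.22 CPM (SD, n = 2) in wild type. For col12a1b the log2 fold changes were −2.44 (standard error 0.175), 1.03 (standard error 0.0416), 0.30 (standard error 0.0413) and 1.12 (standard error 0.0611) at 0, 2, 7 and 21 dpci. For fn1a they were −1.05, 0.59, 0.48 and 0.90, with standard errors of at most 0.0489. The protease gene mmp9 was higher in mutants at 0 dpci (1.19, standard error 0.168), 7 dpci (0.72, standard error 0.0787) and 21 dpci (1.65, standard error 0.161, edgeR adjusted p = 4.4e-14), and lower at 2 dpci (−0.99, standard error 0.0676, edgeR adjusted p = 5.31e-21).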

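Over a list of 138 cytokine and cytokine receptor genes, the median log2 fold change at 21 dpci was 0.46 (camera adjusted p = 0.000162), and 97 of the genes were above 0. It was 0.38 with genes near 0 counts in 1 genotype set to their lowest possible fold change. As DEGs, 42 were higher and 7 lower, or 45 and 7 adjusted over the list alone. The adjusted p was 1.41e-06 under fry and 0.00701 with the correlation estimated for the list. The shift of this list from 0 to 21 dpci had a median of 0.28 (camera adjusted p = 0.0181). The ECM list had a median of 0.15 at 21 dpci (camera adjusted p = 0.0278), with 33 of the 46 genes above 0, 10 higher and 6 lower as DEGs, and 11 and 6 adjusted over the list alone. Its adjusted p was 2.36e-06 under fry and 0.049 with the estimated correlation, and without the genes the paper names its median of 0.14 no longer passed 0.05. The shift of the ECM list from 0 to 21 dpci had a median of 0.32 and did not pass 0.05 under camera (adjusted p = 0.0537). The adjusted p of this shift was 1.89e-07 under fry and 0.0733 with the estimated correlation. At 2 dpci the ECM list had a median of 0.26 (camera adjusted p = 0.000117).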

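At 21 dpci, the interferon response list had a median log2 fold change of 1.04 (camera adjusted p = 2.08e-14), with all 27 genes above 0, 17 higher and 0 lower as DEGs, and 18 and 0 adjusted over the list alone. Its shift from 0 dpci had a median of 0.70 (camera adjusted p = 5.64e-06). The 13 fibroblast and epicardium markers had a median of 0.17 (camera adjusted p = 0.00778) and the 21 cardiomyocyte genes one of −0.23 (camera adjusted p = 0.00243). For the cardiomyocyte list the adjusted p was 5.79e-07 under fry and 0.094 with the correlation estimated for the list, and for the fibroblast and epicardium list 2.13e-06 and 0.0406. Each of these comparisons rests on 2 mutant and 2 wild-type samples. The paper reasons from the enrichment of cytokine receptor interaction and ECM genes at this stage, together with its observations of prolonged inflammation and persistent scarring. From these it proposes that nr4a1 acts in heart regeneration mainly through the behaviour of immune cells and the resolution of fibrosis.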

### Inhibition of TNF signaling partially rescued heart regeneration in *nr4a1* mutants

Previous studies have demonstrated that *tnfa*, a crucial regulator of the inflammatory response following tissue damage, is indispensable for effective tissue regeneration in zebrafish (Dong et al., 2024). However, dysregulation of Tnfα signaling can lead to chronic inflammation and impair tissue regeneration (Bradley, 2008). Our finding that the loss of function of *nr4a1* significantly increased the expression of *tnfa* (Fig. 4F) indicates heightened inflammation (Liu et al., 2023). We, therefore, hypothesized that reducing Tnfα signaling to decrease the inflammatory level may enhance heart regeneration in *nr4a1* mutant hearts. To test this possibility, we generated the *nr4a1^−/−^;tnfa^+/−^* compound mutant and performed cryoinjury on both the compound mutants and the control *nr4a1* mutant hearts. AFOG staining showed that the scar area in the compound mutant was significantly reduced compared to the control *nr4a1* mutants at 60 dpci (Fig. 7A,B), indicating that reducing Tnfα signaling could improve cardiac regeneration in the *nr4a1* mutant. Consistently, compared to the *nr4a1* mutant, the hearts of the compound mutants had significantly reduced collagen deposition (Fig. 7C,D), indicating that reducing Tnfα signaling could reduce cardiac fibrosis in the *nr4a1* mutant. To further examine heart regeneration in the compound mutants, we performed the CM proliferation assay by PCNA/Nkx2.5 double antibody staining. We observed a significantly higher number of proliferating CMs in double mutants than in *nr4a1* mutants, with no significant difference with wild-type control (Fig. 7E,F). Meanwhile, immunostaining against Mpx and IB4 showed that hearts of the *nr4a1^−/−^tnfa^+/−^* compound mutants had significantly reduced number of neutrophils and macrophages compared to the *nr4a1* mutant at 7 dpci and 14 dpci, which is consistent with the decreased inflammatory level in the compound mutants (Fig. S14). Additionally, we assessed the expression level of inflammation-related and fibrosis-related genes between the compound and control mutant hearts. We found a significantly reduced level of *tnfa*, *il1b* and *acod1* in *nr4a1^−/−^;tnfa^+/−^* double mutants (Fig. 7G). Similarly, the expression of *postnb*, *fn1a* and *col12a1a* levels also exhibited a downward trend in the compound mutant hearts compared to the mutant hearts (Fig. 7H). In summary, all these results indicate that reducing Tnfα signaling can significantly lower the inflammation level, thereby improving the heart regeneration in *nr4a1* mutants that exhibit chronic inflammation.

**Fig. 7.**
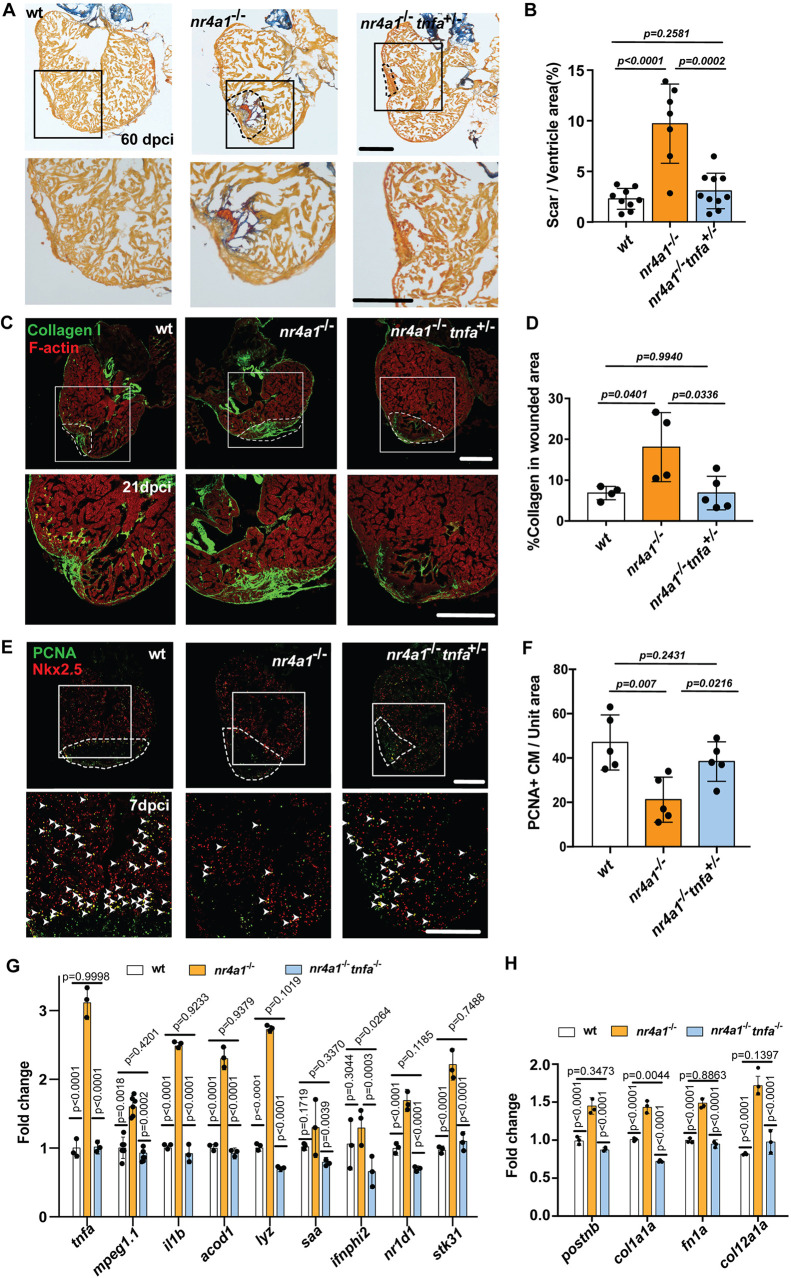
**Partial restoration of cardiac regeneration in *nr4a1* mutant through reduction of inflammatory response.** (A) AFOG staining performed on cardiac sections of the indicated genotypes at 60 dpci. (B) Quantification of scar size in AFOG-stained cardiac sections. (C) Collagen deposition in the hearts of indicated genotypes at 21 dpci, as detected by staining with collagen I antibody. (D) Quantification of collagen deposition in the wounded area at 21 dpci. (E) PCNA/Nkx2.5 double immunostaining to detect proliferating cardiomyocytes in 7 dpci hearts of indicated genotypes. Arrowheads indicate the proliferating cardiomyocytes. (F) Quantification of colocalization of PCNA and Nkx2.5 per unit area in different groups. (G) qPCR of inflammation-related genes in the hearts of indicated genotypes at 7 dpci. (H) qPCR of fibrosis-related genes in the hearts of indicated genotypes at 7 dpci. Dashed lines show the wounded area. Boxed regions in A and E show the position of magnified images at the bottom. Boxed regions in C show the approximate positions for quantification. The fold changes in G and H are calculated relative to the expression in uninjured WT hearts. *P*-values<0.05 were considered to be statistically significant (two-tailed unpaired *t*-test in B, D and F; two-way ANOVA with Sidak test for multiple comparison correction and two-tailed unpaired *t*-test in G and H). Data are mean±s.e.m. Scale bars: 275 µm (A,E); 250 µm (C).

## DISCUSSION

In this study, we found that loss of Nr4a1 function results in heightened chronic inflammation after cardiac injury and compromises cardiac regeneration. Specifically, we observed an increased recruitment of inflammatory macrophages to the wounded area, with a substantial presence of these macrophages persisting into the late stages of injury. Furthermore, transcriptome-wide bulk RNA-seq analysis indicates that *nr4a1* mutants demonstrate enhanced regulation of inflammatory response and cellular response to interferon. Consistent with these findings, we observed upregulation of inflammatory-related genes, including *tnfa*, in *nr4a1* mutant hearts compared to controls. Tnfα is the widely acknowledged pro-inflammatory cytokine that is integral to the regulation and propagation of the inflammatory response (Bradley, 2008). Our study aligns with previous studies in mice, which show that the loss of Nr4a1 function significantly elevates *Tnfa* expression in a mouse model of neuronal injury (Liu et al., 2023). Although recent studies suggest that inflammation is necessary for tissue repair, with Tnfα signaling crucial for heart regeneration in zebrafish (Dong et al., 2024), we hypothesize that a chronically heightened inflammatory response could impair tissue repair and regeneration. Indeed, reducing Tnfα signaling in *nr4a1* mutants decreased cardiac fibrosis and improved cardiac regeneration. These findings highlight the delicate balance required for optimal inflammatory responses in tissue repair and suggest that modulating Tnfα signaling may be a therapeutic strategy for enhancing cardiac regeneration in chronic inflammation.

Neutrophils are essential first responders to injury, rapidly accumulating at the site of damage and initiating the inflammatory response (Kolaczkowska and Kubes, 2013). Our results reveal an aberrant distribution of neutrophils during heart regeneration in *nr4a1* mutants, characterized by delayed accumulation at the site of injury in the early stages, followed by a persistent and substantial presence during the later stages of injury. These observations suggest a dysregulation of neutrophil function in *nr4a1* mutants, potentially contributing to impaired heart regeneration in mutant hearts. It is well established that the efficient clearance of cellular debris by neutrophils is essential for resolving inflammation and promoting tissue repair (Herrero-Cervera et al., 2022). Failure to effectively clear dead cell debris and pathogens can exacerbate inflammation, thereby impeding the healing process (Maderna and Godson, 2003; Westman et al., 2020). Our observation of the enrichment of GO terms related to apoptotic pathways suggests that the dysfunctional neutrophils in *nr4a1* mutants may fail to effectively clear apoptotic cell debris, further exacerbating the inflammatory response. While a recent study has reported that NR4A2 and NR4A3, other members of the NR4A family, are essential for neutrophil production, more evidence is needed to establish the relationship between Nr4a1 and neutrophil function (Prince et al., 2017).

Our study also revealed a dysregulated fibrotic response in *nr4a1* mutants, particularly at the late injury stages. Transient fibrosis is a crucial component of zebrafish heart regeneration (Sánchez-Iranzo et al., 2018). Most recently, the importance of precisely balancing pro-regenerative and pro-fibrotic ECM gene expression has been highlighted in zebrafish heart regeneration (Marro et al., 2016; Allanki et al., 2021; Hu et al., 2022; Izu and Birk, 2023). While some key pro-regenerative ECM genes are upregulated in *nr4a1* mutants, their prolonged expression, combined with elevated pro-fibrotic ECM gene expression, likely impair fibrosis resolution and promote fibrotic scarring in the mutants. Previous studies have demonstrated the role of inflammatory macrophages in the activation of fibroblasts, with the inhibition of pro-inflammatory macrophage function significantly reducing fibroblast accumulation at the injury site (Ma et al., 2021). Therefore, the sustained activation of inflammatory macrophages in *nr4a1* mutants may contribute to the persistence of activated fibroblasts in the wounded area of the heart, potentially exacerbating fibrosis and impairing tissue repair.

At the transcriptome level, we identified many GO terms related to inflammation and fibrosis. Following injury, genes associated with inflammatory response and leukocyte migration are significantly upregulated in *nr4a1* mutants. These GO terms highlight altered macrophage and neutrophil functions in *nr4a1* mutants. We identified GO terms associated with the apoptotic process, a finding further corroborated through Tunnel assays, which revealed an increased presence of apoptotic cells in *nr4a1* mutants. qRT-PCR analysis of apoptotic-related genes demonstrated a consistent upregulation of these genes, reinforcing these observations. Macrophages and neutrophils play a crucial role in phagocytosis of cell debris during the resolution of inflammation (Nauseef and Borregaard, 2014; Westman et al., 2020). One plausible explanation for the impaired resolution of inflammation in *nr4a1* mutants is the dysfunction of macrophages and neutrophils in their ability to effectively engulf apoptotic cells and debris, thereby disrupting the normal inflammatory resolution process.

Taken together, our study demonstrates that loss of Nr4a1 function leads to significant disruptions in the inflammatory response and tissue regeneration processes. We observed aberrant neutrophil and macrophage activity, characterized by delayed and prolonged inflammatory responses and impaired clearance of apoptotic cells. These dysregulated immune responses contribute to chronic inflammation and persistent fibrosis, ultimately impeding effective heart regeneration. Our findings underscore the essential role of Nr4a1 in regulating immune cell function during tissue repair and highlight its potential as a therapeutic target for mitigating chronic inflammation and enhancing regenerative outcomes.

## MATERIALS AND METHODS

### Zebrafish lines and husbandry

Zebrafish husbandry and experiments were conducted following the University of North Carolina at Chapel Hill Institutional Animal Care and Use Committee (IACUC). Zebrafish were maintained under standard conditions at 28.5°C on a 14 h light/10 h dark cycle. Embryos and larvae were raised in 0.5× E2 solution (7.5 mM NaCl, 0.25 mM KCl, 0.5 mM MgSO_4_, 75 μM KH_2_PO_4_, 25 μM Na_2_HPO_4_, 0.5 mM CaCl_2_, 0.35 mM NaHCO_3_, 0.5 mg/l Methylene Blue). Adult zebrafish used in the study were between 0.5 to 1 year old.

The *tnfa^−/−^ (sa43296)* mutant line was obtained from the Zebrafish International Resource Center (ZIRC). Previously generated transgenic lines used in this study are *TgBAC(tnfa:eGFP)* (Marjoram et al., 2015), *Tg(mpeg1:eGFP)* (Ellett et al., 2011), *Tg(lyz:eGFP)* (Hall et al., 2007), *TgBAC(tcf21:nuc-eGFP)* (Wang et al., 2011). The *nr4a1^−/−^* (*nc40*) mutant was generated using CRISPR/Cas9. sgRNAs were designed using the online CRISPR-Cas9 guide RNA design tool developed by Integrated DNA Technologies (IDT). sgRNA (5-GGTAGCAGCCATACACCTGG-3) were synthesized by using Invitrogen™ MEGAscript™ T7 Transcription Kit. We injected 2 nl of a RNP mix of Cas9 protein (IDT, 150 ng/µl) with the sgRNA (70 ng/µl) into one-cell-stage embryos. We identified the founder fish with 1 bp insertion. Genotyping was performed (using primers: Fwd, 5-CACCTACTCATGCCAGATCG-3; Rv, 5-CTGATCTGGGATCTGTGACTGC-3) followed by enzyme digestion BstXI (New England Biolabs).

### KI transgenic line generation

The KI transgenic line was generated using the recently published nonhomologous end joining (NHEJ) repair method (Levic et al., 2021). We used CRISPR-Cas9 to induce the double-strand DNA (dsDNA) break in the last intron of the *nr4a1* genome with the sgRNA 5-TGCGTTGGATTCAACAATTG-3. The plasmid for DNA donor construction was purchased from Addgene (plasmid #174024). For 5′ integration detection, genotyping primers were: Fwd, 5-GGAAGCCTACTATGTTAGGTG-3; Rv (*eGFP*), 5-GTAGGTCAGGGTGGTCACG-3. For 3′ integration detection, genotyping primers were: Fwd (*eGFP*), 5-GATCCGCCACAACATCGAG-3; Rv, 5-TGTCGATCTGTTGGTCACAG-3.

### Cryoinjury

Adult zebrafish were anesthetized in a 0.168 mg/ml Tricaine solution (Sigma-Aldrich, MS222). The fish were then positioned on a water-soaked sponge containing a small groove to ensure stability. A small incision was made in the body wall and the pericardium to expose the heart. The ventricular apex was then touched with the tip of a steel probe, pre-cooled by immersion in liquid nitrogen, and held in contact until thawing occurred (∼7-10 s). Following this, the fish were transferred into the system water and awakened by continuous pipetting (González-Rosa and Mercader, 2012).

### Heart dissection and cryosection

Adult zebrafish were euthanized by immersion in ice water for at least 15 min to induce hypothermia. The hearts were subsequently harvested, following decapitation, from the base of the pectoral fin using a razor blade and then fixed in 4% paraformaldehyde (PFA) at 4°C overnight. After washing with PBS containing 0.1% (v/v) Tween-20 (0.1% PBST), hearts were either stored in methanol at −20°C for long-term storage or maintained in 0.1% PBST overnight for cryosection and staining. For cryosectioning, hearts were dehydrated in a 30% sucrose solution (W/V in PBS) overnight at 4°C to ensure cryopreservation. The hearts were then embedded in molds filled with OCT (Tissue-Tek) and stored at −80°C. Cryosections of 10 µm thickness were collected from the frozen hearts using a Leica CM 1950 for subsequent histological analysis and immunofluorescent staining.

### AFOG staining

Cryosections were initially fixed in Bouin's solution for 2 h at 60°C, then allowed to cool down to room temperature (RT). The slides were rinsed with running tap water for 30 min. The tissues were treated with 1% phosphomolybdic acid and 0.25% phosphotungstic acid solution for 5 min, followed by a 5-min wash with distilled water. Subsequently, the sections were incubated for 5 min with AFOG solution, which contains 1 g Aniline Blue (Santa Cruz Biotechnology), 3 g acid Fuchsin (Roth), 2 g Orange G (Santa Cruz Biotechnology) in distilled water, with pH adjusted to 1.1. After another 5-min wash with distilled water, the sections were dehydrated through two changes of absolute ethanol and two changes of xylene, then mounted with Permount mounting medium (Fisher Chemical).

### RNA extraction and real-time PCR

Total RNA was isolated from zebrafish ventricles using Trizol (Invitrogen). Reverse transcription was performed using SuperScript IV VILO Master Mix (Invitrogen). Real-time PCR was performed with SYBR Green (Applied Biosystems) on QuantStudio Flex 6 (Applied Biosystems). *elfa* was used as the reference gene expression using the ΔΔCt method. The primers used are listed in Table S1. All data were processed with three biological replicates.

### Immunofluorescence and histological staining

For immunostaining of cardiac cryosections, the sections were boiled in citrate buffer (10 mM, pH 6.0) for 30 min at 96°C, then allowed to cool down to RT. The sections were washed three times with 0.1% PBST for 5 min each. Tissues were then blocked for 1 h with a blocking buffer containing 10% (v/v) sheep serum in PBS. Primary antibodies, diluted in the blocking solution, were applied to the sections and incubated overnight at 4°C. The following day, sections were washed four times with 0.1% PBST. Secondary antibodies and Phalloidin were added to the sections and incubated at RT for 4 h, followed by four 0.1% PBST washes. If needed, DAPI (Sigma-Aldrich) was added for a 2-min incubation after the final wash. Finally, sections were mounted with ProLong™ Diamond Antifade Mountant (Invitrogen). The following primary antibodies were used: rabbit anti-GFP (1:500, Invitrogen, A-11122), rabbit anti-Mpx (1:200, GeneTex, GTX128379) and rabbit anti-Collagen I (1:200, Abcam, ab138492). The following secondary antibodies were used: Alexa Fluor 647 anti-rabbit (1:500, Thermo Fisher Scientific, A-21245), Alexa Fluor 568 Phalloidin (1:500, Invitrogen, A12380). For IB4 staining to mark the macrophage (1:100, Griffonia Simplicifolia Lectin I Isolectin B4, Vector Laboratories, DL-1207-.5), the IB4 dye was added in the blocking buffer along with secondary antibody during immunostaining of the sections.

For immunostaining of whole-mount heart samples, the samples were first fixed in 4% PFA overnight and then boiled in citrate buffer (10 mM, pH 6.0) for 30 min at 65°C. The hearts were washed four times with 0.5% PBST for 5 min each. The samples were then transferred into blocking buffer (5% sheep serum, 1% DMSO in 0.5% PBST, v/v) for 2 h at RT. After primary antibody incubation, the samples were washed four times with 0.5% PBST for 5 min each and then incubated with the secondary antibody at 4°C overnight. The hearts were washed again four times with 0.5% PBST for 5 min each and then incubated in ScaleA2 solution at 4°C for 2 days to perform tissue clearing. Finally, the heart samples were mounted in low melting point agarose (Sigma-Aldrich) for imaging.

For cell proliferation staining using PCNA, tissue sections were initially subjected to antigen retrieval by boiling in citrate buffer (10 mM, pH 6.0) for 30 min at 96°C. After cooling down to RT, the sections were washed four times with 0.1% PBST for 5 min each. The sections were then blocked with the blocking buffer containing 10% sheep serum (v/v) in 0.1% PBST at 37°C for 30 min. Primary antibody incubation was performed using a mouse anti-PCNA antibody (1:200, Invitrogen, 13-3900) diluted in the blocking buffer with 10% sheep serum in 0.1% PBST at 37°C for 3 h. After incubation, the slides were washed three times with 0.1% PBST, each for 5 min. Subsequently, the sections were incubated overnight at RT with rabbit anti-Nkx2.5 antibody (1:200, GeneTex, GTX128357) diluted in the blocking buffer. The following day, the slides were washed four times with 0.1% PBST, each for 5 min. Secondary antibody incubation was carried out with Alexa Fluor 647 anti-rabbit (1:500, Thermo Fisher Scientific, A-21245) and Alexa Fluor Cy3 anti-mouse (1:500, Thermo Fisher Scientific, A10520) antibodies for 4 h at RT. Finally, the sections were washed four times with 0.1% PBST, and the slides were mounted using ProLong™ Diamond Antifade Mountant (Invitrogen, P36935) for imaging. The TUNEL assay was conducted to detect apoptotic cells using the *In Situ* Cell Death Detection Kit, Fluorescein (Roche, 11684795910), following the manufacturer's protocol.

### Imaging

Imaging was performed using the Zeiss LSM 800 confocal microscope and an Invitrogen EVOS M7000. A Zeiss AXIO Zoom V16 microscope was used for AFOG staining imaging.

### *In situ* hybridization

The *in situ* probe for *postnb* was synthesized by first amplifying the DNA fragment using the following primers: Fwd, 5-GCTCCTACCGATGAAGCTTTCG-3; Rv, 5-CTAGGTTCTCCTCCGGACG-3. The probe synthesis was conducted using the Invitrogen™ MEGAscript™ T7 Transcription Kit with the DIG RNA labeling mix (Roche). We followed the protocol described on the Abcam website (https://www.abcam.com/protocols/ish-in-situ-hybridization-protocol). Gene expressions were detected with the anti-DIG AP, Fab fragment (Roche) and NBT-BCIP substrate system (Sigma-Aldrich).

### RNAscope fluorescence *in situ* hybridization

After fixation, the cardiac tissues were embedded in OCT compound, and 10-μm sections were prepared using a Leica CM1950 cryostat. RNAscope *in situ* hybridization was performed according to the manufacturer's protocol using the Multiplex Fluorescent V2 Assay (Advanced Cell Diagnostics, 323110). For detection, the TSA Plus Cyanine 5 System (Perkin Elmer, NEL745001KT) was used. Slides were covered using Fluor-Gel II with 4′,6-diamidino-2-phenylindole (Electron Microscopy Sciences, 17985-50).

### Pomalidomide and apoptosis inhibitor treatment

Pharmacological inhibitor of Tnfα release, pomalidomide (5 μl at a concentration of 10 mg/ml; Cayman Chemicals, 19877), apoptosis inhibitor (2 μl at a concentration of 10 mg/ml, Sigma-Aldrich, 178488) or PBS were injected intrathoracically into individual anaesthetized zebrafish 1 day before cryoinjury using a Picospritzer microinjector (Parker). The injection was repeated one more time at 2 dpci.

### Western blot

Western blotting was performed according to standard protocol with rabbit anti-GFP (1:500, Invitrogen, A-11122) as the primary antibody.

### Bulk RNA-seq and analysis

Total RNA was extracted from zebrafish according to the manufacturer's protocol. For RNA-seq, library preparation and Illumina RNA-seq were performed by Novogene. RNA-seq raw data quality was checked by FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). RNA-seq were aligned to the zebrafish reference genome using STAR (Dobin et al., 2013). Gene expression was quantified as gene hit counts (reads per gene) using FeatureCounts (Liao et al., 2014). 

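The deposited counts are whole numbers. The totals were 23618958 and 23283875 in the mutant samples and 27668498 and 26740945 in the wild-type samples at 0 dpci. At 2 dpci they were 14881714 and 17121336 in mutants and 16595278 and 17070593 in wild type. At 7 dpci they were 17608695 and 14333475 in mutants and 15765709 and 21815422 in wild type, and at 21 dpci 21122846 and 20679747 in mutants and 22226194 and 19685289 in wild type. The TMM factors that scale these totals were between 0.852 and 1.17.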

To visualize the global structure of the data and assess the impact of batch and condition effects, a PCA plot was generated based on the log-transformed count data to explore the variance attributed to different conditions and time points using ggplot2 (https://ggplot2.tidyverse.org/). DEGs between time points (0, 2, 7 and 21 dpci) and condition (wild type or mutant) were identified using DESeq2 (*P*<0.05) (Love et al., 2014), while accounting for batch effects. Unsupervised hierarchical clustering was performed to analyze gene expression patterns. Gene clusters that were differentially expressed were visualized in heatmaps using the pheatmap package. GO enrichment and GSEA were conducted for each cluster using clusterProfiler (Wu et al., 2021). GO terms with an adjusted *P*-value of <0.05 were considered significant.

### Statistical analysis

All data are presented as mean±s.e.m. and were statistically analyzed using Prism software (GraphPad Prism 10). When comparing data from more than two groups, statistical significance was calculated using two-way ANOVA with the Sidak test for multiple comparison correction. Data from two groups were compared using a two-tailed unpaired *t*-test. *P*-values smaller than 0.05 were considered to be statistically significant. Plot or bar graphs were made in Prism software. More details about the quantification methods are listed in the Supplementary Materials and Methods.

## Supplementary Material

10.1242/develop.204395_sup1 Supplementary information

Table S1. The sequences of primers used in the study.

## References

[DEV204395C1] Allanki, S., Strilic, B., Scheinberger, L., Onderwater, Y. L., Marks, A., Günther, S., Preussner, J., Kikhi, K., Looso, M., Stainier, D. Y. R. et al. (2021). Interleukin-11 signaling promotes cellular reprogramming and limits fibrotic scarring during tissue regeneration. *Sci. Adv.* 7, eabg6497. 10.1126/sciadv.abg649734516874 PMC8442930

[DEV204395C2] Ankawa, R., Goldberger, N., Yosefzon, Y., Koren, E., Yusupova, M., Rosner, D., Feldman, A., Baror-Sebban, S., Buganim, Y., Simon, D. J. et al. (2021). Apoptotic cells represent a dynamic stem cell niche governing proliferation and tissue regeneration. *Dev. Cell* 56, 1900-1916.e5. 10.1016/j.devcel.2021.06.00834197726

[DEV204395C3] Bradley, J. R. (2008). TNF-mediated inflammatory disease. *J. Pathol.* 214, 149-160. 10.1002/path.228718161752

[DEV204395C4] Braga, T. T., Agudelo, J. S. H. and Camara, N. O. S. (2015). Macrophages during the fibrotic process: M2 as friend and foe. *Front. Immunol.* 6, 602. 10.3389/fimmu.2015.0060226635814 PMC4658431

[DEV204395C5] Caldeira, J., Sousa, A., Sousa, D. M. and Barros, D. (2018). Extracellular matrix constitution and function for tissue regeneration and repair peptides and proteins as biomaterials for tissue regeneration and repair. In *Peptides and Proteins as Biomaterials for Tissue Regeneration and Repair* (ed. M. A. Barbosa, M. C. L. Martins), pp. 29-72. Woodhead Publishing.

[DEV204395C6] Cao, Q., Wang, Y. and Harris, D. C. H. (2014). Macrophage heterogeneity, phenotypes, and roles in renal fibrosis. *Kidney Int. Suppl. (2011)* 4, 16-19. 10.1038/kisup.2014.426312145 PMC4536959

[DEV204395C7] Carrillo-Salinas, F. J., Ngwenyama, N., Anastasiou, M., Kaur, K. and Alcaide, P. (2019). Heart inflammation: immune cell roles and roads to the heart. *Am. J. Pathol.* 189, 1482-1494. 10.1016/j.ajpath.2019.04.00931108102 PMC6717912

[DEV204395C8] Chen, L., Fan, F., Wu, L. and Zhao, Y. (2020). The nuclear receptor 4A family members: mediators in human disease and autophagy. *Cell. Mol. Biol. Lett.* 25, 48. 10.1186/s11658-020-00241-w33292165 PMC7640683

[DEV204395C9] Cooke, J. P. (2019). Inflammation and its role in regeneration and repair. *Circ. Res.* 124, 1166-1168. 10.1161/CIRCRESAHA.118.31466930973815 PMC6578588

[DEV204395C10] de Sena-Tomás, C., Aleman, A. G., Ford, C., Varshney, A., Yao, D., Harrington, J. K., Saúde, L., Ramialison, M. and Targoff, K. L. (2022). Activation of Nkx2.5 transcriptional program is required for adult myocardial repair. *Nat. Commun.* 13, 2970. 10.1038/s41467-022-30468-435624100 PMC9142600

[DEV204395C11] Denans, N., Tran, N. T. T., Swall, M. E., Diaz, D. C., Blanck, J. and Piotrowski, T. (2022). An anti-inflammatory activation sequence governs macrophage transcriptional dynamics during tissue injury in zebrafish. *Nat. Commun.* 13, 5356. 10.1038/s41467-022-33015-336127326 PMC9489698

[DEV204395C12] Dobin, A., Davis, C. A., Schlesinger, F., Drenkow, J., Zaleski, C., Jha, S., Batut, P., Chaisson, M. and Gingeras, T. R. (2013). STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* 29, 15-21. 10.1093/bioinformatics/bts63523104886 PMC3530905

[DEV204395C13] Dong, Y., Yang, Y., Wang, H., Feng, D., Nist, E., Yapundich, N., Spurlock, B., Craft, M., Qian, L. and Liu, J. (2024). Single-cell chromatin profiling reveals genetic programs activating proregenerative states in nonmyocyte cells. *Sci. Adv.* 10, eadk4694. 10.1126/sciadv.adk469438381829 PMC10881044

[DEV204395C14] Ellett, F., Pase, L., Hayman, J. W., Andrianopoulos, A. and Lieschke, G. J. (2011). mpeg1 promoter transgenes direct macrophage-lineage expression in zebrafish. *Blood* 117, e49-e56. 10.1182/blood-2010-10-31412021084707 PMC3056479

[DEV204395C15] Elliott, M. R. and Ravichandran, K. S. (2010). Clearance of apoptotic cells: implications in health and disease. *J. Cell Biol.* 189, 1059-1070. 10.1083/jcb.20100409620584912 PMC2894449

[DEV204395C16] González-Rosa, J. M. and Mercader, N. (2012). Cryoinjury as a myocardial infarction model for the study of cardiac regeneration in the zebrafish. *Nat. Protoc.* 7, 782-788. 10.1038/nprot.2012.02522461067

[DEV204395C17] Greenlee-Wacker, M. C. (2016). Clearance of apoptotic neutrophils and resolution of inflammation. *Immunol. Rev.* 273, 357-370. 10.1111/imr.1245327558346 PMC5000862

[DEV204395C18] Hall, C., Flores, M. V., Storm, T., Crosier, K. and Crosier, P. (2007). The zebrafish lysozyme C promoter drives myeloid-specific expression in transgenic fish. *BMC Dev. Biol.* 7, 42. 10.1186/1471-213X-7-4217477879 PMC1877083

[DEV204395C19] Hanna, R. N., Carlin, L. M., Hubbeling, H. G., Nackiewicz, D., Green, A. M., Punt, J. A., Geissmann, F. and Hedrick, C. C. (2011). The transcription factor NR4A1 (Nur77) controls bone marrow differentiation and the survival of Ly6C- monocytes. *Nat. Immunol.* 12, 778-785. 10.1038/ni.206321725321 PMC3324395

[DEV204395C20] Hanna, R. N., Shaked, I., Hubbeling, H. G., Punt, J. A., Wu, R., Herrley, E., Zaugg, C., Pei, H., Geissmann, F., Ley, K. et al. (2012). NR4A1 (Nur77) deletion polarizes macrophages toward an inflammatory phenotype and increases atherosclerosis. *Circ. Res.* 110, 416-427. 10.1161/CIRCRESAHA.111.25337722194622 PMC3309661

[DEV204395C21] Harrison, M. R., Feng, X., Mo, G., Aguayo, A., Villafuerte, J., Yoshida, T., Pearson, C. A., Schulte-Merker, S. and Lien, C.-L. (2019). Late developing cardiac lymphatic vasculature supports adult zebrafish heart function and regeneration. *eLife* 8, e42762. 10.7554/eLife.4276231702553 PMC6881116

[DEV204395C22] Herrero-Cervera, A., Soehnlein, O. and Kenne, E. (2022). Neutrophils in chronic inflammatory diseases. *Cell. Mol. Immunol.* 19, 177-191. 10.1038/s41423-021-00832-335039631 PMC8803838

[DEV204395C23] Herter, J. and Zarbock, A. (2013). Integrin regulation during leukocyte recruitment. *J. Immunol.* 190, 4451-4457. 10.4049/jimmunol.120317923606722

[DEV204395C24] Hu, B., Lelek, S., Spanjaard, B., El-Sammak, H., Simões, M. G., Mintcheva, J., Aliee, H., Schäfer, R., Meyer, A. M., Theis, F. et al. (2022). Origin and function of activated fibroblast states during zebrafish heart regeneration. *Nat. Genet.* 54, 1227-1237. 10.1038/s41588-022-01129-535864193 PMC7613248

[DEV204395C25] Ipseiz, N., Uderhardt, S., Scholtysek, C., Steffen, M., Schabbauer, G., Bozec, A., Schett, G. and Krönke, G. (2014). The nuclear receptor Nr4a1 mediates anti-inflammatory effects of apoptotic cells. *J. Immunol.* 192, 4852-4858. 10.4049/jimmunol.130337724740500

[DEV204395C26] Isles, H. M., Herman, K. D., Robertson, A. L., Loynes, C. A., Prince, L. R., Elks, P. M. and Renshaw, S. A. (2019). The CXCL12/CXCR4 signaling axis retains neutrophils at inflammatory sites in zebrafish. *Front. Immunol.* 10, 1784. 10.3389/fimmu.2019.0178431417560 PMC6684839

[DEV204395C27] Izu, Y. and Birk, D. E. (2023). Collagen XII mediated cellular and extracellular mechanisms in development, regeneration, and disease. *Front Cell Dev. Biol.* 11, 1129000. 10.3389/fcell.2023.112900036936682 PMC10017729

[DEV204395C28] Kolaczkowska, E. and Kubes, P. (2013). Neutrophil recruitment and function in health and inflammation. *Nat. Rev. Immunol.* 13, 159-175. 10.1038/nri339923435331

[DEV204395C29] Laflamme, M. A. and Murry, C. E. (2011). Heart regeneration. *Nature* 473, 326-335. 10.1038/nature1014721593865 PMC4091722

[DEV204395C30] Lai, S.-L., Marín-Juez, R., Moura, P. L., Kuenne, C., Lai, J. K. H., Tsedeke, A. T., Guenther, S., Looso, M. and Stainier, D. Y. R. (2017). Reciprocal analyses in zebrafish and medaka reveal that harnessing the immune response promotes cardiac regeneration. *eLife* 6, e25605. 10.7554/eLife.2560528632131 PMC5498136

[DEV204395C31] Levic, D. S., Yamaguchi, N., Wang, S., Knaut, H. and Bagnat, M. (2021). Knock-in tagging in zebrafish facilitated by insertion into non-coding regions. *Development* 148, dev199994. 10.1242/dev.19999434495314 PMC8513609

[DEV204395C32] Liao, Y., Smyth, G. K. and Shi, W. (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics* 30, 923-930. 10.1093/bioinformatics/btt65624227677

[DEV204395C33] Litviňuková, M., Talavera-López, C., Maatz, H., Reichart, D., Worth, C. L., Lindberg, E. L., Kanda, M., Polanski, K., Heinig, M., Lee, M. et al. (2020). Cells of the adult human heart. *Nature* 588, 466-472. 10.1038/s41586-020-2797-432971526 PMC7681775

[DEV204395C34] Liu, P., Chen, Y., Zhang, Z., Yuan, Z., Sun, J.-G., Xia, S., Cao, X., Chen, J., Zhang, C.-J., Chen, Y. et al. (2023). Noncanonical contribution of microglial transcription factor NR4A1 to post-stroke recovery through TNF mRNA destabilization. *PLoS Biol.* 21, e3002199. 10.1371/journal.pbio.300219937486903 PMC10365314

[DEV204395C35] Lodrini, A. M. and Goumans, M.-J. (2021). Cardiomyocytes cellular phenotypes after myocardial infarction. *Front. Cardiovasc. Med.* 8, 750510. 10.3389/fcvm.2021.75051034820429 PMC8606669

[DEV204395C36] Love, M. I., Huber, W. and Anders, S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 15, 550. 10.1186/s13059-014-0550-825516281 PMC4302049

[DEV204395C37] Ma, H., Liu, Z., Yang, Y., Feng, D., Dong, Y., Garbutt, T. A., Hu, Z., Wang, L., Luan, C., Cooper, C. D. et al. (2021). Functional coordination of non-myocytes plays a key role in adult zebrafish heart regeneration. *EMBO Rep.* 22, e52901. 10.15252/embr.20215290134523214 PMC8567231

[DEV204395C38] Maderna, P. and Godson, C. (2003). Phagocytosis of apoptotic cells and the resolution of inflammation. *Biochim. Biophys. Acta* 1639, 141-151. 10.1016/j.bbadis.2003.09.00414636945

[DEV204395C39] Marjoram, L., Alvers, A., Deerhake, M. E., Bagwell, J., Mankiewicz, J., Cocchiaro, J. L., Beerman, R. W., Willer, J., Sumigray, K. D., Katsanis, N. et al. (2015). Epigenetic control of intestinal barrier function and inflammation in zebrafish. *Proc. Natl. Acad. Sci. USA* 112, 2770-2775. 10.1073/pnas.142408911225730872 PMC4352795

[DEV204395C40] Marro, J., Pfefferli, C., de Preux Charles, A.-S., Bise, T. and Jaźwińska, A. (2016). Collagen XII contributes to epicardial and connective tissues in the zebrafish heart during ontogenesis and regeneration. *PLoS ONE* 11, e0165497. 10.1371/journal.pone.016549727783651 PMC5081208

[DEV204395C41] Mitroulis, I., Alexaki, V. I., Kourtzelis, I., Ziogas, A., Hajishengallis, G. and Chavakis, T. (2015). Leukocyte integrins: role in leukocyte recruitment and as therapeutic targets in inflammatory disease. *Pharmacol. Ther.* 147, 123-135. 10.1016/j.pharmthera.2014.11.00825448040 PMC4324083

[DEV204395C42] Nauseef, W. M. and Borregaard, N. (2014). Neutrophils at work. *Nat. Immunol.* 15, 602-611. 10.1038/ni.292124940954

[DEV204395C43] Neher, M. D., Weckbach, S., Flierl, M. A., Huber-Lang, M. S. and Stahel, P. F. (2011). Molecular mechanisms of inflammation and tissue injury after major trauma--is complement the “bad guy”? *J. Biomed. Sci.* 18, 90. 10.1186/1423-0127-18-9022129197 PMC3247859

[DEV204395C44] Peiseler, M. and Kubes, P. (2019). More friend than foe: the emerging role of neutrophils in tissue repair. *J. Clin. Invest.* 129, 2629-2639. 10.1172/JCI12461631205028 PMC6597202

[DEV204395C45] Poss, K. D., Wilson, L. G. and Keating, M. T. (2002). Heart regeneration in zebrafish. *Science* 298, 2188-2190. 10.1126/science.107785712481136

[DEV204395C46] Prince, L. R., Prosseda, S. D., Higgins, K., Carlring, J., Prestwich, E. C., Ogryzko, N. V., Rahman, A., Basran, A., Falciani, F., Taylor, P. et al. (2017). NR4A orphan nuclear receptor family members, NR4A2 and NR4A3, regulate neutrophil number and survival. *Blood* 130, 1014-1025. 10.1182/blood-2017-03-77016428637666 PMC5570679

[DEV204395C47] Riwaldt, S., Corydon, T. J., Pantalone, D., Sahana, J., Wise, P., Wehland, M., Kruger, M., Melnik, D., Kopp, S., Infanger, M. et al. (2021). Role of apoptosis in wound healing and apoptosis alterations in microgravity. *Front. Bioeng. Biotechnol.* 9, 679650. 10.3389/fbioe.2021.67965034222218 PMC8248797

[DEV204395C48] Ryan, R., Moyse, B. R. and Richardson, R. J. (2020). Zebrafish cardiac regeneration-looking beyond cardiomyocytes to a complex microenvironment. *Histochem. Cell Biol.* 154, 533-548. 10.1007/s00418-020-01913-632926230 PMC7609419

[DEV204395C49] Sánchez-Iranzo, H., Galardi-Castilla, M., Sanz-Morejón, A., González-Rosa, J. M., Costa, R., Ernst, A., Sainz De Aja, J., Langa, X. and Mercader, N. (2018). Transient fibrosis resolves via fibroblast inactivation in the regenerating zebrafish heart. *Proc. Natl. Acad. Sci. USA* 115, 4188-4193. 10.1073/pnas.171671311529610343 PMC5910827

[DEV204395C50] Sanz-Morejón, A. and Mercader, N. (2020). Recent insights into zebrafish cardiac regeneration. *Curr. Opin. Genet. Dev.* 64, 37-43. 10.1016/j.gde.2020.05.02032599303

[DEV204395C51] Schett, G. and Neurath, M. F. (2018). Resolution of chronic inflammatory disease: universal and tissue-specific concepts. *Nat. Commun.* 9, 3261. 10.1038/s41467-018-05800-630111884 PMC6093916

[DEV204395C52] Silva, M. T. (2011). Macrophage phagocytosis of neutrophils at inflammatory/infectious foci: a cooperative mechanism in the control of infection and infectious inflammation. *J. Leukoc. Biol.* 89, 675-683. 10.1189/jlb.091053621169518

[DEV204395C53] Strecker, J.-K., Liebmann, M., Revenstorff, J., Beuker, C., Schmidt-Pogoda, S., Hucke, S., Vogl, T., Roth, J., Thomas, C., Kuhlmann, T. et al. (2022). The nuclear receptor NR4A1 restrains neutrophil granulocyte mediated brain damage in cerebral ischemia. *bioRxiv* preprint. 10.1101/2022.02.27.482146

[DEV204395C54] Tacke, R., Hilgendorf, I., Garner, H., Waterborg, C., Park, K., Nowyhed, H., Hanna, R. N., Wu, R., Swirski, F. K., Geissmann, F. et al. (2015). The transcription factor NR4A1 is essential for the development of a novel macrophage subset in the thymus. *Sci. Rep.* 5, 10055. 10.1038/srep1005526091486 PMC4473761

[DEV204395C55] Tzahor, E. and Poss, K. D. (2017). Cardiac regeneration strategies: staying young at heart. *Science* 356, 1035-1039. 10.1126/science.aam589428596337 PMC5614484

[DEV204395C56] Wajant, H. and Siegmund, D. (2019). TNFR1 and TNFR2 in the control of the life and death balance of macrophages. *Front. Cell. Dev. Biol.* 7, 91. 10.3389/fcell.2019.0009131192209 PMC6548990

[DEV204395C57] Wang, J., Panáková, D., Kikuchi, K., Holdway, J. E., Gemberling, M., Burris, J. S., Singh, S. P., Dickson, A. L., Lin, Y.-F., Sabeh, M. K. et al. (2011). The regenerative capacity of zebrafish reverses cardiac failure caused by genetic cardiomyocyte depletion. *Development.* 138, 3421-3430. 10.1242/dev.06860121752928 PMC3143562

[DEV204395C58] Watanabe, S., Alexander, M., Misharin, A. V. and Budinger, G. R. S. (2019). The role of macrophages in the resolution of inflammation. *J. Clin. Invest.* 129, 2619-2628. 10.1172/JCI12461531107246 PMC6597225

[DEV204395C59] Westman, J., Grinstein, S. and Marques, P. E. (2020). Phagocytosis of necrotic debris at sites of injury and inflammation. *Front. Immunol.* 10, 3030. 10.3389/fimmu.2019.0303031998312 PMC6962235

[DEV204395C60] Witherel, C. E., Abebayehu, D., Barker, T. H. and Spiller, K. L. (2019). Macrophage and fibroblast interactions in biomaterial-mediated fibrosis. *Adv. Healthc. Mater.* 8, e1801451. 10.1002/adhm.20180145130658015 PMC6415913

[DEV204395C61] Woodruff, T. M., Wu, M. C.-L., Morgan, M., Bain, N. T., Jeanes, A., Lipman, J., Ting, M. J., Boyd, A. W., Taylor, S. M. and Coulthard, M. G. (2016). Epha4-Fc treatment reduces ischemia/reperfusion-induced intestinal injury by inhibiting vascular permeability. *Shock* 45, 184-191. 10.1097/SHK.000000000000049426771935

[DEV204395C62] Wu, T., Hu, E., Xu, S., Chen, M., Guo, P., Dai, Z., Feng, T., Zhou, L., Tang, W., Zhan, L. et al. (2021). clusterProfiler 4.0: a universal enrichment tool for interpreting omics data. *Innovation (Camb)*2, 100141. 10.1016/j.xinn.2021.10014134557778 PMC8454663

[DEV204395C63] Wynn, T. A. (2008). Cellular and molecular mechanisms of fibrosis. *J. Pathol.* 214, 199-210. 10.1002/path.227718161745 PMC2693329

[DEV204395C64] Yang, P., Chen, Z., Huang, W., Zhang, J., Zou, L. and Wang, H. (2023). Communications between macrophages and cardiomyocytes. *Cell Commun. Signal.* 21, 206. 10.1186/s12964-023-01202-437587464 PMC10428630

# Supplementary material for: Nr4a1 modulates inflammation and heart regeneration in zebrafish
**Source:** Development. 2025 Jul 11;152(20):dev204395. doi: 10.1242/dev.204395
**Supplement:** Supplementary information

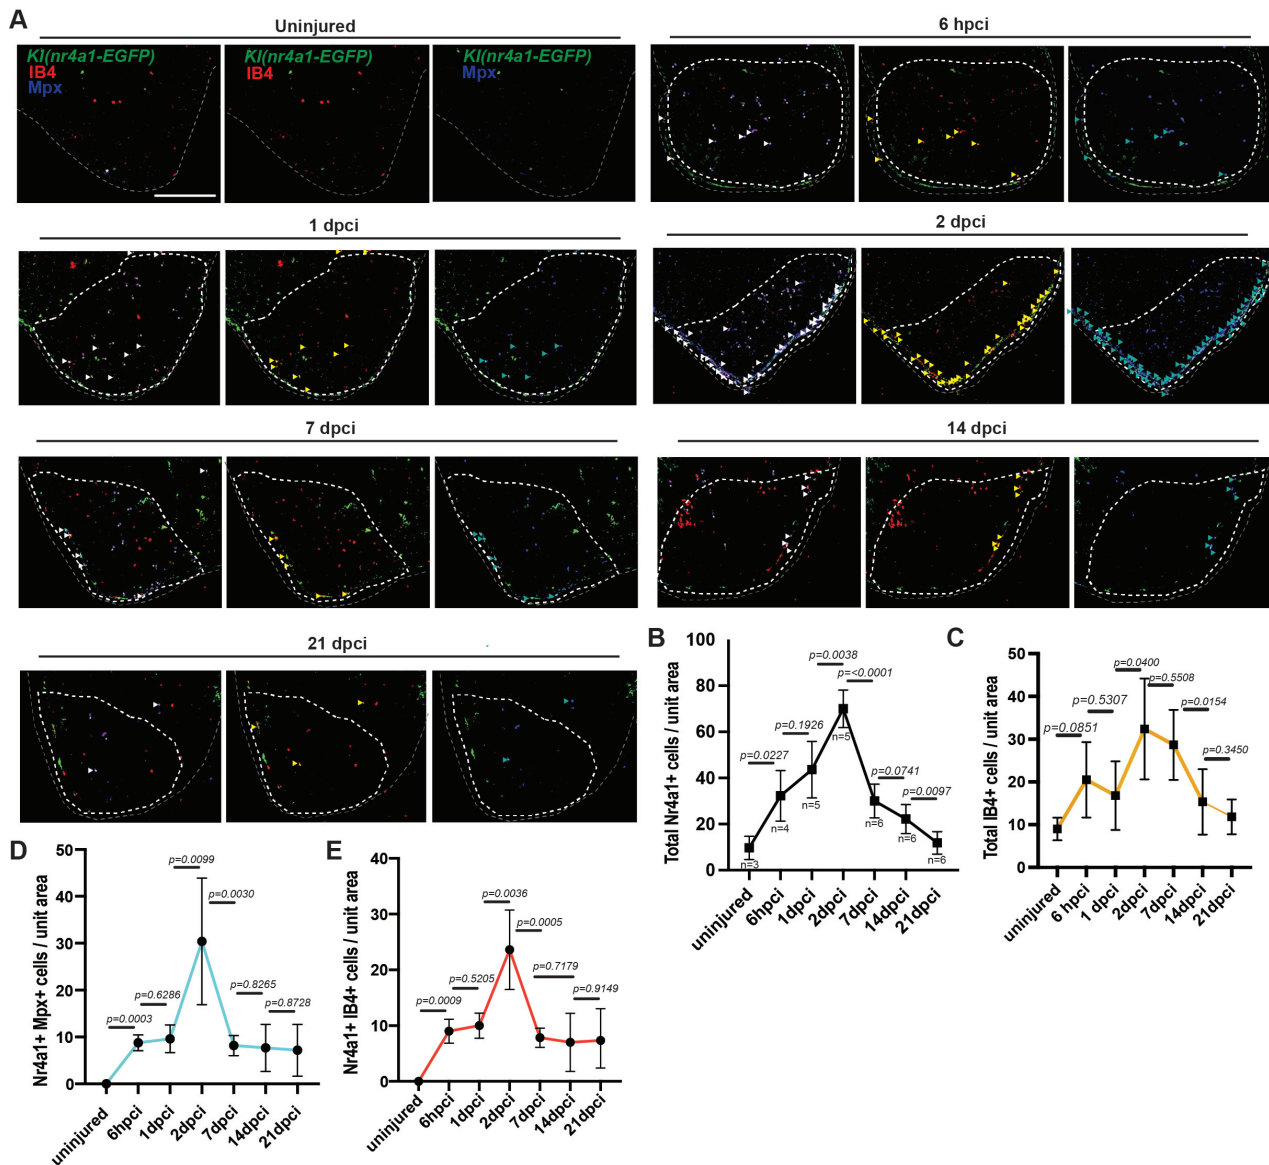

**Fig. S1. Dynamics of Nr4a1+ cells in comparison with neutrophils and macrophages after cardiac injury.**

(A) Fluorescence signals from immuno-labeled Nr4a1 positive cells (GFP; green), neutrophils (Mpx; blue), and macrophages (IB4; red) in and near the wound area at multiple time points after injury, respectively. White dash lines mark the injured area. (B, C) Temporal dynamics of Nr4a1+ cell or IB4+ macrophage numbers across different stages after injury, respectively. (D, E) Temporal dynamics of double positive cell numbers across different stages after injury, respectively. White arrowheads in A indicate the triple-labeled signals (Left); Yellow arrowheads in A indicate the Nr4a1&IB4 double-double labeled signals (Middle); Cyan arrowheads in A indicate the Nr4a1&Mpx double labeled signals (Right); White asterisk in A (Left) indicate the Mpx&IB4 double positive signals; The entire image in A represents a unit area. A two-tailed unpaired t-test is used. P-values<0.05 were considered statistically significant. Scale bar =275 μm.

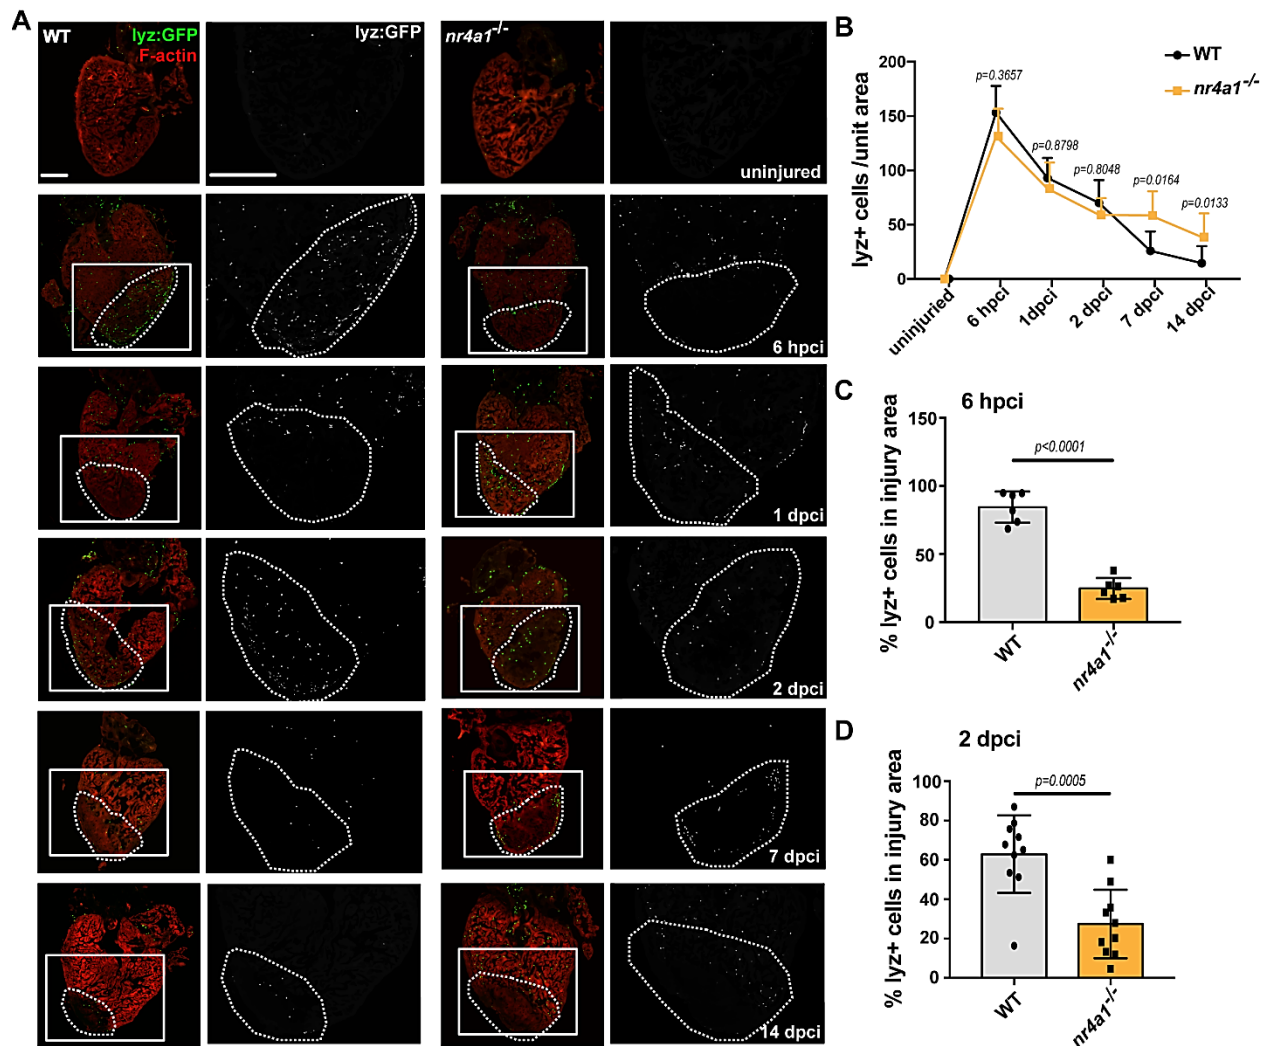

**Fig. S2. Distribution of *lyz:eGFP*<sup>+</sup> neutrophils in *nr4a1* mutant**

(A) Neutrophil distribution in wt and *nr4a1* mutant at different stages after injury. (B) Temporal dynamics of neutrophil number across different stages after injury. The sample number 'n' is marked in the plot. (C, D) Percentage of neutrophil number in the wounded sites per unit area. Symbols show the sample number. Dash lines mark the wounded area. Box regions mark the approximate positions for quantification. A two-way ANOVA with Sidak test for multiple comparison correction is used in panel B. Two-tailed unpaired t-test is used in panels C and D. P-values<0.05 were considered statistically significant. Scale bar: A=275  $\mu$ m.

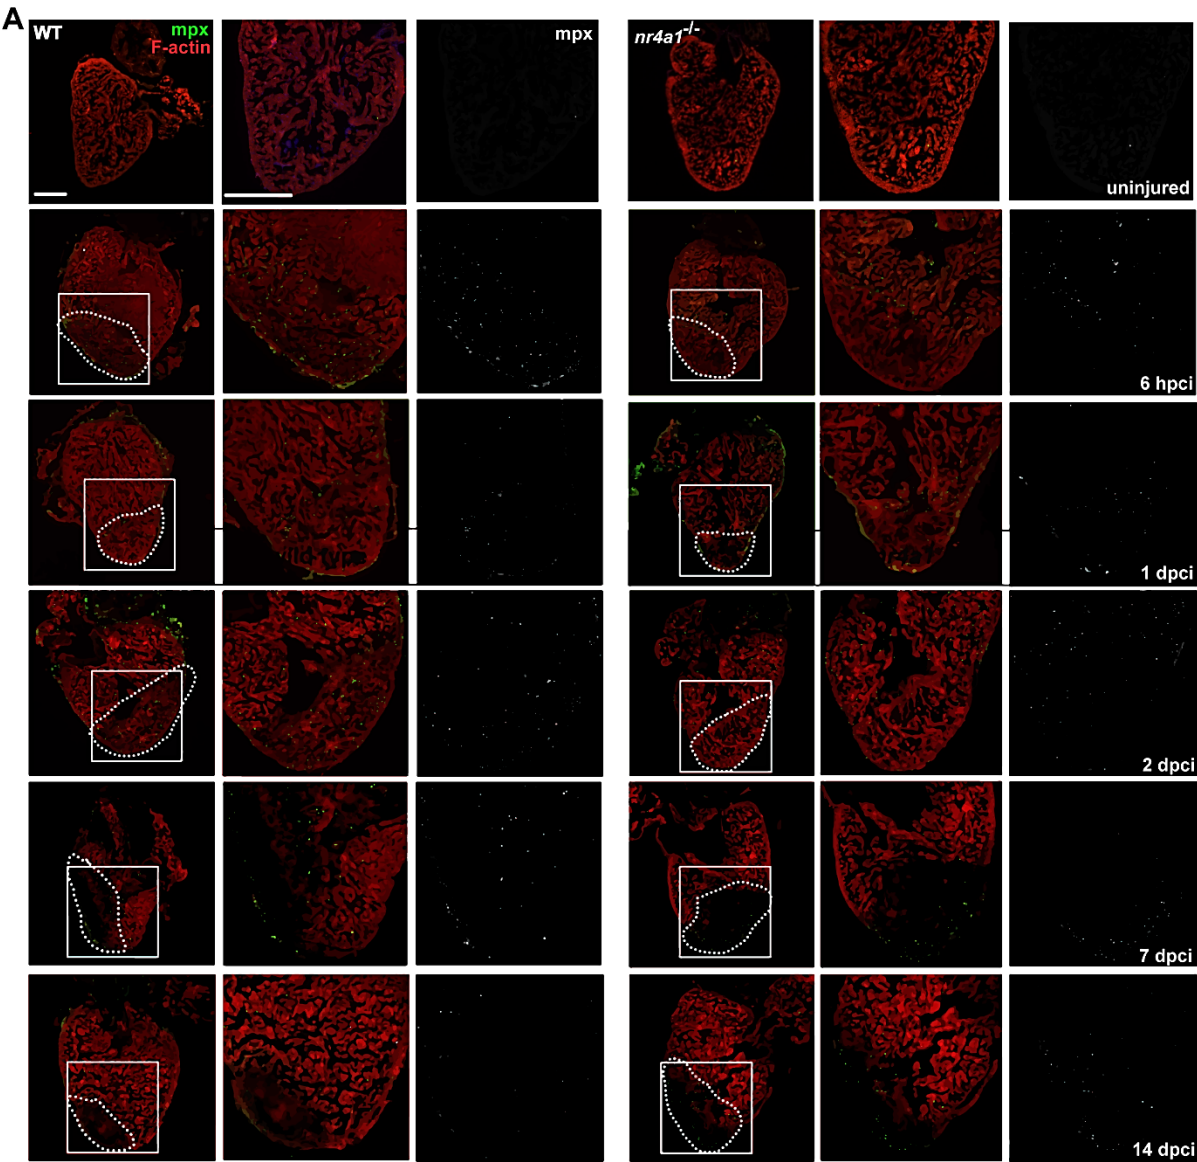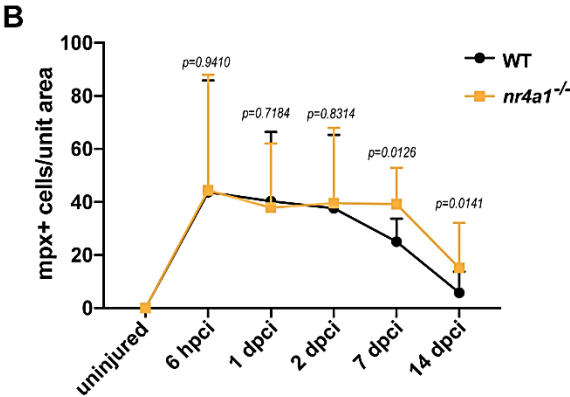

**Fig. S3. Distribution of Mpx<sup>+</sup> neutrophils in *nr4a1* mutant**

(A) Neutrophil distribution in wt and *nr4a1* mutant at different stages after injury. (B) Temporal dynamics of neutrophil number across different stages after injury. The sample number 'n' is marked in the plot. Dash lines mark the wounded area. Box regions mark the approximate positions for quantification. A two-way ANOVA with Sidak test for multiple comparison correction is used in panel B. P-values<0.05 were considered statistically significant. Scale bar: A=275  $\mu$ m.

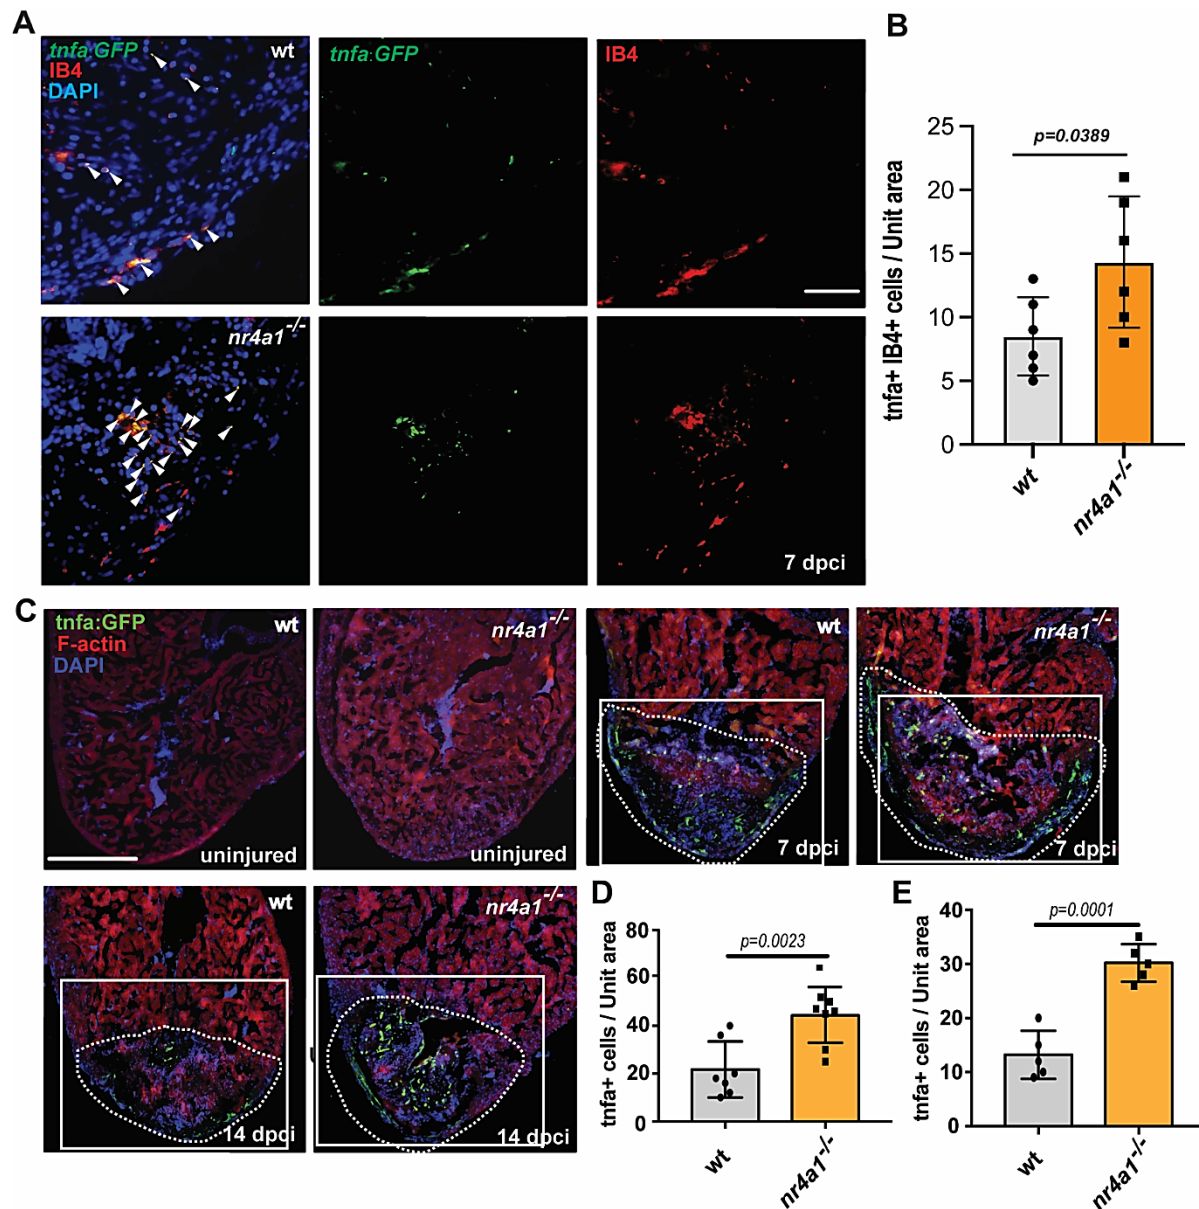

**Fig. S4. Increased number of *tnfa:eGFP*<sup>+</sup> inflammatory macrophages in *nr4a1* mutant**

(A) Immunohistochemistry for GFP coupled with IB4 staining on 7 dpci sections from wt and *nr4a1* mutant fish carrying *tnfa:gfp* transgene. (B) Quantification of the number of *tnfa*<sup>+</sup>/IB4<sup>+</sup> cells in the injured area. Arrows mark the *tnfa*<sup>+</sup>/IB4<sup>+</sup> cells. (C) Distribution of inflammatory macrophages in wt and *nr4a1* mutant at different stages. (D) Quantification of the number of inflammatory macrophages per unit area at 7 dpci. (E) Quantification of the number of inflammatory macrophages per unit area at 14 dpci. Dash lines mark the wounded area. Box regions in C mark the approximate positions for quantification. The entire image in A represents a unit area. A two-tailed unpaired t-test is used. P-values<0.05 were considered statistically significant. Scale bar: A=25  $\mu$ m. C=275  $\mu$ m.

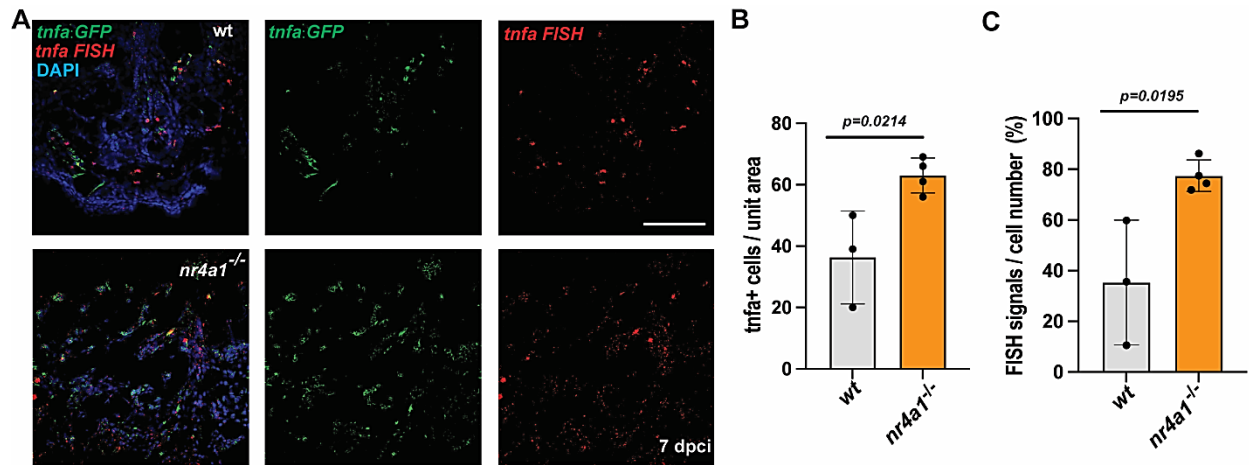

**Fig. S5. Increased *tnfa* mRNA signals in *nr4a1* mutant**

(A) Concurrent RNAscope *in situ* hybridization for *tnfa* and immunostaining for GFP on 7 dpci sections from wt and *nr4a1* mutant fish carrying *tnfa:eGFP* transgene. (B, C) Quantification of the number of *tnfa:eGFP*<sup>+</sup> cells and the relative *tnfa* mRNA signals normalized to *tnfa:eGFP*<sup>+</sup> cells, respectively. A two-tailed unpaired t-test is used. P-values<0.05 were considered statistically significant. Scale bar=75 μm.

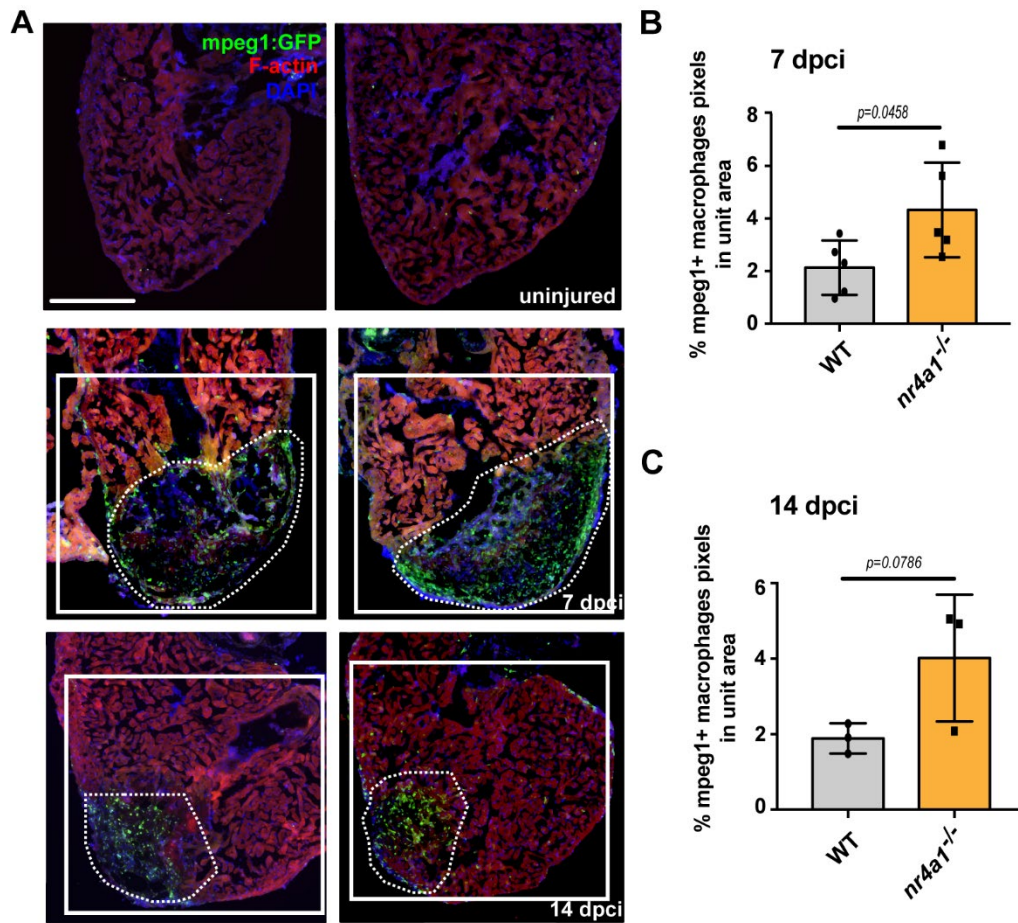

**Fig. S6. Increased number of *mpeg1:eGFP*<sup>+</sup> macrophages in *nr4a1* mutant**

(A) Macrophage distribution in wt and *nr4a1* mutant at different stages from heart sections. (B) Quantification of macrophage number per unit area at 7 dpci. (C) Quantification of macrophage number per unit area at 14 dpci. Dash lines show the wounded area. Box regions show the approximate positions for quantification. A two-tailed unpaired t-test is used. P-values<0.05 were considered statistically significant. Scale bar: A=275 μm.

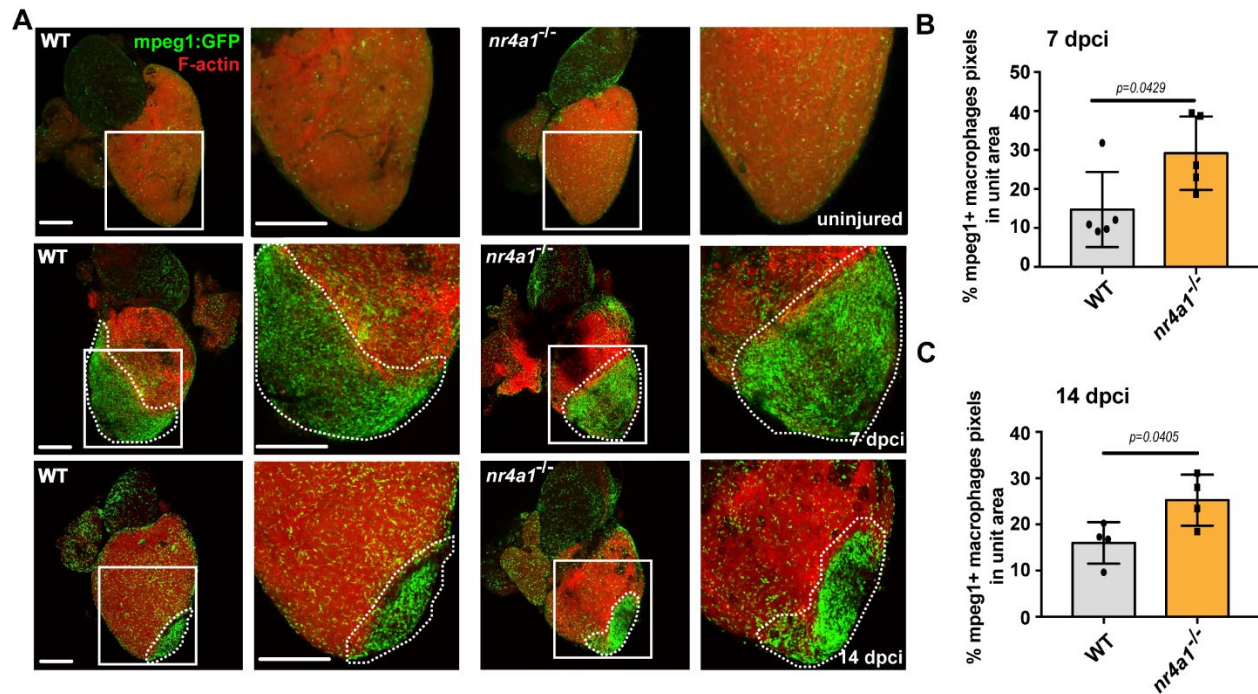

**Fig. S7. *mpeg1*: *eGFP*<sup>+</sup> macrophages in *nr4a1* mutant hearts**

(A) Macrophages distribution in wt and *nr4a1* mutant at different stages from whole heart samples. (B) Quantification of macrophage number per unit area at 7 dpci. (C) Quantification of macrophage number per unit area at 14 dpci. Dash lines mark the wounded area. Box regions mark the approximate positions for quantification. A two-tailed unpaired t-test is used. P-values<0.05 were considered statistically significant. Scale bar: A=275 μm.

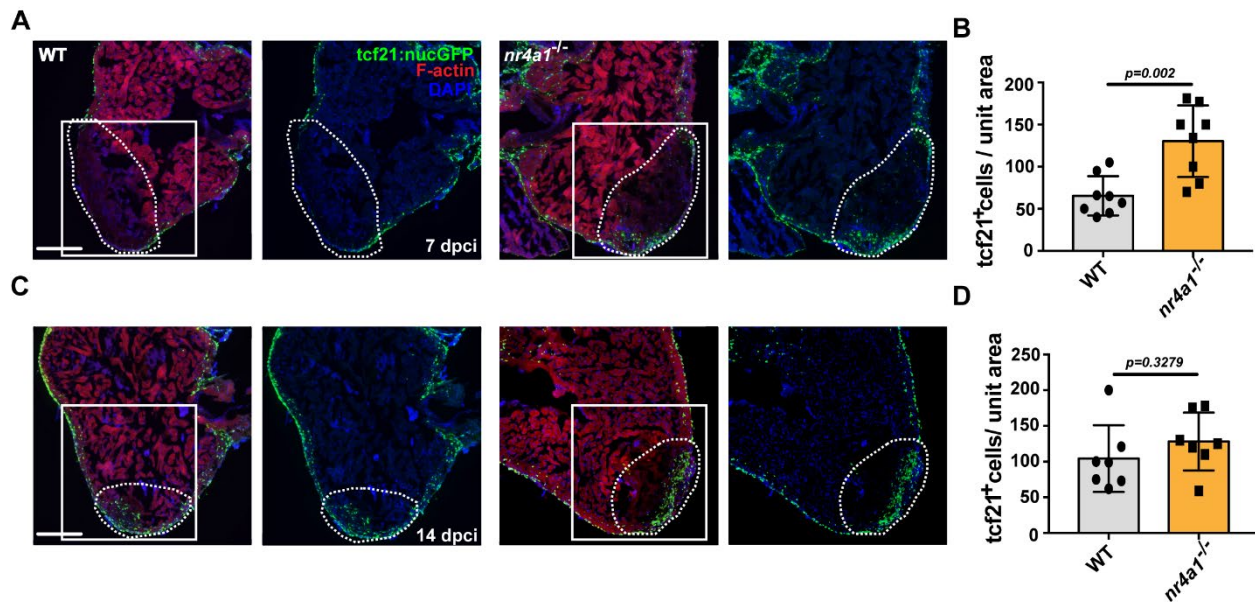

**Fig. S8. Distribution of fibroblasts at 7 and 14 dpci after injury**

(A, C) Distribution of fibroblasts in the cardiac section of wt and *nr4a1* mutant at 7 and 14 dpci. (B, D) Quantification of fibroblasts per unit area in the wt and *nr4a1* mutant heart at different stages post-injury. Symbols show the individual sample number. A two-tailed unpaired t-test is used. P-values<0.05 were considered statistically significant. Scale bar: A, C=300  $\mu$ m.

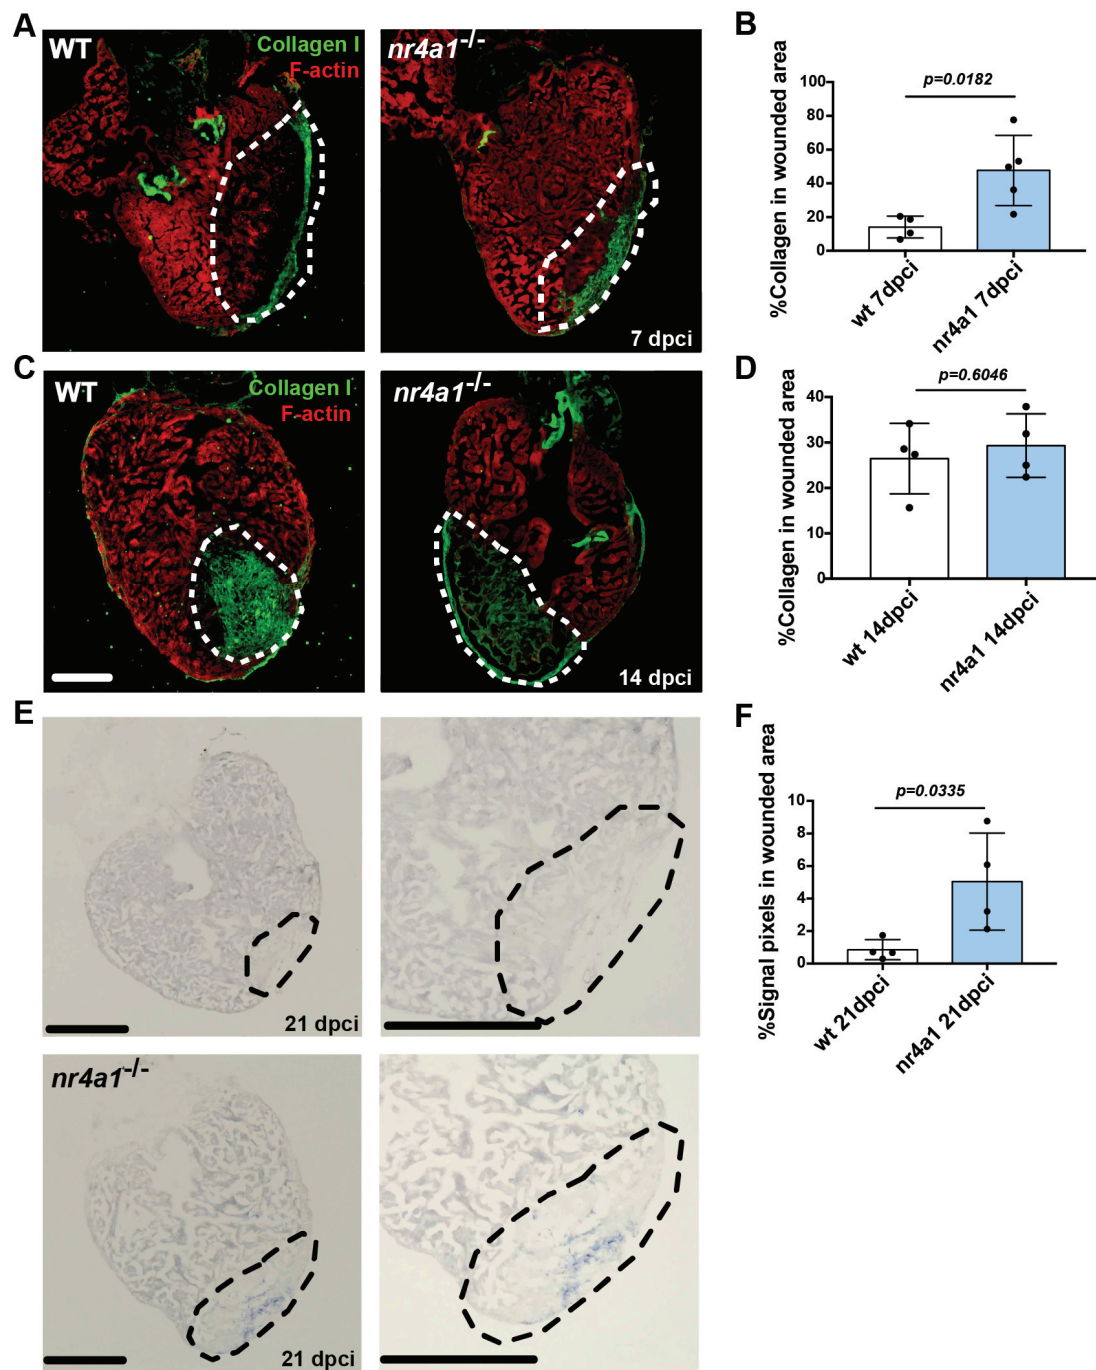

**Fig. S9. Collagen deposition and *postnb* expression in *nr4a1* mutant**

(A, C) Collagen deposition, as revealed by collagen I antibody staining, in wt and *nr4a1* mutant at 7 dpci and 14 dpci, respectively. (B, D) Quantification of collagen deposition in the wounded area of wt and *nr4a1* mutant hearts at different stages post-injury. (E) *In situ* hybridization of *postnb* in wt and *nr4a1* mutant at 21 dpci. (F) Quantification of *postnb* expression in wt and *nr4a1* mutant at 21 dpci. Symbols show the individual sample number. A two-tailed unpaired t-test is used. P-values<0.05 were considered statistically significant. Scale bar: A, C=275  $\mu$ m. E=300  $\mu$ m.

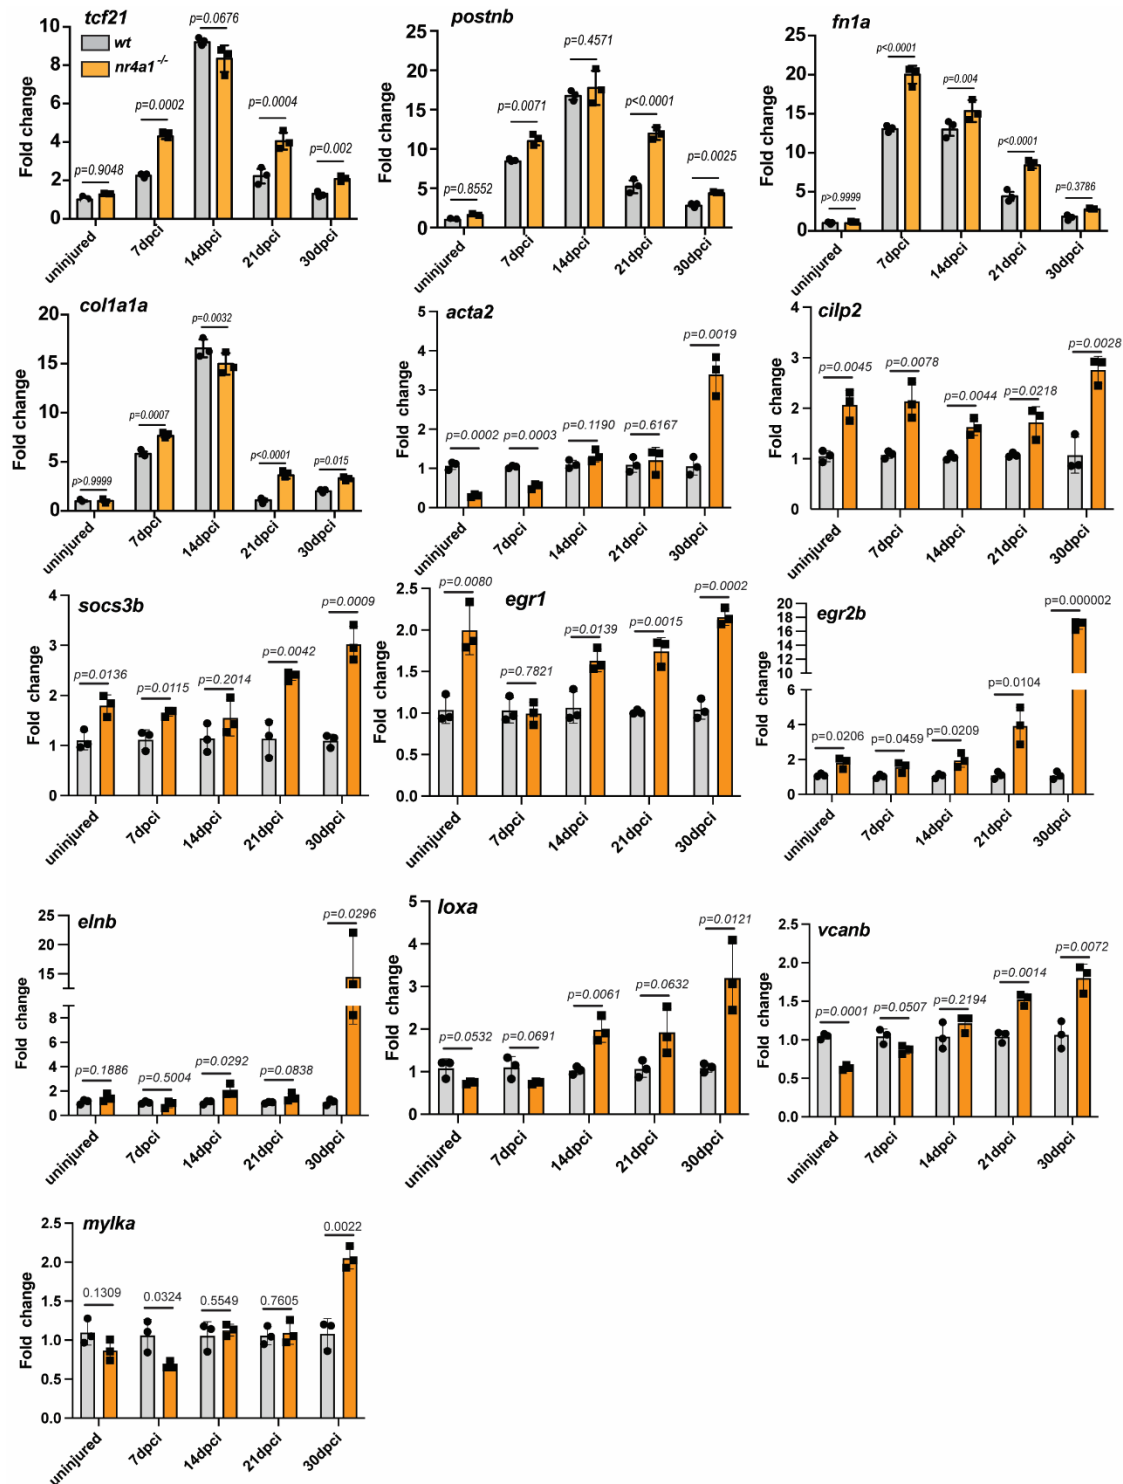

**Fig. S10. Aberrant expression of ECM genes in *nr4a1* mutant upon cardiac injury**

qPCR of both regenerative and profibrotic ECM genes in the hearts of indicated genotypes. Fold changes of *tcf21*, *postnb*, *fn1a* and *colla1a* are calculated relative to the expression in uninjured wt hearts. Fold changes for the rest of genes are calculated relative to expression of control groups at different injured stages. Two-way ANOVA with Sidak test for multiple comparison correction. P-values<0.05 were considered to be statistically significant.

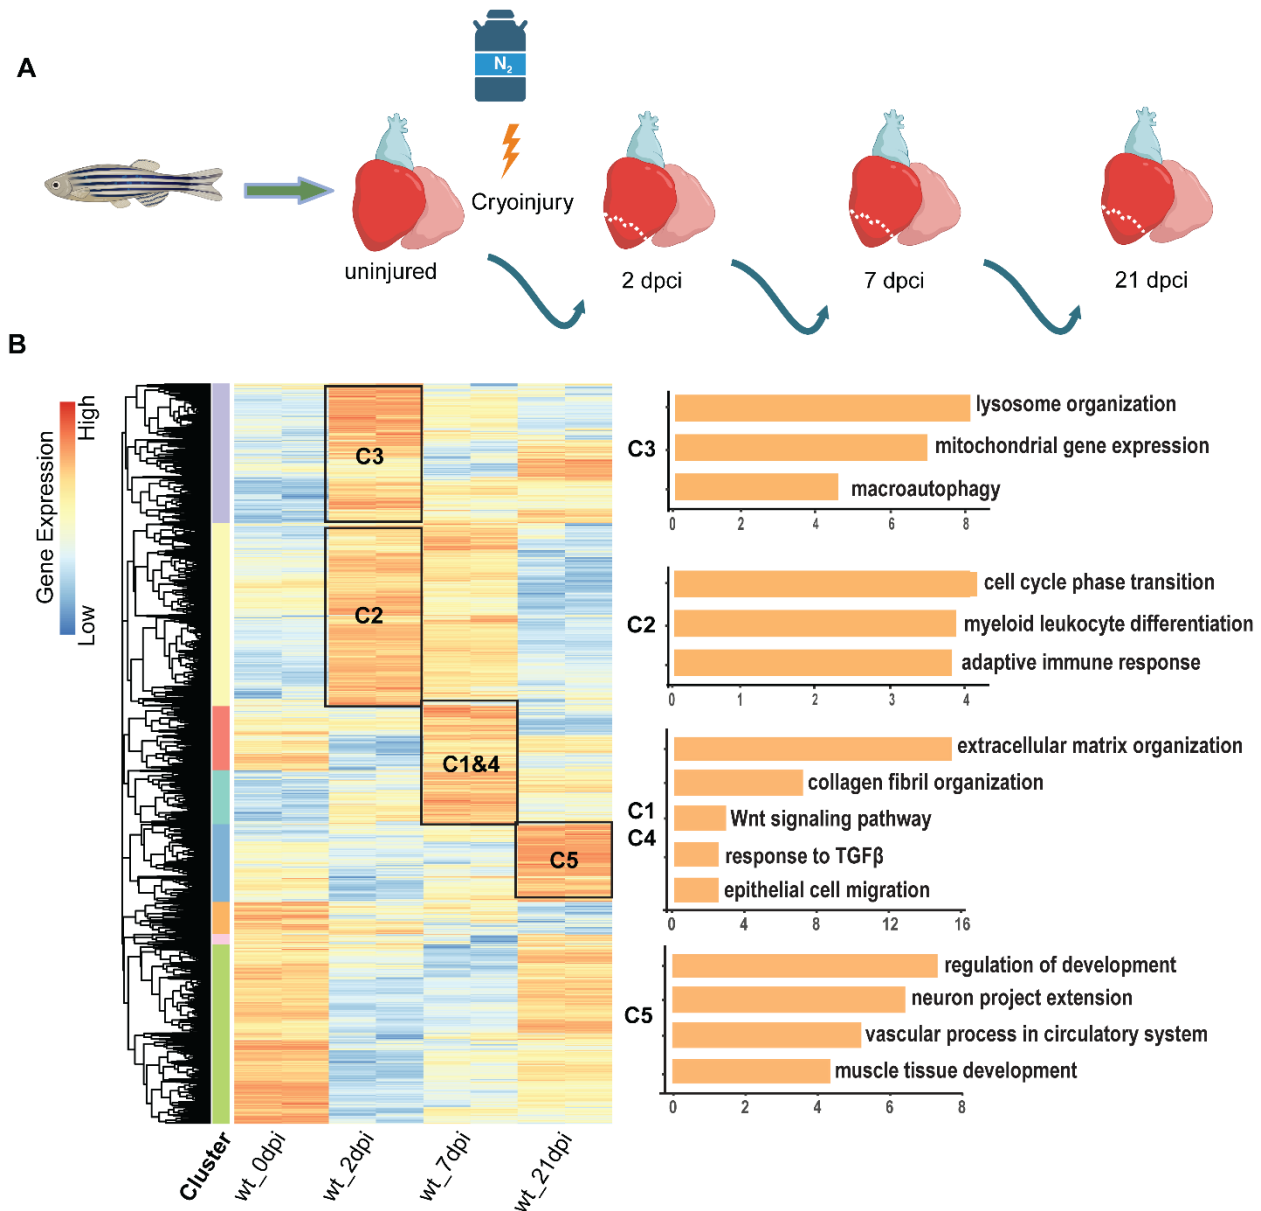

**Fig. S11. Transcriptomic profiling of control and mutant hearts across multiple time points**

(A) Schematic images showing the workflow for bulk RNA sequencing. Created in BioRender by Feng, D., 2025. <https://BioRender.com/zwisodr>. This figure was sublicensed under CC-BY 4.0 terms. (B) Hierarchical clustering heatmap of DEGs in control hearts across multiple time points with predicted GO terms listed in the right panels.

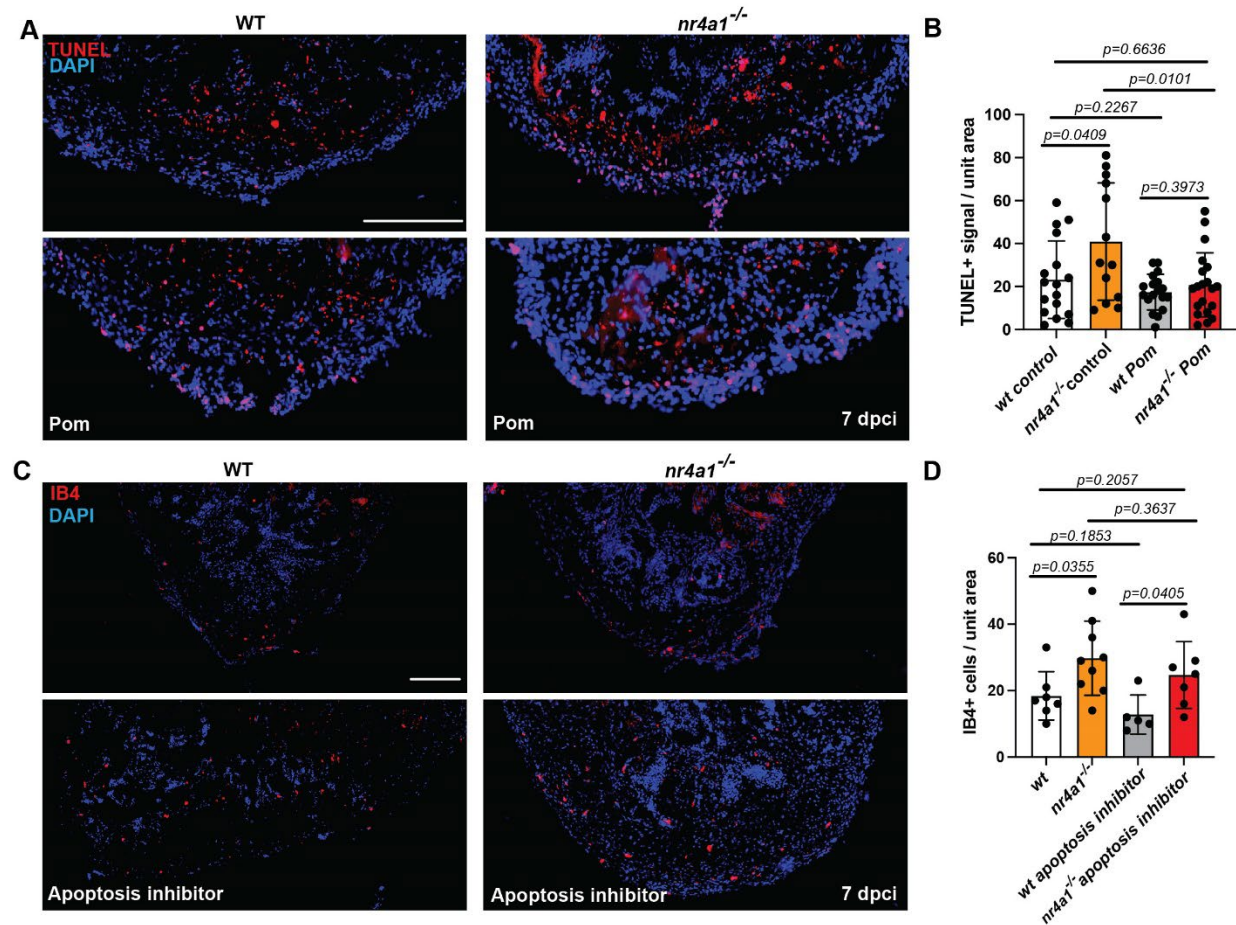

**Fig. S12. Anti-inflammation treatment inhibits apoptosis in *nr4a1* mutant hearts**

(A) TUNEL staining in wt and *nr4a1* mutants with Pom treatment at 7 dpci. (B) Quantification of TUNEL+ cells after Pom treatment at 7 dpci. (C) IB4 staining in wt and *nr4a1* mutants after apoptosis inhibitor treatment at 7 dpci. (D) Quantification of IB4+ cells after apoptosis inhibitor treatment at 7 dpci. The entire image in A and C represents a unit area. Symbols show the sample number. A two-tailed unpaired t-test is used. P-values<0.05 were considered statistically significant. Scale bar in A=275 μm, C=100 μm.

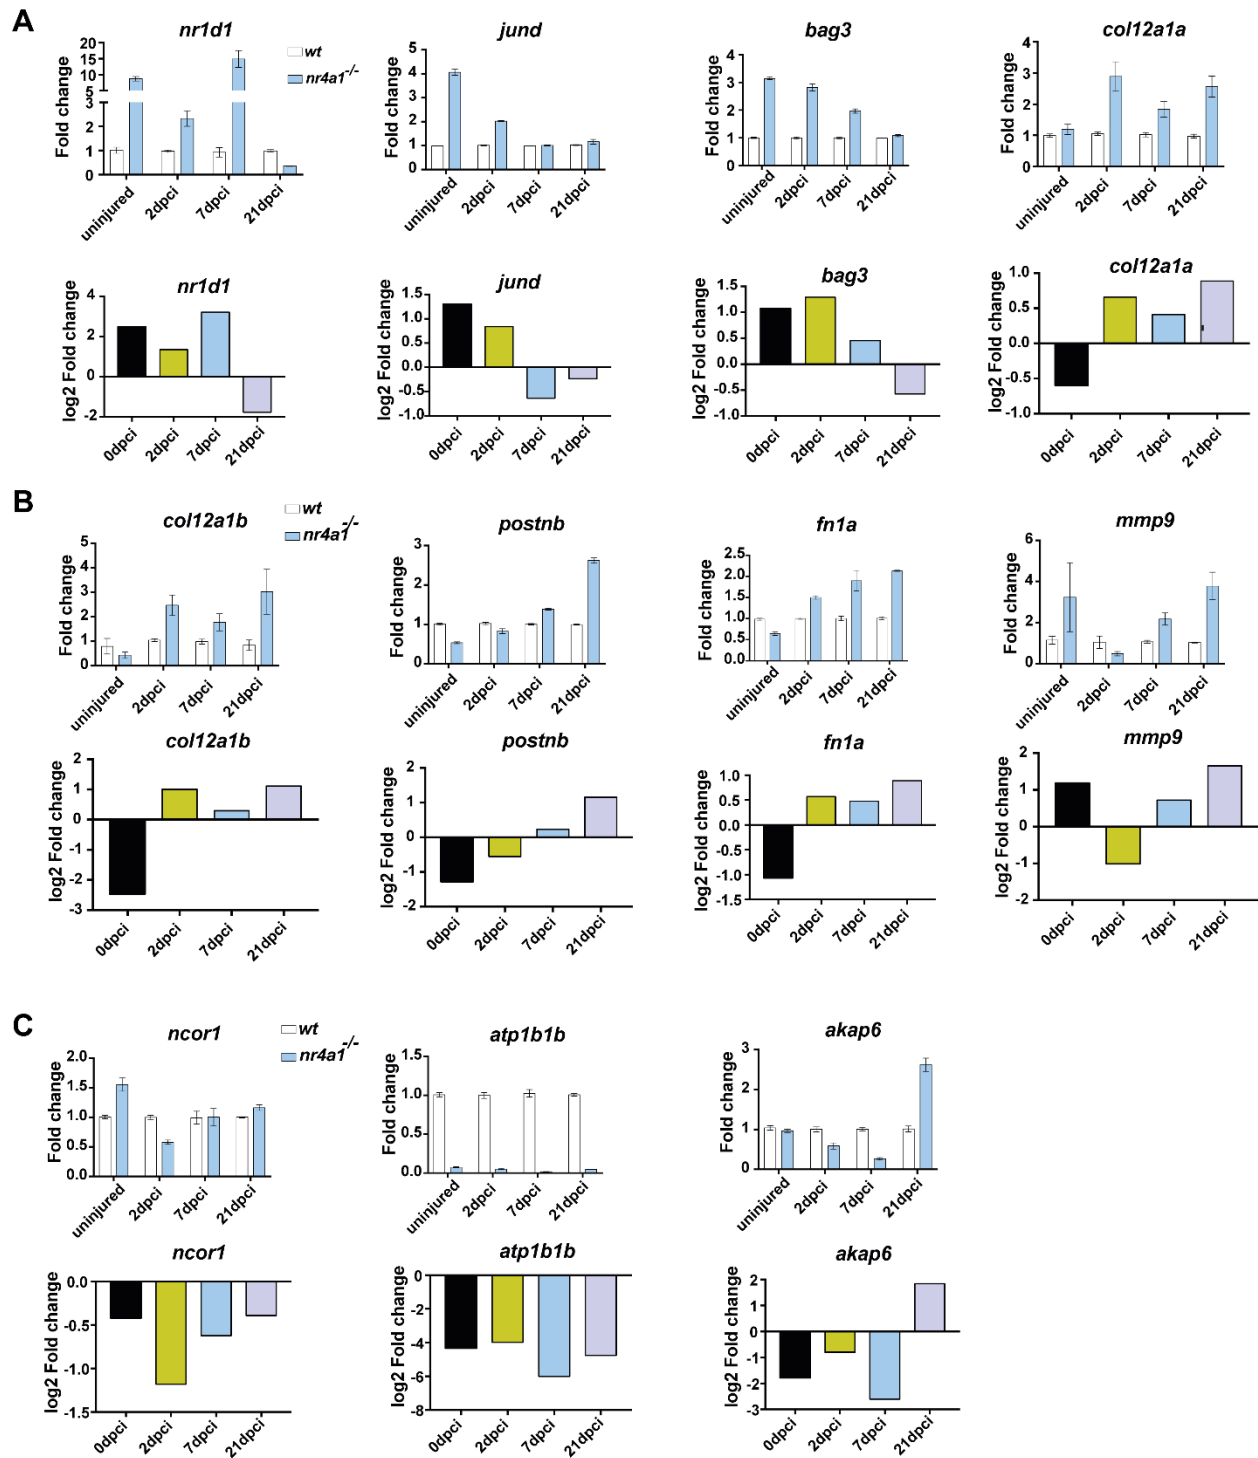

**Fig. S13. Validation of the expression of the DEGs identified in transcriptomic profiling using qRT-PCR**

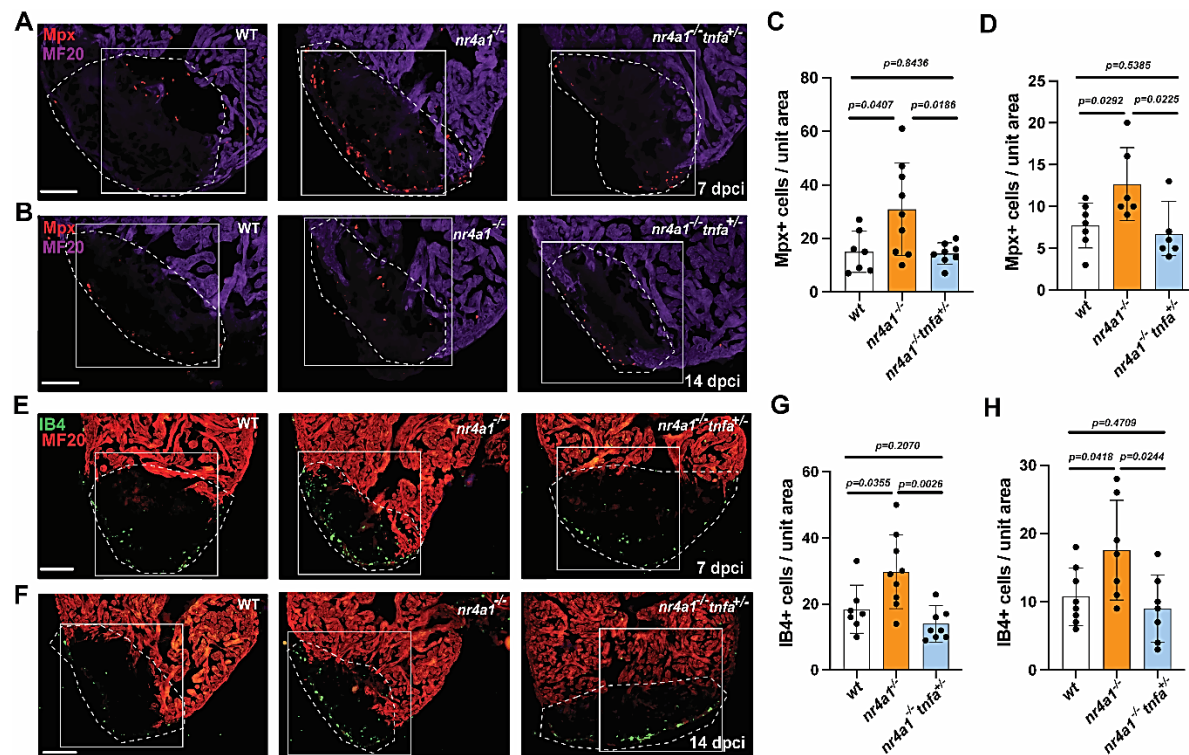

**Fig. S14. *tnfa*<sup>+/-</sup> rescues the neutrophil and macrophage responses in *nr4a1*<sup>-/-</sup> regenerating hearts**

(A, B) Representative cardiac section images of neutrophils distribution in three groups at 7 dpci and 14 dpci, respectively, stained with antibodies against Mpx; (C, D) Quantification of neutrophil numbers at 7 and 14 dpci, respectively; (E, F) isolectin-B4 (IB4) stained macrophages distribution at 7 dpci and 14 dpci, respectively; (G, H) Quantification of macrophage numbers at 7 and 14 dpci. Dash lines mark the injured area. Box regions show the approximate positions for quantification. A two-tailed unpaired t-test is used. P-values<0.05 were considered to be statistically significant. Scale bar =100  $\mu$ m.

**Table S1. The sequences of primers used in the study.**

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204395#supplementary-data>

## Supplementary Materials and Methods

### Quantification of staining and cell populations

All image analyses were performed using Fiji software. The percentage of the wounded area in AFOG staining and in MF20 staining at 30 dpci was quantified by outlining the region of interest in Fiji. For the regeneration score (%) in MF20 staining at 60 dpci, hearts were classified as fully regenerated (intact myocardial wall in the wounded area), partially regenerated (partially restored myocardial wall) or non-regenerated (minimal or no myocardial structure in the wounded area).

Cell numbers, including Nr4a1<sup>+</sup> cells in TgKI(nr4a1-eGFP), mpx<sup>+</sup> cells, IB4<sup>+</sup> cells and GFP<sup>+</sup> cells in TgBAC(tnfa:EGFP), Tg(lyz:EGFP) and Tg(tcf21:nucGFP) sections, were manually counted using Fiji. GFP<sup>+</sup> cells in whole-mount Tg(lyz:EGFP) samples were quantified in the same way per unit area. Cardiomyocyte proliferation (PCNA staining) was quantified as the number of nuclei co-labeled with Nkx2.5 (red) and PCNA (green), appearing yellow, divided by the total number of Nkx2.5<sup>+</sup> nuclei within defined unit areas shown in the figures.

For neutrophil quantification, the percentage in the wounded area was calculated as (number of neutrophils in the wounded area / total neutrophils per unit area)  $\times$  100.

When dense cell accumulation [e.g., in TgBAC(tnfa:EGFP) and Tg(mpeg1:EGFP)] made individual cell counting impractical, a threshold-based approach in Fiji was used. TIFF images were converted to 8-bit grayscale, the wounded area was outlined and duplicated, and threshold values were applied [90 for whole-heart TgBAC(tnfa:EGFP) and Tg(mpeg1:EGFP) samples; 40 for Tg(mpeg1:EGFP) sections]. Particles outside the selected area were cleared, and the 'Analyze Particles' tool was used to measure pixel areas in the wounded region and in the entire unit area. The percentage was then calculated as (pixels in wounded area / pixels in unit area)  $\times$  100.

Collagen deposition, *in situ* hybridization signals and  $\alpha$ -SMA signals were quantified similarly using thresholding, with threshold values set at 20 for collagen, 88 for *in situ* hybridization, and 10 (30 dpci) or 15 (60 dpci) for  $\alpha$ -SMA.

For TUNEL staining, red<sup>+</sup> signals were manually counted in defined unit areas using Fiji.

How the deposited data were processed for this re-analysis (not part of the article)

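The values are counts of reads per gene for 16 samples. The authors checked the raw reads with FastQC, aligned them to the zebrafish genome with STAR, counted reads per gene with featureCounts, and deposited these raw counts by gene symbol, with no normalization. The paper's text names neither the genome build, the annotation, the strand setting nor the handling of reads with several alignments, so none of these could be checked or changed. The sample names in the header of the table give genotype, day and sample number, and each of the 8 conditions has 2 samples. The paper's methods mention batch effects but name no batch, and no batch was used here.

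Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Of 31351 genes, the 18949 with at least 10 counts in at least 2 samples were tested. Library sizes were scaled by TMM. A model with 1 coefficient per condition was fitted to all samples with edgeR's quasi-likelihood functions (glmQLFit and glmQLFTest), which share the variance over conditions (prior degrees of freedom 62.2). A DEG has a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 0.5, the thresholds of the paper. The interaction is the mutant to wild-type log2 fold change after injury minus that at 0 dpci. Standard errors are those of the fit. Gene lists were tested with camera in limma on log2 CPM (prior count 2) with an inter-gene correlation of 0.01. The 275 pairs of list and comparison were adjusted together. Counts of a list given as adjusted over the list alone repeat the Benjamini-Hochberg step within the list. Of the lists, 4 (collagen, cytokine and receptor, ribosomal and respiratory) are defined by gene symbol and the others were written out gene by gene. GO and KEGG sets were not used here.

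The lists, the tests, the alternatives and the rule for naming genes were set before the data were examined, apart from settings stated to be later. Named are the genes the paper names, members of the lists, and at each time point the 3 DEGs with the largest positive and the 3 with the largest negative log2 fold change. These had to have samples that did not overlap between genotypes and a mean of at least 10 CPM in 1 genotype. Named too are the 5 highest and 5 lowest mean log2 fold changes among genes called in one direction at all 4 time points. Genes known only by certain clone names are described without the name. Up to 3 counts in both samples of a genotype was taken as the floor, and a fold against it is given as a lower bound.

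With 1 sample left out, an arm of a comparison holds a single sample, so those fits give log2 fold changes and no calls. The sample numbers do not pair samples of different conditions. Over the 28 pairs of conditions, the correlation of the deviations of samples with one number lay between −0.0307 and 0.0321. Sample number as a replicate block was therefore only an alternative.

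The steps were first run on simulated counts of 18421 genes with 200 changed. edgeR called 200 of the changed genes and 2 unchanged ones, and 0 at a time point where none changed. The mean signed error of the log2 fold change was 0.00448. Raised and lowered genes were equal in number, so errors of opposite sign would cancel in it. DESeq2 called 200 changed and 0 unchanged genes. The camera p-value was 1.02e-109 for a list of changed genes and 0.491 for a list of unchanged ones. The simulated samples and genes were independent, and fewer genes changed than were called in the real data. The run therefore checks the steps, and not the DEG counts or list p-values given here. Imaging and qRT-PCR data of the paper were not analysed here.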

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

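The tests of clock phase, of a constant fold change of clock genes, of the share of wound tissue and of organ tissue were chosen only after the result was seen.

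Clock genes differed between genotypes in data the paper does not discuss, apart from nr1d1, which its supplementary figure shows. The list of 15 genes that rise and fall with nr1d1 had median log2 fold changes of 1.17, 0.71, 1.97 and −1.15 at 0, 2, 7 and 21 dpci (camera adjusted p = 3.07e-10, 5.29e-06, 3.39e-19 and 7.56e-14), with 14, 13, 14 and 0 genes above 0. The list of 9 genes opposite in phase had medians of −1.32 at 0 dpci and −1.35 at 7 dpci (camera adjusted p = 2.48e-05 and 2.43e-05). Its medians of −0.27 at 2 dpci and 0.42 at 21 dpci did not pass 0.05 (camera adjusted p = 0.0745 and 0.151). The genotype difference of nr1d1 itself changed between time points, by −4.24 from 0 to 21 dpci (edgeR adjusted p of the interaction = 9.8e-44). It was at 40.85 ± 1.43 CPM in mutants and 7.302 ± 0.625 CPM in wild type at 0 dpci, and at 23.9 ± 2.37 and 80.9 ± 4.07 CPM at 21 dpci (SD, n = 2). Expression of per1a differed by 3.59 at 0 dpci and −2.00 at 21 dpci on the log2 scale, and that of arntl1b by −2.64 and 1.504. The values past 0.05 kept their sign and their side of 0.05 under each alternative run for lists, upper-quartile scaling among them. A constant log2 fold change of the clock genes is excluded, since the nr1d1 list changed from positive medians to −1.15 at 21 dpci. A constant shift of the clock by the genotype is not excluded, since its sign would depend on the phase at collection. In wild type, nr1d1 itself had means of 7.302, 3.855, 3.334 and 80.9 CPM (n = 2) at 0, 2, 7 and 21 dpci. A different clock phase at collection needs the lists to move in opposite directions with nr1d1. They did so at 4 of the 4 time points, at 2 and 21 dpci with the opposite list not past 0.05. The lists are defined by their phase to nr1d1, so this does not tell an hour of collection from another change of the clock. A different hour of collection of the genotypes may account for the pattern. The hour of collection is not given in the paper's text, and an effect of nr4a1 on the timing of the clock stays open and untested. Other genes with a daily rhythm would differ between genotypes in the same way, and the time points of a comparison do not separate these from effects of the mutation. In wild type, the nr1d1 list had medians of −0.753, −0.152 and 2.87 from 0 to 2, 2 to 7 and 7 to 21 dpci (camera adjusted p = 0.000873, 0.293 and 4.98e-14). The opposite list had medians of −0.287, 0.322 and −1.88 (camera adjusted p = 0.375, 0.0136 and 0.00411). Changes over time in wild type, and changes of the genotype difference between time points, are therefore not separated from the clock either.

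Immediate early and heat shock genes also differed between genotypes. The list of 24 immediate early genes had medians of 0.665, 0.39, −0.30 and 0.29 at 0, 2, 7 and 21 dpci (camera adjusted p = 5.69e-11, 1.7e-07, 7.52e-07 and 0.0426), with 22, 19, 4 and 16 genes above 0. The list of 23 heat shock genes had medians of 0.28, 0.60, 0.21 and −0.53 (camera adjusted p = 0.00779, 4.88e-08, 0.000155 and 3.39e-10), with 16, 20, 18 and 2 genes above 0. Of each list, 1 gene is also held by another list. The value of the immediate early list at 21 dpci depended on the setting. It no longer passed 0.05 with the estimated correlation, with the stricter filter on counts, with sample number as a replicate block or without the genes the paper names. The heat shock median at 7 dpci was 0.12 without wild-type sample 1 of 7 dpci and 0.35 without wild-type sample 2. Single genes of these lists changed their genotype difference between time points: jund by −1.95 from 0 to 7 dpci (edgeR adjusted p of the interaction = 8.37e-36) and bag3 by −1.66 from 0 to 21 dpci (edgeR adjusted p of the interaction = 8.52e-34). The log2 fold changes of hsp70.1 were 2.125, 0.95, 0.82 and −1.18 at 0, 2, 7 and 21 dpci. Handling or heat stress during collection needs both lists to rise. At 0 dpci the heat shock median was 0.28 beside the rise of the immediate early list, so stress at collection may account for part of the difference at 0 dpci. At 2 dpci both lists rose too, so stress at collection is not excluded there. At 7 and 21 dpci the lists moved in opposite directions. The test was set for 0 dpci alone. An effect of the genotype stays open and untested.

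The NR4A family list had a median of 1.08 at 0 dpci (camera adjusted p = 0.0091), with 3 of its 4 genes above 0. Without nr4a1, which the paper names, the median of the other genes was 0.73 and no longer passed 0.05. The genotype difference of nr4a1 changed by −2.11 from 0 to 7 dpci (edgeR adjusted p of the interaction = 1.24e-36). Expression of nr4a3 was 42.65 ± 0.983 CPM in mutants and 3.27 ± 0.752 CPM in wild type at 0 dpci (SD, n = 2), a log2 fold change of 3.70, and its log2 fold changes at 2, 7 and 21 dpci were 0.95, 0.16 and 0.70. For nr4a2a the values at 0, 2, 7 and 21 dpci were −0.34, −1.87, 0.29 and −0.63, and for nr4a2b 0.73, 0.061, −0.11 and 0.0027. Reads shared between these paralogs were not examined, and the stress at collection weighed for immediate early genes applies to this family too. A response of the family to the loss of nr4a1 was not tested.

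Among matrix genes of the supplementary figure, 4 differed between genotypes in opposite directions at 0 and 21 dpci. From 0 to 21 dpci the genotype difference changed by 2.415 for postnb, 1.47 for col12a1a, 3.56 for col12a1b and 1.94 for fn1a, and the largest edgeR adjusted p of these interactions was 4.13e-28. Each was lower in mutants at 0 dpci and higher at 21 dpci, past both thresholds. At 2 dpci postnb was still lower (−0.53). The genotype difference of mmp9 changed by −2.18 from 0 to 2 dpci (edgeR adjusted p of the interaction = 5.12e-17), with log2 fold changes of 1.19, −0.99, 0.72 and 1.65 at 0, 2, 7 and 21 dpci, and that of akap6 by 3.59 from 0 to 21 dpci (edgeR adjusted p of the interaction = 4.58e-21). The log2 fold changes of akap6 were −1.76, −0.78, −2.597 and 1.83 at 0, 2, 7 and 21 dpci. These signs held under DESeq2 and under each scaling and filter run. A larger share of wound tissue in the mutant samples would raise immune and fibroblast markers alike and lower cardiomyocyte genes. The 26 macrophage and neutrophil markers, of which 4 and 4 are also in another list, had medians of 0.185, 0.63 and 0.59 at 2, 7 and 21 dpci, and the 13 fibroblast and epicardium markers, 6 of them also in another list, had medians of 0.32, 0.21 and 0.17. The cardiomyocyte medians were −0.18, −0.058 and −0.23. This list was already lower at 0 dpci (median −0.13). Its shift from 0 dpci did not pass 0.05 at 2, 7 or 21 dpci (camera adjusted p = 0.413, 0.817 and 0.775). The fibroblast and epicardium list shifted up at each (camera adjusted p = 0.000254, 5.36e-05 and 0.00836). The neutrophil list shifted down at each (camera adjusted p = 5.13e-05, 0.0449 and 0.0214), and the macrophage list up at 21 dpci only (camera adjusted p = 0.00369). The permutation p-value for a difference between immune and fibroblast medians was 0.24 at 2 dpci, 0.0541 at 7 dpci and 0.0307 at 21 dpci, and 0.24, 0.0812 and 0.0812 after adjustment over the 3 time points. A larger share of wound tissue and a change in the cells of the wound cannot be told apart for these markers, because the medians did not separate after adjustment. A share of wound tissue does not bear on the values before injury, when there was no wound. An effect of the genotype stays open.

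Markers of tissue next to the ventricle differed between genotypes in data the paper does not discuss. The 10 erythrocyte genes had medians of −0.81 at 0 dpci and 0.35 at 21 dpci (camera adjusted p = 5.76e-07 and 0.0223), with 0 and 7 genes above 0. With a gene at the floor set to its bound, the median at 0 dpci was −0.79. The value at 21 dpci did not pass 0.05 with the estimated correlation. Expression of hbba1 at 0 dpci was 401 ± 8.79 CPM in mutants and 901 ± 1.49 CPM in wild type (SD, n = 2). The 7 genes of the atrium and bulbus had medians of −0.5 at 0 dpci and −0.255 at 2 dpci (camera adjusted p = 0.00644 and 0.047), with 2 and 1 genes above 0. Without elnb and the other genes the paper names, these were −0.19 and −0.25 and no longer passed 0.05. They did not pass with the estimated correlation either. The 11 genes tested of the liver, ovary and testis list, of 25 written, had a median of −0.56 at 7 dpci (camera adjusted p = 0.0426), with 2 genes above 0. It did not pass 0.05 with the estimated correlation. The median was −1.18 without mutant sample 1 of 7 dpci, −0.36 without wild-type sample 1, and 0.99 over the genes with at least 10 counts in every sample, which leaves fewer genes in the list. The median count of a gene of this list in a sample was 14 and the highest 6935. The yolk protein gene vtg1 was at least 4.83-fold lower in mutants at 2 dpci, 33.4-fold at 7 dpci and 11.8-fold at 21 dpci, with 133 and 151 counts in wild type at 7 dpci. Tissue of other organs would make these transcripts rise together. Their mean correlation over the condition means was 0.303, at percentile 99.9 of 10000 random lists of like expression, so traces of other organs or the sex of the fish may differ between conditions. The sex of the fish in each sample was not used here. The share of blood, atrium or bulbus left on a ventricle and an effect of the genotype were not tested.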

How the results depend on the processing

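No test in this part was chosen after its result was seen, apart from the settings named as such below, which were added after seeing the counts.

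Of 317 values of counts and components under an alternative, 189 stayed within 1.5 times the value reported (or within the replicate spread), 102 were smaller, 19 larger and 7 moved. DEG counts stayed within 1.5 times at each time point with DESeq2 on all 16 samples and edgeR on each time point alone. They did so too with RLE or upper-quartile scaling, no filter, at least 10 counts in every sample, and sample number as a replicate block. With the samples of a condition summed, no test was run. The DEGs reported were only counted again over the fold-change threshold, so that count cannot exceed the value reported and does not check the calls. DESeq2 on the 4 samples of a time point gave smaller counts for genes higher at 0 dpci (1397) and 21 dpci (910). It did so too for genes higher and lower at 2 dpci (967 and 996) and 7 dpci (695 and 589). Each such fit holds fewer samples; the cause was not tested further. By construction the fold-change threshold inside the test gave fewer DEGs, 1133 higher and 1110 lower at 0 dpci, 571 higher and 640 lower at 2 dpci, 573 higher and 454 lower at 7 dpci and 689 higher and 608 lower at 21 dpci, and the adjusted p alone gave more, 4243 higher and 3937 lower at 0 dpci, 3697 higher and 3049 lower at 2 dpci, 2642 higher and 2443 lower at 7 dpci and 2923 higher and 3319 lower at 21 dpci. With the adjusted p alone, 310 genes were higher and 335 lower at all time points. Then 2614, 1110 and 2641 genes were called in their direction at 2, 7 or 21 dpci only. In wild type, 5542 genes then fell from 0 to 2 dpci, 4198 rose and 4078 fell from 2 to 7 dpci, 5143 rose from 7 to 21 dpci, and 4332 were higher and 3787 lower at 21 than at 0 dpci. With at least 10 counts in every sample, which tests fewer genes, 77 genes were lower at all time points.

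Scaling moved the median log2 fold change of genes with at least 10 counts in every sample by less than 0.1 at each time point. The balance of higher and lower genes depended on scaling, test and threshold. With upper-quartile scaling, 43.5% of the DEGs at 2 dpci were higher in mutants, against 49.6% with TMM, and 63% against 58.2% at 21 dpci. With the adjusted p alone it was 54.8% at 2 dpci and 46.8% at 21 dpci. At 21 dpci it was also 49.3% with DESeq2 on the 4 samples and 53.1% with the fold-change threshold inside the test, so an excess of higher genes at 21 dpci did not hold under every setting.

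Settings added after seeing the data were stricter by construction. The counts below are higher then lower genes at 0, 2, 7 and 21 dpci in turn. DESeq2 on all 16 samples gave 1390 and 1569, 1031 and 993, 777 and 605, 936 and 938 at an adjusted p under 0.01, 1090 and 1286, 811 and 766, 601 and 450, 676 and 788 under 0.001, 902 and 1066, 667 and 609, 487 and 377, 539 and 697 under 0.0001 and 661 and 837, 507 and 429, 361 and 284, 377 and 549 under 0.000001. With a mean count above 50, 100, 200 or 500 it gave 1360 and 1572, 1091 and 982, 749 and 613, 1038 and 915, then 1091 and 1300, 927 and 804, 612 and 499, 795 and 773, then 758 and 909, 653 and 561, 420 and 360, 488 and 607, and then 357 and 458, 344 and 285, 212 and 176, 214 and 337. With a log2 fold change over 1 it gave 850 and 764, 424 and 517, 506 and 349, 619 and 438. On the 4 samples of a time point, DESeq2 gave 1209 and 1376, 771 and 858, 617 and 515, 792 and 769 with a fold change over 1.5 and 633 and 642, 310 and 423, 347 and 263, 417 and 366 with a log2 fold change over 1.

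The share of variance on principal component 1 was 64.2% on the 500 genes with the largest variance, 72.4% with the variance-stabilizing transformation of DESeq2, 72.7% with its rlog and 41.045% on log2 counts without library size. Component 2 held 10.1%, 10.0% and 13.5% under the last 3. For the genes that differ over the 4 time points, at least 10 counts in every sample gave 648 higher and 518 lower, and the samples of a condition summed to 1 library gave 119 and 117, with fewer genes in the first and fewer libraries in the second. DESeq2, the replicate block, the injured samples alone and each time point left out stayed within 1.5 times.

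Of 114 values of the lists at the paper's statements with no sample left out, 102 kept direction and side of 0.05. The cause of the changes was not tested. Under fry, the metabolic list at 0 dpci (−0.051), the apoptotic list at 2 dpci (0.23), the wild-type inflammatory list from 2 to 7 dpci (0.42) and the collagen list at 21 dpci (0.16) passed 0.05. Fry asks whether a list changed at all, so a small shift passes more easily. The metabolic list passed too with upper-quartile scaling (−0.068), and the collagen list with at least 10 counts in every sample (0.17). With the estimated correlation the inflammatory list no longer passed at 0 dpci, where it belongs to the other lists below, nor at 2 dpci (0.44) or 7 dpci (0.27). Without the genes the paper names, it did not pass at 7 dpci (0.18), the ECM list did not pass at 21 dpci (0.14), and the wild-type inflammatory list did pass from 2 to 7 dpci (0.58). The ribosomal list at 0 dpci changed sign with upper-quartile scaling (−0.0024).

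Among 528 values of other lists, 451 kept both, 35 were weaker, 24 stronger and 18 reversed; the cause was not tested. A direction here is that of the test against the other genes, so a list whose median lies near 0 can change direction at one median. Under fry these were the locomotory list at 0 dpci (−0.0035), cell cycle at 7 dpci (−0.14) and skeletal muscle at 21 dpci (0.60). With at least 10 counts in every sample they were cytokines at 0 dpci (0.061), the liver, ovary and testis list at 2, 7 and 21 dpci (0.17, 0.99 and 0.95), skeletal muscle at 2 and 21 dpci (0.18 and −0.13) and cell cycle at 7 dpci (−0.043). Upper-quartile scaling reversed the ribosomal and erythrocyte lists at 2 dpci (−0.034 and −0.031). Without the genes the paper names, the fibroblast list at 0 dpci (0.013), the atrium and bulbus list at 7 and 21 dpci (0.018 and 0.17) and the NR4A list at 7 dpci (0.16) reversed. With the replicate block, cell cycle (−0.13) and skeletal muscle (0.20) at 7 dpci did.

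With each sample left out in turn, 294 of 428 list medians stayed within the replicate spread. The ranges of the others at the paper's statements were −0.073 to −0.050 for metabolic enzymes in mutants at 0 dpci, 1.53 to 1.59 for lysosome genes in wild type from 0 to 2 dpci, 3.34 to 3.74 for cell cycle genes at this step, 1.43 to 1.61 for inflammatory response genes at this step, 0.18 to 0.20 for apoptotic genes in mutants at 2 dpci, 0.30 to 0.51 for interferon response genes at 2 dpci, 0.053 to 0.079 for the locomotory list at 2 dpci, 0.24 to 0.45 for inflammatory response genes in wild type from 2 to 7 dpci, 0.56 to 0.74 for ECM genes at this step, −0.79 to −0.66 for ECM genes in wild type from 7 to 21 dpci, 0.33 to 0.46 for inflammatory response genes in mutants at 2 dpci, 0.74 to 0.79 for these genes at 21 dpci and 0.14 to 0.17 for ECM genes in mutants at 21 dpci. The lowest wild-type value from 2 to 7 dpci was that without sample 1 of 7 dpci.

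Of 960 values of genes the paper names, 950 kept direction and call. The exceptions were cxcl12a at 21 dpci (−0.49 with at least 10 counts in every sample, −0.50 with no filter and −0.47 with upper-quartile scaling), bcl2a at 0 dpci (−0.50 with no filter), cilp2 at 0 dpci (0.70 with at least 10 counts in every sample), socs3b at 7 dpci (0.51 with DESeq2, 0.50 with no filter and 0.51 with RLE) and egr2b at 2 dpci (−1.101 with DESeq2). The sign of egr1 at 2 dpci reversed with no filter (0.0032), a value near 0. With a sample left out, 48 of 656 values moved by more than the replicate spread.

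DEG counts have no value with a sample left out, since 1 arm then holds a single sample. Depth limits genes near the floor. Their fold is known only as a lower bound, and 21 of 100 pairs of list and time point hold such a gene. Setting these genes to their bound shifted a median by at most 0.565 and changed the sign of 2.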

Differences from the paper's values

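The settings with other thresholds or minimum counts given after the paired values were chosen only after the result was seen.

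The paper's DEG counts are lower than those here. The alternatives set before the data were examined that came within 1.5 times of the paper at every time point were DESeq2 on the 4 samples of a time point and the fold-change threshold inside the test. At 0 dpci the paper's counts are 1079 higher and 1279 lower, and the values here 2250 and 2232. DESeq2 on the 4 samples gave 1397 and 1596 and the threshold inside the test 1133 and 1110, and for the lower genes DESeq2 on all 16 samples (1906) and at least 10 counts in every sample (1799) also came within 1.5 times. At 2 dpci the paper's counts are 780 higher and 782 lower, and the values here 1582 and 1610. DESeq2 on the 4 samples gave 967 and 996 and the threshold inside the test 571 and 640. At 7 dpci the paper's counts are 501 higher and 445 lower, and the values here 1332 and 1125. DESeq2 on the 4 samples gave 695 and 589 and the threshold inside the test 573 and 454. At 21 dpci the paper's counts are 686 higher and 754 lower, and the values here 1798 and 1294. DESeq2 on the 4 samples gave 910 and 937 and the threshold inside the test 689 and 608, and for the lower genes DESeq2 on all 16 samples (1115) and at least 10 counts in every sample (985) also came within 1.5 times. The other alternatives (edgeR on the samples of a time point, no filter, RLE, upper quartile, replicate block, adjusted p alone and summed samples, and DESeq2 on all 16 samples or at least 10 counts in every sample where not named) stayed more than 1.5 times apart from the paper.

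Settings that were chosen after seeing the values, several of them tried, also came near the paper's counts. With DESeq2 on all 16 samples and an adjusted p under 0.001, the higher and lower counts at 0, 2, 7 and 21 dpci were 1090 and 1286, 811 and 766, 601 and 450, 676 and 788, under 0.0001 they were 902 and 1066, 667 and 609, 487 and 377, 539 and 697, with a mean count above 100 1091 and 1300, 927 and 804, 612 and 499, 795 and 773, and above 200 758 and 909, 653 and 561, 420 and 360, 488 and 607. With DESeq2 on the 4 samples and a fold change over 1.5 they were 1209 and 1376, 771 and 858, 617 and 515, 792 and 769. Each of these counts lies within 1.5 times of the paper's. An adjusted p under 0.01 did so for each count except the higher genes at 7 dpci, and a mean count above 50 except the higher genes at 21 dpci. A log2 fold change over 1 or an adjusted p under 0.000001 did so for some counts, and a mean count above 500 for none. The paper's methods name DESeq2 and none of these thresholds apart from its own.

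Principal component 1 holds about 72% of the variance in Fig. 6A, read by eye, against 45.7% here. Of the alternatives set before the data were examined, the 500 genes with the largest variance (64.2%), the variance-stabilizing transformation (72.4%) and rlog (72.7%) came within 1.5 times, and log2 counts without library size (41.045%) did not.

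For genes called at all 4 time points, the paper has about 38 higher genes in Fig. 6B and about 44 lower genes in Fig. 6C, read by eye, against 132 and 117 here, and none of the alternatives set before the data were examined closed the gap. For genes higher at 1 time point only (Fig. 6B, read by eye), the paper has about 640 against 1109 here at 0 dpci, about 430 against 731 at 2 dpci, about 160 against 404 at 7 dpci and about 400 against 908 at 21 dpci. At 0 dpci, DESeq2 on all 16 samples (921) and at least 10 counts in every sample (908) came within 1.5 times, at 2 dpci these (645 and 592) and upper-quartile scaling (604), and at 7 and 21 dpci none did. For genes lower at 1 time point only (Fig. 6C, read by eye), the paper has about 840 against 1341 at 0 dpci, about 430 against 825 at 2 dpci and about 110 against 321 at 7 dpci. At 0 dpci, DESeq2 on all 16 samples (1200) and at least 10 counts in every sample (1094) came within 1.5 times, at 2 dpci DESeq2 on all 16 samples (645) did, and at 7 dpci none did.

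Of 44 log2 fold changes read by eye from Fig. S13, 44 have the same sign here and 39 lie within 1 replicate SD. They were read from the panels on a log2 scale, which have no error bars. The caption names transcriptomic profiling and qRT-PCR without assigning panels to either. The values were taken here as the paper's own RNA-seq values, so this is no comparison with an independent measurement. The panels of fold change with error bars, taken as the qRT-PCR, were not used. The values outside the SD follow. For jund at 21 dpci the figure has about −0.25 against −0.23 here, and DESeq2 (−0.25) and RLE (−0.24) came within the SD. For postnb at 7 dpci it has about 0.25 against 0.23, and DESeq2 (0.25), at least 10 counts in every sample (0.24), no filter (0.25), RLE (0.25) and 3 of 4 fits with a sample left out did. For postnb at 21 dpci it has about 1.2 against 1.16, and at least 10 counts in every sample (1.17), no filter (1.17), upper quartile (1.196) and 2 of 4 fits with a sample left out did. For atp1b1b at 7 dpci it has about −6 against −5.99, and only upper-quartile scaling (−5.99) did. For akap6 at 0 dpci it has about −1.8 against −1.76, and DESeq2 (−1.78), no filter (−1.78), RLE (−1.77), upper quartile (−1.77) and 2 of 4 fits with a sample left out did. The remaining alternatives did not.

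Some statements of the paper differ from the values here, several of them only at the threshold of 0.5 for the log2 fold change. The paper has il1b, tnfrsf1b, itgb2 and irf8 persistently raised in mutants. Here il1b passed both thresholds at 0 and 21 dpci, tnfrsf1b at 7 dpci only (log2 fold changes −0.10, −0.077, 0.59 and 0.16 at 0, 2, 7 and 21 dpci), and itgb2 and irf8 at 21 dpci only (0.72 and 1.005). On the adjusted p alone, il1b and itgb2 were higher in mutants at all 4 time points (edgeR adjusted p at most 0.023 and 0.000206), irf8 at 0 and 21 dpci (edgeR adjusted p = 0.0262 and 5.12e-14) and tnfrsf1b at 7 dpci (edgeR adjusted p = 1.99e-07). The paper has col1a1a, col1a2 and col2a1 raised at 21 dpci. Here the log2 fold changes of col1a1a, col1a2 and col2a1b, the gene tested of the 2 zebrafish genes for col2a1, were 0.16, 0.17 and 0.23, above 0 and under the threshold (edgeR adjusted p = 1.87e-05, 3.7e-06 and 0.0635). The paper names epha4a and cxcl12a among lowered genes and ties them to neutrophils in the acute phase. Here their log2 fold changes at 2 dpci were 0.039 and 0.44, and cxcl12a was lower past both thresholds at 21 dpci only (−0.50). No alternative changed the calls of these genes at the time points named, apart from cxcl12a at 21 dpci. The paper has genes of locomotion, projection and adhesion lowered in mutants, and the list here had a median of 0.065 at 2 dpci (camera adjusted p = 0.572), which no alternative moved past 0.05. At 21 dpci fry called it lower (median −0.082) and camera did not. The paper has processes of translation and respiration raised, and metabolic ones lowered, before injury. Here the ribosomal (0.014), respiratory (0.042) and metabolic (−0.051) lists did not pass 0.05 under camera, and fry and upper-quartile scaling called the metabolic list. The apoptotic list at 2 dpci (0.23) passed under fry only, and the collagen list at 21 dpci (0.16) under fry and with at least 10 counts in every sample. The paper has inflammatory genes of wild type declining after 2 dpci. The list here had a median of 0.42 from 2 to 7 dpci (camera adjusted p = 0.0936) and fell from 7 to 21 dpci (−1.61, camera adjusted p = 5.31e-12). These lists are not the gene sets of the paper.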

Other observations

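The test of sampling noise was chosen only after the result was seen.

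Over the 4 time points together, with day as a factor, 1094 genes were higher and 894 lower in mutants, 1988 in all. The real split of the 16 samples into 8 and 8 was compared with others drawn at random, 60 splits in all. Only 1, the real one, gave as many genes. The highest of the others gave 1023 and their median was 0. The random splits kept neither the days balanced nor the close samples of a condition together. They are therefore no like exchange of the genotypes, and this comparison gives no measure of chance. With the samples of a condition summed, 236 genes passed, and 236 of them were also called in the fit over all samples in the same direction. Of the 8 exchanges of the genotypes within time points, 1, the real one, gave as many. The others gave 0 genes, and 8 exchanges cannot give a share under 0.05. At an unadjusted p under 0.05, the real exchange gave 3027 genes. The genotype comparison at a single time point has 2 samples against 2. Its few other splits were not run, and they cannot give a share under 0.05. Fish family, line background and the mutation itself are not separated by the counts.

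Among the genes called in one direction at all time points with the most extreme mean log2 fold changes, counts were low. In mutants, BX511067.1 had 0 counts in every sample and was lower by at least 26.6-fold at 0 dpci, 16.9-fold at 2 dpci, 20.1-fold at 7 dpci and 13.9-fold at 21 dpci. The chemokine gene ccl27a also had 0 counts in every mutant sample and was lower by at least 7.64-fold at 0 dpci, 1.21-fold at 2 dpci, 1-fold at 7 dpci and 1.18-fold at 21 dpci. Its counts in wild type were 27 and 31 at 0 dpci, 4 and 9 at 2 dpci, 7 and 4 at 7 dpci and 8 and 3 at 21 dpci, and the edgeR adjusted p was 4.25e-07, 0.00483, 0.0163 and 0.00678 in turn. CR855389.1 was lower by at least 8.49-fold at 0 dpci, 6.47-fold at 2 dpci, 5.09-fold at 7 dpci and 11.5-fold at 21 dpci. The cytochrome gene cyp2j20 was lower by at least 11.2-fold at 2 dpci, 8.4-fold at 7 dpci and 8.69-fold at 21 dpci, and at 0 dpci its log2 fold change was −3.25. Higher in mutants were CU234171.1, by at least 2.66-fold at 0 dpci, 4.41-fold at 2 dpci, 1.45-fold at 7 dpci and 4.52-fold at 21 dpci, and si:dkey-79f11.8, by at least 24.6-fold at 2 dpci and 12.2-fold at 21 dpci, with log2 fold changes of 2.39 and 1.36 at 0 and 7 dpci. The other 4 genes of the rule are known only by clone names. Of all genes tested, 2 had at most 3 counts in all mutant samples and at least 10 in all wild-type samples, and 0 the reverse. No gene was on in one sample and off in the other of a condition (0 genes, on meaning at least 50 counts). In wild type, 58 genes were off in both samples of one condition and on in both of another, and 26 in mutants.

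Variants linked to the mutated locus may account for genes that differ at every stage. The test was to be a count of such genes near nr4a1. It is void, because 185 of the 249 genes, 74.3%, have a position in the annotation used, under the 80% set for the test, against 84.9% of all genes tested. Linked variants, reads that a line variant keeps from aligning and effects of the mutation therefore cannot be told apart for these genes.

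The samples of a condition lay close together. Sampling noise alone, as of one library read in parts, is excluded, since the lowest chi-square per degree of freedom of the 8 pairs was 1.608. A shared pool of hearts would leave genes that vary between fish no more spread within pairs than others. Among random lists of like expression, the spread of the lists lay at percentile 38.5 for immediate early genes, 74 and 99.6 for the clock genes with and opposite to nr1d1, 95 for erythrocyte genes and 15.7 for liver, ovary and testis genes. The highest, 99.6, belongs to a list of 9 genes. Erythrocyte genes, at 95, and the other clock list, at 74, lean the same way. Immediate early genes, at 38.5, and liver, ovary and testis genes, at 15.7, do not. The lists disagree, so separate fish and a shared pool cannot be told apart. With a shared pool, the p-values of the genotype comparisons would not measure the spread between fish. The number of hearts in a sample is not given in the paper's text.

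List medians at time points that belong to no statement were as follows. Interferon response genes had 0.17 and 0.13 at 0 and 7 dpci (camera adjusted p = 0.124 and 0.305), apoptotic genes −0.12, 0.039 and 0.061 at 0, 7 and 21 dpci (camera adjusted p = 0.122, 0.23 and 0.146) and cytokine and receptor genes 0.13, 0.14 and 0.12 at 0, 2 and 7 dpci (camera adjusted p = 0.799, 0.297 and 0.0807). With genes near 0 counts set to their bound, the cytokine medians at 0 and 2 dpci were 0.024 and 0.12. Collagen genes had −0.14, 0.12 and 0.19 at 0, 2 and 7 dpci (camera adjusted p = 0.00608, 0.0238 and 0.0286), with −0.26 and 0.125 at the bound at 0 and 2 dpci, and ECM genes −0.21 and 0.15 at 0 and 7 dpci (camera adjusted p = 0.201 and 0.0208). Ribosomal genes had 0.0048, 0.067 and −0.14 at 2, 7 and 21 dpci (camera adjusted p = 0.846, 0.00466 and 9.7e-07), and respiratory genes −0.15, 0.060 and −0.20 at 2, 7 and 21 dpci (camera adjusted p = 4.8e-07, 0.0148 and 1.62e-12). Lysosome genes had 0.19, 0.17, 0.14 and 0.12 at 0, 2, 7 and 21 dpci (camera adjusted p = 7.19e-05, 0.000926, 0.00224 and 0.0271). Cell cycle genes had −0.047, −0.036, −0.14 and 0.97 at 0, 2, 7 and 21 dpci (camera adjusted p = 0.352, 0.824, 0.99 and 1.27e-08), with 29 of 33 genes above 0 at 21 dpci. Cardiomyocyte genes had −0.13, −0.18 and −0.058 at 0, 2 and 7 dpci (camera adjusted p = 0.0243, 6.05e-05 and 0.00919), and fibroblast and epicardium genes −0.29, 0.32 and 0.21 at 0, 2 and 7 dpci (camera adjusted p = 0.0519, 0.000563 and 0.000462). With the correlation estimated per list, some of the values past 0.05 in this paragraph no longer passed: collagen genes at 0, 2 and 7 dpci, ribosomal genes at 7 and 21 dpci, respiratory and lysosome genes at 2, 7 and 21 dpci and cardiomyocyte genes at 0 and 7 dpci. Under fry, ribosomal and respiratory genes at 7 dpci did not pass either.

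The lists of other tissues at their remaining time points gave these medians. Skeletal muscle genes had 0.34, −0.63, 0.21 and 0.60 at 0, 2, 7 and 21 dpci (camera adjusted p = 0.955, 0.334, 0.99 and 0.418), or 0.14, −0.485 and 0.535 at the bound at 0, 2 and 21 dpci. Erythrocyte genes had 0.0072 and −0.087 at 2 and 7 dpci (camera adjusted p = 0.964 and 0.0683), atrium and bulbus genes −0.28 and 0.019 at 7 and 21 dpci (camera adjusted p = 0.266 and 0.646) and the NR4A family 0.0093, 0.027 and 0.14 at 2, 7 and 21 dpci (camera adjusted p = 0.836, 0.405 and 0.452). Liver, ovary and testis genes had −0.18, −0.65 and −0.57 at 0, 2 and 21 dpci (camera adjusted p = 0.903, 0.168 and 0.256), or 0.089, −0.33 and 0 at the bound.

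Genes the paper names elsewhere had the following log2 fold changes at 0, 2, 7 and 21 dpci. They were 1.08, 0.47, 0.42 and 1.12 for mpeg1.1, −1.90, −2.62, −2.17 and −2.77 for itgam, 0.52, 1.15, 0.49 and 0.81 for socs3b, −0.40, −1.16, −0.62 and −0.39 for ncor1, −1.67, −0.25, −0.98 and −0.28 for acta2 and 0.37, 0.29, 0.46 and 0.26 for tcf21. For matrix genes they were −0.60, 0.80, 0.23 and −0.065 for vcanb, −0.92, −0.86, −0.28 and 0.019 for elnb, 1.07, 1.01, 0.22 and 1.36 for col11a1b, 0.083, 0.36, 0.29 and 0.15 for loxa and 0.69, 0.83, 0.57 and 0.26 for cilp2. For egr1 they were 0.22, −0.0031, −0.21 and 0.35, for egr2b −0.45, −1.095, 0.19 and 0.62, for wt1b −0.42, 0.45, 0.98 and 0.80 and for mylka −0.26, −0.034, −0.025 and −0.38. The standard errors of these values ranged up to 0.727, for egr2b at 0 dpci. Expression of tnfa stayed low, at 14 and 16 counts in mutants and 3 and 1 in wild type at 21 dpci, where it was at least 3.88-fold higher in mutants (edgeR adjusted p = 0.00723). At 0, 2 and 7 dpci it was not distinguishable (edgeR adjusted p = 0.526, 0.332 and 0.204).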
